# Caspase-1 cleaves PPARγ for potentiating the pro-tumor action of TAMs

**DOI:** 10.1038/s41467-017-00523-6

**Published:** 2017-10-03

**Authors:** Zhiyuan Niu, Qian Shi, Wenlong Zhang, Yuxin Shu, Nanfei Yang, Bing Chen, Qingsong Wang, Xuyang Zhao, Jiajia Chen, Nan Cheng, Xiujing Feng, Zichun Hua, Jianguo Ji, Pingping Shen

## Abstract

Tumor-associated macrophages are increasingly viewed as a target of great relevance in the tumor microenvironment, because of their important role in cancer progression and metastasis. However, the endogenous regulatory mechanisms underlying tumor-associated macrophage differentiation remain largely unknown. Here, we report that caspase-1 promotes tumor-associated macrophage differentiation by cleaving peroxisome proliferator-activated receptor gamma (PPARγ) at Asp64, thus generating a 41 kDa fragment. This truncated PPARγ translocates to mitochondria, where it directly interacts with medium-chain acyl-CoA dehydrogenase (MCAD). This binding event attenuates MCAD activity and inhibits fatty acid oxidation, thereby leading to the accumulation of lipid droplets and promoting tumor-associated macrophage differentiation. Furthermore, the administration of caspase-1 inhibitors or the infusion of bone marrow-derived macrophages genetically engineered to overexpress murine MCAD markedly suppresses tumor growth. Therefore, targeting the caspase-1/PPARγ/MCAD pathway might be a promising therapeutic approach to prevent tumor progression.

## Abstract (web summary)

Tumor associated macrophages (TAMs) promote cancer progression. Here, the author show that caspase-1 promotes TAMs differentiation by attenuating medium-chain acyl-CoA dehydrogenase activity and that inhibition of this axis results in suppression of tumour growth in a transgenic mouse model of breast cancer.

## Introduction

Tumor-associated macrophages (TAMs) reside in the tumor microenvironment and are the primary components of leukocyte infiltrates. TAMs express factors that promote angiogenesis and tissue remodeling and inhibit the anti-tumor immune response in breast, prostate, cervical, and ovarian cancers. High levels of TAMs in these cancers are correlated with poor prognoses^1^. In response to microenvironmental signals, inactivated macrophages (M0) differentiate into M1 (classically activated) like, M2 (alternatively activated) like macrophages or other unknown polarized macrophages; It is now generally accepted that the term TAMs actually describes the macrophages infiltrating in the tumor environment not displaying the same phenotype with classical M1 or M2 macrophages, which depends on the cytokine balance of the tumor microenvironment, remaining to be illustrated comprehensively^2, 3^. This inflammation activates the tumorigenic functions of TAMs, such as those associated with tumor cell survival, proliferation, and dissemination^4^. Given the important roles of TAMs in tumor development, targeting TAM functions such as cell recruitment^5^, survival^6^ and polarization^7^ has recently emerged as a novel therapeutic approach to inhibit cancer progression. However, the therapeutic application of TAMs is still in its infancy, and TAM-associated therapeutic strategies have provided only modest clinical benefits. Therefore, we sought to investigate new methods to modulate the tumorigenic functions of TAMs.

Metabolic adaptation is a key feature of macrophage plasticity and polarization and is instrumental to macrophage function in homeostasis, immunity, and inflammation^8^. For example, arginine metabolism is a feature of macrophage polarization that is characterized by high levels of inducible nitric oxide synthase (iNOS) in M1 macrophages and high levels of arginase in M2 polarized macrophages^9^. Differential metabolic programs are essential for the function of cells in the innate and adaptive immune system^10^. The metabolism of M1 macrophages is characterized by increased glycolytic flux and reduced mitochondrial oxidative phosphorylation, as compared with M0 cells. In contrast, oxidative glucose metabolism (fatty acid oxidation) is the metabolic pathway favored by IL-4-activated M2 macrophages^11^. Emerging data support the concept that metabolic regulators control macrophage activation. Inhibition of fatty acid oxidation dramatically decreases the activation of M2 but not M1, macrophages^12^. Selective reprogramming of fatty acid metabolism alters the inflammatory response in macrophages^13^, and glutamine deprivation or inhibition of N-glycosylation decreases M2-prone polarization. Consistently with these findings, inhibition of aspartate-amino transferase suppresses nitric oxide and interleukin-6 production in M1-like macrophages^14^. Moreover, the modulation of macrophage function has emerged as an off-target effect of PPARγ agonists^15^ and statins, which are well-characterized metabolic regulators.

The metabolic states of both M1 and M2 macrophages have been well characterized. Classically activated macrophages (M1) preferentially utilize glucose, whereas alternatively activated macrophages (M2) utilize fatty acid oxidation for energy homeostasis^12^. However, the metabolic profiles and the mechanisms underlying TAM metabolism remain poorly characterized. Therefore, detailed studies are required to delineate the metabolic profiles in TAMs and to determine how these distinct metabolic pathways are integrated into a coherent program that directs macrophage gene expression in TAMs. Such studies are necessary to support further investigation into the clinical applications of targeting TAMs in tumor immunotherapy. In this study, we found that caspase-1 inactivates MCAD by cleaving PPARγ and induces lipid accumulation TAMs. MCAD activity and lipid levels were strongly associated with TAM differentiation. Finally, modulating MCAD activity in TAMs through treatment with caspase-1 inhibitors or genetic manipulation suppressed primary tumor growth in in vivo mouse models, thus supporting potential clinical applications for targeting the caspase-1/PPARγ/MCAD pathway in TAM differentiation.

## Results

### Caspase-1 mediates PPARγ cleavage in TAMs

The human monocytic leukemia cell line THP-1, after stimulation with phorbol-12-myristate 13-acetate (PMA) for 24 h, shares many properties with human monocyte-derived macrophages^16^. Here we examined the ability of PMA-treated THP-1 macrophages (referred to as THP-1 macrophages) to promote metastasis, invasion and angiogenesis in response to coculture with the human breast cancer cell line MCF-7 in separate chambers. The coculture model is presented in Supplementary Fig. 1. An analysis of the gene expression profile of cocultured THP-1 cells demonstrated elevated levels of genes that mediate T cell inhibition (*IDO1*,*2*), angiogenesis (*PTGS2*, *VEGFA*, *VEGFC*) and metastasis (*MMP9*; Fig. 1a). The functions of these genes are indicative of an enhancement in the tumorigenic functions associated with TAMs. These data suggested that THP-1 macrophages acquired a TAM-like phenotype in this coculture system.

**Fig. 1:**
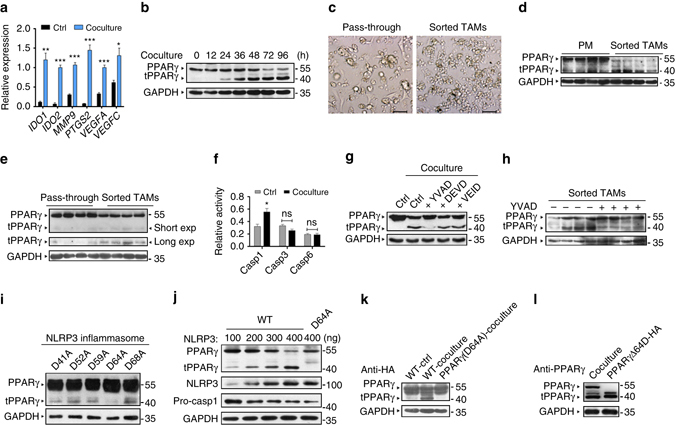
Caspase-1 mediates PPARγ cleavage in TAMs in vitro and in vivo. **a** THP-1 macrophages were cultured alone or cocultured with MCF-7 for 48 h, the expression of protumoral genes was assessed by RT-qPCR (n = 6). **b** Cocultured THP-1 cells were harvested at indicated time, PPARγ and its truncated fragment (tPPARγ) were determined by immunoblot. The expression levels of proteins in this figure were all determined by immunoblot, except **a**, **c** and **f**. **c** Cell morphology of sorted TAMs and pass-through cells (mainly tumor cells) from MMTV-PyMT mice. Scale bars, 100 μm. **d**, **e** PPARγ and tPPARγ in TAMs from MMTV-PyMT mice (**d**), or 4T1 orthotopic-grafted mice (**e**) were shown, using peritoneal macrophages (PM) (**d**) or pass-through cells (**e**) as the control. TAMs in each different lane sample was pooled from at least two mice (the same in **i**). **f** THP-1 macrophages were cultured alone or cocultured with MCF-7 for 24 h, then the relative activity of caspase-1, caspase-3, or caspase-6 was tested (*n* = 3). All statistic data represent means ± s.e.m., (*P < 0.05, ** < 0.01, *** < 0.001, ns, not significant, on way ANOVA for multiple comparisons). **g** THP-1 macrophages were cultured alone or cocultured with MCF-7 in the presence or absence of caspase inhibitors for 48 h, PPARγ and tPPARγ were shown here. **h** PPARγ and tPPARγ in sorted TAMs from MMTV-PyMT mice administration of vehicle or caspase-1 inhibitor YVAD, were determined by immunoblot. **i**, **j** The levels of PPARγ and tPPARγ were shown in HEK293T cells (**i**), which were transfected with different PPARγ mutant plasmids as indicated and inflammasome associated plasmids (NLRP3 300 ng, pro-caspase-1 20 ng and ASC 20 ng) for 24 h (**i**), or HEK293T cells (**j**), which were transfected with PPARγ or PPARγ (D64A) plasmids together with plasmids for inflammasome with increasing doses for NLRP3 (100 to 400 ng). **k** Extracts of THP-1 cells transfected with HA-PPARγ plasmids were cultured alone or cocultured with MCF-7 for 48 h and extracts of THP-1 cells transfected with HA-PPARγ (D64A) plasmids cocultured with MCF-7 for 48 h were determined by immunoblot. **l** PPARγ in extracts of THP-1 macrophages cocultured with MCF-7 for 48 h, and HEK293T cells transfected with HA-PPARγΔ64D plasmids were shown

Notably, PPARγ cleavage was observed in THP-1 cells cocultured with MCF-7 cells for 24 h (Fig. 1b). PPARγ cleavage resulted in the generation of a 41 kDa truncated product that was detected by an antibody recognizing the C-terminus of PPARγ. Next, we investigated whether PPARγ cleavage occurred in vivo. TAMs were isolated using magnetic cell sorting (MACS) microbeads, and the purity of TAMs was examined through microscopy (Fig. 1c) and quantified by flow cytometry (Supplementary Fig. 2a). Similar to the results of the coculture analysis, PPARγ cleavage was observed in primary TAMs isolated from 2 separate tumor models: a transgenic mouse model exhibiting spontaneous breast tumors-MMTV-PyMT mice model (Fig. 1d) and the orthotopic-grafted breast cancer mouse model (Fig. 1e) generated by injecting 4T1 cells into female 9-week-old BALB/c mice. To further verify the cleavage of PPARγ observed in the coculture model, nuclear fractions of THP-1 macrophages were prepared at the indicated time points and analyzed with a gel electrophoresis mobility shift assay (EMSA) with a PPARγ specific DNA probe. Surprisingly, as full-length PPARγ levels decreased, levels of the truncated product increased (Supplementary Fig. 2b).

Previous reports have demonstrated that PPARγ is cleaved by caspase-1, 3 and 6^17, 18^. We have found that PPARγ cleavage in cocultured TAMs is blocked by the pan-caspase inhibitor NCX-4016^19^ (Supplementary Fig. 2c). Unexpectedly, we detected an increase in the activity of caspase-1, but not caspase-3 and caspase-6, in the coculture model (Fig. 1f). The activation of caspase-1 in TAMs in vivo was further confirmed by western blotting, as demonstrated by the appearance of the 20 kDa (p20) band (Supplementary Fig. 2d, e), and ELISA assay for the caspase-1 substrates IL-1β and IL-18 (Supplementary Fig. 2f). In cocultured TAMs, incubation with the caspase-1 inhibitor YVAD, but not caspase-3 inhibitor (DEVD) and caspase-6 inhibitor (VEID), blocked the generation of the 41 kDa PPARγ fragment (Fig. 1g), since specific inhibitors of caspase-3 and caspase-6 attenuate the cleavage of PPARγ protein in response to TNFα in cultured adipocytes^17, 18^ the positive controls for inhibitors on caspase-3 and caspase-6 are shown in Supplementary Fig. 2g. Similarly, in primary TAMs derived from MMTV-PyMT mouse tumor tissues, the caspase-1 inhibitor YVAD inhibited PPARγ cleavage (Fig. 1h). A previous report has demonstrated that NLRP3 (NACHT, LRR and PYD domains-containing protein 3) inflammasomes efficiently trigger caspase-1 activation in macrophages^20^. To confirm that caspase-1 mediated the cleavage of PPARγ in TAMs and to identify the cleavage site(s) in PPARγ, we employed NLRP3 inflammasome reconstitution assay in HEK293T cells. We generated a panel of PPARγ mutants with Asp (D) to Ala (A) mutations in the putative cleavage sites, because aspartate is the signature residue of cysteine protease substrates. We found that only the 293-T cells transfected with the PPARγ (D64A) mutant in combination with inflammasome-associated plasmids failed to produce the 41 kDa cleavage product (Fig. 1i). Also, overexpression of HA-NLRP3 in 293-T cells significantly increased the activity of caspase-1 (decreased the expression of pro-caspase-1) and concomitantly increased the levels of the truncated form of wild type PPARγ but not PPARγ (D64A; Fig. 1j), thus confirming that PPARγ was cleaved by caspase-1 at Asp64. In addition, THP-1 cells were transfected with plasmids encoding the C-terminal HA-tagged wild type PPARγ or PPARγ (D64A) mutant and cocultured with MCF-7 cells for 48 h. The 41 kDa cleavage product was observed in cells transfected with wild-type PPARγ but was absent in cells transfected with the mutant PPARγ (D64A; Fig. 1k). Moreover, the putative site (PVVADYKYDL) is highly conserved between humans and mice (Supplementary Fig. 2h). To further confirm that the truncated PPARγ fragment (tPPARγ) was generated by cleavage at Asp64, HEK293T cells were transfected with plasmids expressing a C-terminal HA-tagged tPPARγΔ64D mutant with aa 1-64 deleted. HEK293T cells expressing tPPARγΔ64D did yield a fragment that appears at the corresponding region of the native tPPARγ fragment in cocultured THP-1 cells (Fig. 1l). The anti-PPARγ-C-terminal antibody sc-7273 recognized tPPARγ in cocultured THP-1 cells, but the anti-PPARγ-N-terminal antibody sc-7196 did not (Supplementary Fig. 2i, j). These findings further confirmed that caspase-1 cleaved the N-terminal of PPARγ during TAM differentiation.

### Inhibiting caspase-1 prevents PPARγ cleavage and TAM differentiation

From our observations in cocultured THP-1 cells, we hypothesized that caspase-1-induced PPARγ cleavage plays a role in the generation of TAM-like cells. To evaluate this hypothesis, we analyzed the time course of expression of tumorigenic genes by using RT-qPCR. After 24 h in the coculture system, *IDO1*, *IDO2*, *PTGS2* were up-regulated in THP-1 cells (Supplementary Fig. 3a–c), at the time when PPARγ cleavage was initially observed. *MMP7*, *MMP9*, and *VEGFA* were also up-regulated but at later time points (48-96 h, Supplementary Fig. 3d–f). The changes in the protein levels of IDO1, MMP2, and MMP9 were consistent with the increased gene expression observed in the RT-qPCR analysis (Supplementary Fig. 3g–i). Then, we determined whether the up-regulation of tumorigenic genes was associated with caspase-1 activation. Indeed, multiple caspase inhibitors, including caspase-1 inhibitor YVAD, and the pan-caspase inhibitors VAD and NCX-4016 suppressed the up-regulation of tumorigenic genes in cocultured THP-1 cells (Fig. 2a).

**Fig. 2:**
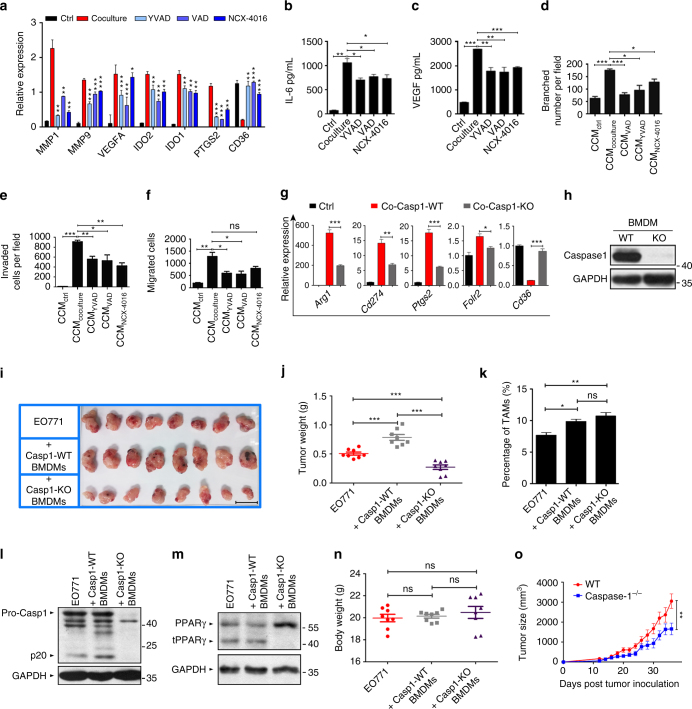
Caspase-1 inhibition prevents PPARγ cleavage and then blocks TAM differentiation. **a** THP-1 cells were cultured alone or cocultured with MCF-7 or cocultured in the presence of YVAD, VAD or NCX-4016 for 48 h, and the expression of pro-tumoral genes and *CD36* were assessed by RT-qPCR (*n* = 3). **b**, **c** The levels of VEGF and IL-6 in concentrated cell culture supernatant were measured by ELISA (*n* = 3). **d**–**f** The pro-angiogenesis, pro-invasion and pro-migration ability of CCM_Ctrl_, CCM_Coculture_, CCM_YVAD_, CCM_VAD_ and CCM_NCX-4016_ was tested (*n* = 3). **g** Peritoneal macrophages were isolated from wild type (Co-Casp1-WT) or *caspase-1* ^*−/−*^ mice (Co-Casp1-KO) and cocultured with 4T1. After 2 days, pro-tumoral genes and *Cd36* were determined by RT-qPCR, using wild type peritoneal macrophages cultured alone as control (Ctrl). Data were generated and analyzed by Step one plus Real-Time PCR-system (AB Applied biosystem) (*n* = 3). **h** Caspase-1 expression in BMDMs from wild type or *caspase-1* ^*−/−*^ mice was determined by immunoblot. **i**, **j** EO771 cancer cells were implanted in the flank of nude mice alone or in combination with WT or caspase-1-deficient (KO) BMDMs. Tumors were resected and measured 21 days later (in j, *n* = 8). Scale bar, 2 cm. **k** TAMs were sorted from the total tumor tissue cells by magnetic cell sorting using MACS, and TAM percentage in mixed cells was analyzed (*n* = 8). **l** Caspase-1 expression in TAMs was analyzed by immunoblot. **m** PPARγ and its fragment in TAMs were analyzed by immunoblot. **n** Nude mice body weight was analyzed (*n* = 8). **o** Tumor growth was monitored by measuring volumes every 2 days with a caliber rule. Tumor volumes were calculated by the formula, 1/2(a × b^2^), where a is the long diameter and b is the short diameter (in mm; *n* = 8). All statistic data in this figure represent means ± s.e.m., (*P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

In addition, we used the coculture model to mimic the local tumor microenvironment^21^, by using 10 × concentrated conditioned medium (CCM) from THP-1 macrophages cultured alone (CCM_Ctrl_), cocultured with MCF-7 (CCM_Coculture_), or cocultured in the presence of the caspase inhibitors YVAD, VADs and NCX-4016 (referred to as CCM_YVAD_, CCM_VAD_ and CCM_NCX-4016_, respectively) (procedural details in Methods and Supplementary Fig. 1). The cytokines VEGF and IL-6 were highly expressed in CCM_Coculture_ compared with CCM_Ctrl_ cells, and were significantly decreased in cells cocultured with caspase-1 inhibitors (Fig. 2b, c). Then the pro-angiogenesis (Fig. 2d and Supplementary Fig. 4a), pro-invasion (Fig. 2e and Supplementary Fig. 4b) and pro-migration (Fig. 2f and Supplementary Fig. 4c) ability of CCM_Ctrl_, CCM_Coculture_, CCM_YVAD_, CCM_VAD_, and CCM_NCX-4016_ was evaluated. The tumorigenic functions of CCM_Coculture_ cells were markedly enhanced, as compared with CCM_Ctrl_ cells, and the administration of caspase-1 inhibitors significantly attenuated this effect. Moreover, to rule out the possibility that treatment with inhibitors directly impacts tumor cells, caspase-1 knockdown THP-1 cells were constructed, and these experiments were repeated and the similar results were observed (Supplementary Fig. 5).

Then, we examined the expression of TAM hallmarks in peritoneal macrophages derived from *caspase-1* ^*−/−*^ mice, cocultured with the mouse mammary tumor cell line 4T1. Compared with cells from wild-type mice, macrophages derived from *caspase-1* ^*−/−*^ mice exhibited a significant reduction in the expression of TAM-associated genes, further suggesting that caspase-1 expression is closely associated with TAM differentiation (Fig. 2g). Caspase-1 expression in *caspase-1* ^*−/−*^ mice and wild-type mice was verified by western blotting (Fig. 2h). To Further confirm the detrimental role of TAM-intrinsic caspase-1 in vivo, EO771 cancer cells were implanted in the flank of nude mice alone or in combination with WT or caspase-1-deficient (KO) BMDMs derived from *caspase-1* ^*−/−*^ mice. Implantation of malignant cells admixed with WT BMDMs markedly promoted the tumor growth, whereas caspase-1-deficient BMDMs significantly impaired the tumor growth (Fig. 2i, j). We also observed slight changes of TAMs content in tumors (Fig. 2k), however, these changes seemingly do not correspond with tumor growth. To confirm the role of caspase-1 in promoting tumor growth, we analyzed caspase-1 (Fig. 2l) and truncated PPARγ fragment (Fig. 2m) in TAMs in each group, which validate the phenotype of BMDMs in this experiments. Same importantly here, body weight (Fig. 2n) remained the same between controls and experimental groups. In addition, EO771 cancer cells were orthotopically implanted in WT or *caspase-1* ^*−/−*^ mice, tumor growth was significantly impaired in *caspase-1* ^*−/−*^ mice (Fig. 2o). Together, these results demonstrate that caspase-1 expression in TAMs is necessary for the accelerated and aggressive progression of tumors.

Caspase-1 mediates the transition of the immature pro-inflammatory cytokines pro-IL-1β and pro-IL-18 to their mature and active forms. Accordingly, we observed that IL-1β and IL-18 were secreted in cocultured cells (Supplementary Fig. 6a, b). We wondered whether these cytokines were engaged by caspase-1 during TAM differentiation. Unexpectedly, exogenous administration of 600 pg ml^−1^ IL-1β or 600 pg ml^−1^ IL-18 (concentrations similar to those observed in the coculture system) did not induce any detectable changes (Supplementary Fig. 6c). These data implied that caspase-1 plays a new, previously uncharacterized role in regulating TAM differentiation.

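Gene expression was measured on the Affymetrix GeneChip PrimeView Human Gene Expression Array, on which each transcript is read by 1 or more probe sets, each a group of short probes whose signals are summarized as 1 value. There were 9 arrays, 3 in each of 3 groups. The Ctrl arrays hold RNA of THP-1 macrophages cultured alone for 48 h. THP-1 is a human monocytic leukemia cell line that takes on properties of macrophages after PMA. The Coculture arrays hold RNA of THP-1 macrophages kept for 48 h with cells of the breast cancer line MCF-7 in separate chambers, and the YVAD arrays that of the same coculture with 50 μM YVAD, a peptide inhibitor of caspase-1. The deposited values are RMA signals on the log2 scale. RMA, applied by the authors, corrects the background, gives the arrays the same distribution of signals and combines the probes of a probe set. Of the 49395 probe sets, the 102 control probe sets were left out and 49293 were tested. Of these, 44988 name 1 gene, 1832 name several genes and 2473 have no gene name in the array's annotation. Each of the 18132 genes was represented by its probe set with the highest mean over the 9 arrays, and gene values, SDs (n = 3 arrays per group) and fold changes are given for that probe set. Expression was compared between the groups by fitting limma to all 9 arrays together. A probe set counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested and a fold change of at least 1.5, the cutoffs that the paper states. Standard errors (SE) and adjusted p values come from that fit, whose tests are two-sided. The median signals of the arrays lay between 4.625 and 4.685, and the lowest correlation between arrays of one group was 0.995. The number of arrays limits the precision. On the first principal component, which held 74.7% of the variance, the Ctrl arrays stood apart from the Coculture and YVAD arrays, and on the second, with 7.79%, the Coculture arrays stood apart from the YVAD arrays. The bioB spike-in control had a signal of 9.21 on the second Coculture array and 8.42 on the second YVAD array, against 7.01 to 7.36 on the other 7 arrays. In simulated data with this design, a 2-fold change was recovered for 100% of the changed probe sets. A 1.5-fold change reached an adjusted p under 0.05 for 85.07% in Coculture vs Ctrl and 73.13% in YVAD vs Coculture. Once the fold minimum was applied, these shares were 47.76% and 40.3%. A true 1.5-fold change equals that minimum, so its estimates scatter to both sides of it. The paper states for all experiments that statistics rest on at least 3 independent experiments, without saying whether the 3 arrays of a group were separate cultures, so the p values measure the spread between these arrays.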

To further evaluate the effect of the caspase-1 inhibitor YVAD on TAM differentiation, we used a microarray platform to comprehensively analyze gene expression in THP-1 macrophages cocultured with MCF-7 cells in the presence or absence of YVAD and in THP-1 macrophages alone. We specifically selected genes associated with caspase-1 cleavage, with a particular emphasis on genes whose expression patterns changed after treatment with caspase-1 inhibitors, for example, genes up-regulated in the coculture group (Coculture vs Ctrl) but down-regulated upon administration of YVAD (YVAD vs Coculture), or vice versa. Using a cutoff threshold of a 1.5-fold change in expression and a false discovery rate threshold of 0.05, we selected 618 genes for analysis (Supplementary Data 1). 

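Coculture with MCF-7 cells changed the THP-1 macrophages broadly, and with YVAD a small share of the genes moved part of the way back, most of them genes that coculture had raised. No array holds macrophages alone with YVAD, so an effect of YVAD that does not need coculture cannot be told apart on these arrays. Nor can an effect through the MCF-7 cells, which shared the medium. Of 49293 probe sets, 2967 were higher and 3109 were lower in Coculture vs Ctrl, and 90 were higher and 608 were lower in YVAD vs Coculture. The patterns of interest, higher in Coculture vs Ctrl and then lower in YVAD vs Coculture, or the opposite, held for 479 and 33 probe sets, 512 in all. Counted with 1 probe set per gene, these were 209 and 15 genes. The largest rise in Coculture vs Ctrl was that of IL1R2, a decoy receptor of interleukin-1, with a log2 fold change of 7.09 (SE 0.29, adjusted p = 1.5e-09). The chemokine CCL1 rose by 6.55 (SE 0.32). LOXL4, a lysyl oxidase that cross-links the extracellular matrix, fell by 4.85 on the log2 scale (SE 0.15), TRDN, a protein of calcium release, by 4.72 (SE 0.10), and the transcription factor KLF4 by 4.43 (SE 0.13). None of these 5 genes passed the threshold in YVAD vs Coculture, where the log2 fold changes were -0.75 for IL1R2, -0.15 for CCL1, 0.21 for LOXL4, -0.10 for TRDN and 0.20 for KLF4. The fold change of IL1R2 had an adjusted p of 0.22, which ran from 0.018 to 0.39 over 13 alternatives, and it passed the threshold without Ctrl replicate 2, at the same -0.75. Among the genes that were higher and then lower, IL36G, a cytokine of the interleukin-1 family, rose by 4.66 in Coculture vs Ctrl and fell by 2.49 in YVAD vs Coculture (SE 0.21 in both), and the nuclear receptor NR4A3 rose by 4.43 and fell by 2.46 (SE 0.15 in both). MERTK, a receptor with which macrophages bind apoptotic cells, was among the genes with the opposite pattern, with log2 fold changes of -2.16 and then 0.90 (SE 0.10 in both). YVAD lowered 16.1% of the probe sets that were higher in Coculture vs Ctrl and raised 1.06% of those that were lower. Of the 608 probe sets lower with YVAD, 78.8% had been raised by coculture. The return to the level of Ctrl was partial: a median of 48.7% of the coculture change on the log2 scale was left with YVAD in the 479 probe sets and 50.6% in the 33, and 184 of the 512 came within 1.5-fold of Ctrl. These probe sets were chosen for having moved back. Over all 2509 genes that coculture changed, at 1 probe set each, the common share left was 86.0%, with a median of 79.1% in those that were higher and 94.7% in those that were lower. If the changes of both comparisons fell on probe sets independently, 36.6 and 5.68 probe sets would show the 2 patterns. Both comparisons share the Coculture arrays, so the spread of these arrays alone pushes their fold changes in opposite directions. In 100 simulated sets in which the YVAD means were set equal to the Coculture means, at most 1 probe set showed either pattern. Across probe sets, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson r of -0.414 and a covariance of -0.044, against a mean r of -0.0984 and a mean covariance of -0.0059 in the same simulated sets. With no change in any group, the shared arrays alone gave a mean r of -0.5 and a mean covariance of -0.00588. The counts depend on the thresholds and the test. Without a fold minimum they were 1045 and 228, and with a 2-fold minimum 134 and 1. A Student's t-test with Benjamini-Hochberg adjustment gave 134 and 2. Without the third Coculture array 55 probe sets were lower and then higher.

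**Figure D1:**
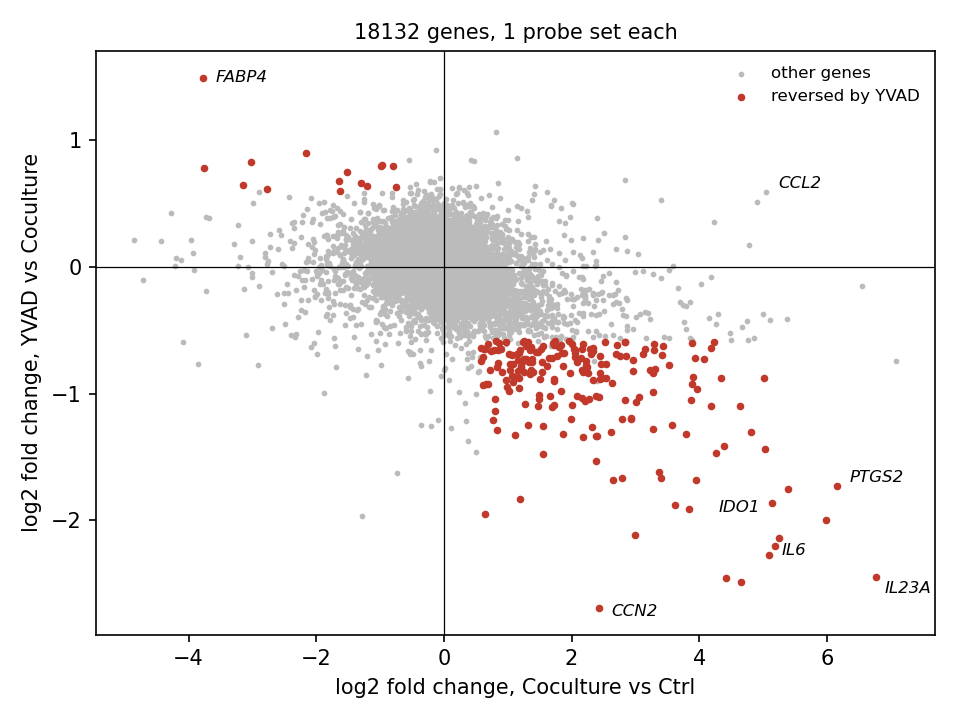
Log2 fold change in YVAD vs Coculture (y axis) against that in Coculture vs Ctrl (x axis) for 18132 genes, 1 probe set each. The 209 genes that were higher and then lower lie at the lower right and the 15 that were lower and then higher at the upper left, in red; all other genes are grey.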

We found that genes that are typically upregulated in TAMs, including *IDOs*, *PTGS2*, *MMPs* and *VEGF* exhibited a similar trend. 

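IDO1, an enzyme of tryptophan breakdown that restrains T cells, was raised strongly by coculture and lowered by YVAD. So was PTGS2, the cyclooxygenase that makes prostaglandins. VEGFA, VEGFC, MMP7 and MMP9 were raised by coculture and did not pass the threshold with YVAD. Of these, VEGFA and MMP9 fell with YVAD at an adjusted p under 0.05 and missed the fold minimum, while VEGFC and MMP7 had -0.08 and 0.17. The log2 signal of IDO1 was 3.60 ± 0.53 (SD, n = 3) in Ctrl, 8.75 ± 0.13 in Coculture and 6.88 ± 0.15 in YVAD, a log2 fold change of 5.15 (SE 0.20, adjusted p = 1.2e-09) and then of -1.87 (SE 0.20, adjusted p = 2.4e-04). PTGS2 went from 3.82 ± 0.16 (SD, n = 3) to 9.97 ± 0.09 and then to 8.24 ± 0.13, with log2 fold changes of 6.15 (SE 0.10, adjusted p = 6.7e-12) and -1.73 (SE 0.10, adjusted p = 2.5e-06). In Ctrl, IDO1 and PTGS2 lie below the median of the arrays, so the size of their rises is less certain than that they rose. VEGFA, which drives the growth of blood vessels, rose by 2.86 in Coculture vs Ctrl and had a log2 fold change of -0.39 in YVAD vs Coculture (SE 0.08 in both, adjusted p = 0.019 in the second), under the fold minimum. VEGFC, a growth factor of lymphatic vessels, had 1.06 and then -0.08. IDO2 lay at 3.82 in Ctrl and Coculture and at 3.84 in YVAD, below the median of the arrays, so a change of IDO2 may not be detectable at this signal. Of the 8 TAM genes that the paper's text names for the coculture (IDO1, IDO2, PTGS2, VEGFA, VEGFC, MMP2, MMP7 and MMP9), 6 rose and MMP2 fell in Coculture vs Ctrl (median log2 fold change 2.37, camera adjusted p = 3.86e-06, adjusted p = 0.0366 with an estimated correlation), with the same counts when adjusted over the list alone. In YVAD vs Coculture 2 fell and none rose (median -0.234, camera adjusted p = 0.00227, adjusted p = 0.122 with an estimated correlation), again with the same counts when adjusted over the list alone. The paper names IDOs, PTGS2, MMPs and VEGF for these arrays too, so for them the list is not independent evidence, while its single MMPs and IDO2 come from other assays in the paper. Matrix metalloproteinases cut the extracellular matrix, and of 18 measured, 5 rose and 2 fell in Coculture vs Ctrl (median 0.0111, camera adjusted p = 0.211). MMP7 rose by 4.78 (SE 0.17), MMP8 by 3.84, MMP9 by 1.87 and MMP19 by 1.54. With YVAD, 5 of the 18 fell and none rose, and these counts and those of coculture were unchanged when adjusted over the list alone. MMP1 fell by 1.96, MMP8 by 1.91, MMP12 by 1.37, MMP10 by 1.29 and MMP19 by 0.75. MMP7 and MMP9 had 0.17 and -0.41, and MMP2 -0.70 in Coculture vs Ctrl and 0.38 in YVAD vs Coculture. The signal of MMP9 was 11.43 on the YVAD arrays, against 11.81 to 11.89 on the Coculture arrays. The median of the family with YVAD was 0.000171, while its mean was -0.386 and camera read it as lower (adjusted p = 0.000835, adjusted p = 0.075 with an estimated correlation). Of 29 angiogenic and growth factors, 13 rose and 4 fell in Coculture vs Ctrl (median 0.481, camera adjusted p = 3.86e-06), and 7 fell with YVAD (8 when adjusted over the list alone; median -0.252, camera adjusted p = 1.25e-08). Those with the largest rises were the chemokine CXCL8 with 3.67, VEGFA, the VEGF receptor FLT1 with 2.65 and the matricellular protein CCN2 with 2.43. CCN2 fell by 2.69 with YVAD, FLT1 by 1.68 and adrenomedullin (ADM) by 0.70, while CXCL8 had -0.17. THBS1, an inhibitor of vessel growth, had -0.98 (adjusted p = 0.049, 0.0032 to 0.14 over 13 alternatives), and it lost its call when any array but YVAD replicate 1 was left out, with -1.16 to -0.58. Of 18 genes of T cell inhibition, 7 rose and 2 fell in Coculture vs Ctrl (median 0.199, camera adjusted p = 9.8e-04), and 4 fell with YVAD (median -0.224, camera adjusted p = 1.07e-06), with the same counts when adjusted over the list alone. Besides IDO1, the amino acid enzymes TDO2, IL4I1 and KYNU rose by 3.01, 2.85 and 2.75. NT5E and ENTPD1, the ectoenzymes that make adenosine, fell by 1.05 and 1.02 with YVAD, and IL4I1 by 0.70. The calls of the angiogenic and T cell lists hold with an estimated correlation. With the mean of all probe sets of the gene in place of 1, MMP19 had -0.34 with YVAD, under the fold minimum.

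**Figure D2:**
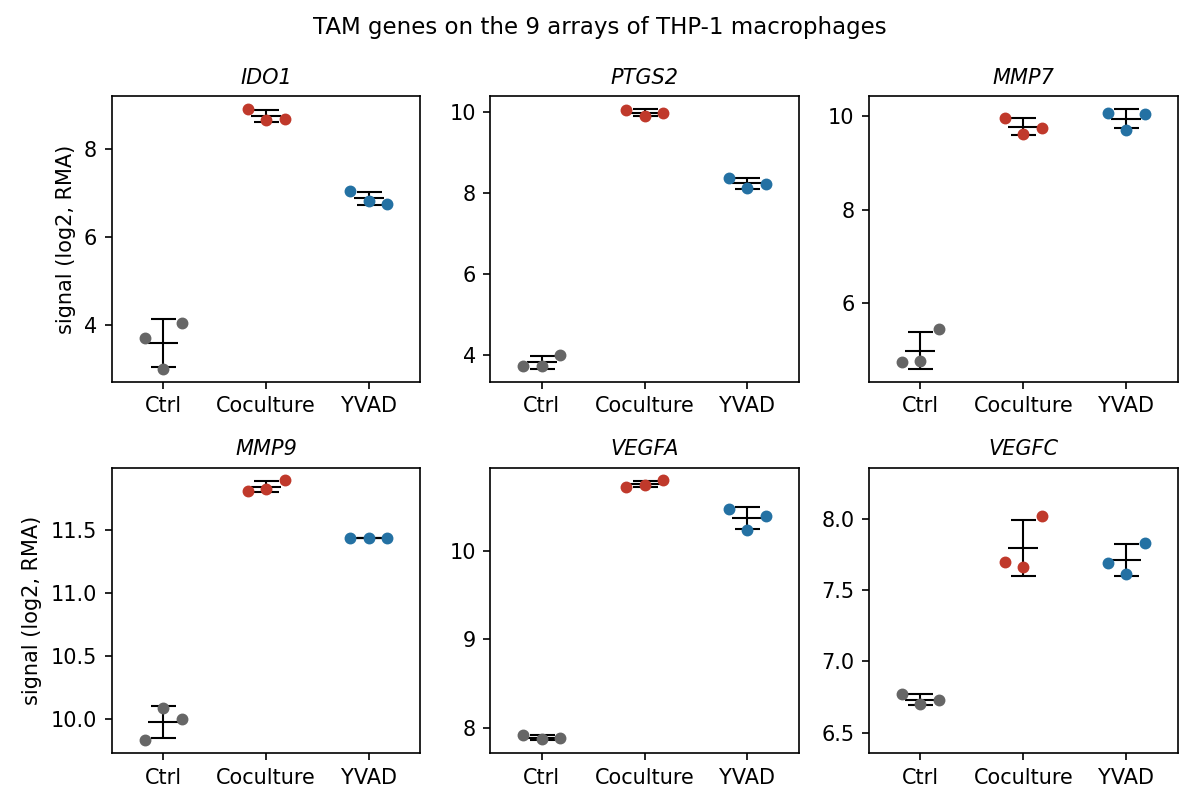
Log2 signal of IDO1, PTGS2, MMP7, MMP9, VEGFA and VEGFC on each array of the Ctrl, Coculture and YVAD groups; points are arrays, horizontal lines are means and bars are SDs (n = 3). The YVAD arrays of IDO1 lie between 6.76 and 7.05, below the Coculture arrays at 8.66 to 8.90 and above the Ctrl arrays at 3.01 to 4.06.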

A gene ontology analysis^22^ of the 618 genes revealed that 51 genes were strongly associated with the tumor-promoting functions of macrophages (Supplementary Fig. 7). Thus, the results of this microarray analysis indicated that the use of caspase-1 inhibitors might be an effective approach to regulate the tumorigenic functions of TAMs.

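Most of the 51 genes of Supplementary Fig. 7 were raised by coculture and lowered again by YVAD. Of the 49 that have a probe set naming that gene alone, 37 rose, 1 fell and 11 did not pass the threshold in Coculture vs Ctrl, and 32 fell, 1 rose and 16 did not pass in YVAD vs Coculture. The median log2 fold changes were 2.08 and -0.69. In 31 of the 49 both changes passed the threshold in opposite directions, and in 41 of the 49 at least 1 of the gene's probe sets did. The study chose these genes on these arrays, so the counts are not independent evidence. Among regulators of gene expression and signaling, REL, a subunit of NF-kB, rose by 2.47 (SE 0.13) and fell by 0.88 (SE 0.13) with YVAD, the paracaspase MALT1 rose by 2.17 and fell by 1.04 (SE 0.08 in both), and TWIST1, a transcription factor of mesenchymal cells, rose by 2.08 and fell by 0.75 (SE 0.09 in both). Among the ligands of the TNF family, TNFSF10 rose by 2.27 and fell by 1.04 (SE 0.12 in both) and TNFSF11 rose by 2.08 and fell by 1.02 (SE 0.11 in both). The receptor CD40 rose by 2.70 and fell by 0.69 (SE 0.09 in both). IL33, an alarmin of the interleukin-1 family, rose by 3.00 and fell by 2.12 (SE 0.18 in both), which left 29.4% of its coculture change. SULF2, which edits heparan sulfate outside the cell, rose by 2.46 and fell by 0.77 (SE 0.10 in both), and the antigen presentation gene HLA-DPA1 rose by 2.76 and fell by 0.70 (SE 0.13 in both). CASP1 itself rose by 1.71 (SE 0.10, adjusted p = 4.4e-08) and had -0.41 with YVAD, under the fold minimum. HIF1A, the oxygen-regulated subunit of hypoxia-inducible factor, and the cytokine IL15 rose by 0.68 and 0.86 and had -0.20 and -0.31 with YVAD. EGR3, EREG, WLS and NR4A1 had log2 fold changes of 0.01, 0.12, -0.30 and 0.28 in Coculture vs Ctrl on the probe set used here, and passed the threshold on another of their probe sets. DDAH1, which breaks down methylated arginines, had -0.54 in Coculture vs Ctrl, or -0.67 and past the threshold without Coculture replicate 3. It was the gene that rose with YVAD, by 0.63, with an adjusted p of 0.012 to 0.23 over 13 alternatives, and it lost that call without Coculture replicate 1 (0.53) or 2 (0.58) or YVAD replicate 1 (0.66) or 3 (0.50), and with the mean of its probe sets (0.16).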

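With YVAD most of the reversed probe sets still differed from Ctrl, though others came within 1.5-fold of it. In YVAD vs Ctrl, PTGS2 was still higher by a log2 fold change of 4.42 (SE 0.10), IDO1 by 3.28 (SE 0.20) and IL33 by 0.88 (SE 0.18). CCN2 was not told apart from Ctrl, with -0.26 (SE 0.16, adjusted p = 0.31). MMP10 ended below Ctrl, with -0.46 (SE 0.12), under the fold minimum. Of the reversed probe sets, 308 were still higher and 18 were still lower than in Ctrl past the threshold. At an adjusted p under 0.05 and 1.5-fold, YVAD vs Ctrl gave 2476 higher and 3111 lower probe sets. The paper selects the genes that coculture changed and YVAD moved back, finds genes typical of TAMs and genes of tumor-promoting functions among them, and from this proposes that caspase-1 inhibitors might be an approach to regulate the tumorigenic functions of TAMs.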

It has been well accepted that TAMs in cancer tissues bear complicated characteristics rather than simply M2 or M1, and, it is noteworthy that TAMs exhibit non classical M2/M1 phenotypes^2, 3^ To answer the question whether caspase-1 mediated PPARγ cleavage plays an exclusive role in TAM differentiation, we investigated whether PPARγ was cleaved in macrophages exposed to stimulus of either classical activation (M1) or alternative activation (M2). The data suggest that PPARγ was selectively cleaved in the maturation of TAMs rather than in the polarization of either M1 or M2 (Supplementary Fig. 8a, b). The polarization of M1 or M2 was confirmed by nitric oxide synthase activity or arginase activity^23^ (Supplementary Fig. 8c, d). We also compared typical M1 and M2 markers in undifferentiated primary macrophages and TAMs, the gene profiles of TAMs display a hybrid phenotype of M1 and M2 cells. 

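Coculture raised most markers of classically activated (M1) macrophages and left the markers of alternatively activated (M2) macrophages divided. With YVAD, 10 of 25 M1 markers fell, and of 31 M2 markers 4 fell and 2 rose. Of the M1 markers, 17 rose and 2 fell in Coculture vs Ctrl (median log2 fold change 2.72, camera adjusted p = 8.78e-18). With YVAD none rose (median -0.406, camera adjusted p = 3.36e-15). These calls hold with an estimated correlation, and the counts were the same when adjusted over the list alone. IL23A, a subunit of interleukin-23, rose by 6.77 (SE 0.17) and fell by 2.44 (SE 0.17) with YVAD. CCR7, the chemokine receptor that guides cells to lymph nodes, rose by 5.38 and fell by 1.75 (SE 0.17 in both). The cytokine IL6 went from 4.23 ± 0.11 (SD, n = 3) in Ctrl to 9.33 ± 0.12 in Coculture and 7.06 ± 0.01 in YVAD, with log2 fold changes of 5.10 and -2.27 (SE 0.09 in both, adjusted p = 2.0e-07 in the second). In Ctrl, IL6 lies below the median of the arrays, so the size of its rise is less certain than that it rose. Of the M2 markers, 4 rose and 9 fell in Coculture vs Ctrl. Their median was 0.0788 and their mean 0.110, camera read them as lower, and the adjusted p was 0.994. With YVAD the median was -0.0843 (camera adjusted p = 0.0751), while fry, which asks whether the genes of a list move one way without comparing them with other genes, gave an adjusted p of 7.64e-04. The counts of M2 markers were also the same when adjusted over the list alone. The chemokine CCL22 rose by 4.38 and fell by 1.42 (SE 0.09 in both), and IL1RN, the antagonist of the interleukin-1 receptor, rose by 2.62 (SE 0.08) and was 2.46-fold lower with YVAD. In the opposite direction, STAB1, a scavenger receptor, had -0.97 and then 0.80, and with the mean of its probe sets -0.53 and 0.36, under the fold minimum. The M1 genes that Supplementary Fig. 8e shows include 9 with a probe set naming that gene alone. Of these, 8 rose in Coculture vs Ctrl and 4 fell in YVAD vs Coculture, and the median log2 fold changes were 3.44 and -0.558. The chemokines CXCL10, CXCL11 and CCL5 rose by 3.97, 2.96 and 2.04 and fell by 0.96, 0.82 and 0.65 with YVAD. TNF, CCL3 and IL1B rose by 4.67, 4.16 and 3.44 and had -0.47, -0.41 and -0.56 with YVAD, under the fold minimum. The interferon receptor subunit IFNAR1 rose by 0.70, or 0.44 and under the fold minimum with the mean of its probe sets, and IL12B had 0.36 and then -0.11, or 1.23 and -0.64 and past the threshold in both with the mean of its probe sets. Of the 15 M2 genes of Supplementary Fig. 8f, 7 rose and 3 fell in Coculture vs Ctrl, and 3 fell and none rose in YVAD vs Coculture, where the median was -0.188. HLA-DRA, a chain of MHC class II, rose by 3.90 and fell by 0.87, or 0.55 with the mean of its probe sets. The matrix protein FN1 rose by 1.74 and had -0.19, and the chemokine CCL2 rose by 5.04 and had 0.59 with YVAD (adjusted p = 0.054, 0.013 to 0.22 over 13 alternatives), which passed the threshold at the same 0.59 with the replicate block (adjusted p = 0.037), with the mean of probe sets per gene (0.033) and without Ctrl replicate 1 (0.018) or 3 (0.013). The scavenger receptors MSR1 and SCARB1 and the Fc receptor subunit FCER1G fell by 2.90, 1.22 and 0.89 and had -0.15, 0.30 and -0.21 with YVAD. With the mean of its probe sets SCARB1 had -0.57 in Coculture vs Ctrl, under the fold minimum. IL10RA had 0.69 in Coculture vs Ctrl, or 0.34 with the mean of its probe sets, and -0.35 with YVAD, CHI3L2 0.48 and -0.38, and the mannose receptor MRC1 -0.13 and 0.14.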

In agreement with above evidence, we found that YVAD which potently inhibited TAM markers has little effect on M1 and M2 marker genes in TAMs (Supplementary Fig. 8e, f). Therefore, we conclude here that TAMs and M1, M2 share different differentiation mechanisms by which caspase-1 mediated PPARγ cleavage plays an exclusive role in the differentiation of TAMs.

### Caspase-1 cleavage impairs the transcriptional activity of PPARγ

To explore the functional significance of PPARγ cleavage, we examined the activity of PPARγ in the coculture system. A time course study demonstrated that the mRNA levels of 2 classic PPARγ targets (*FABP4*, *CD36*) significantly decreased at 24 h, concurrently with PPARγ cleavage. As expected, the administration of the caspase-1 inhibitor YVAD to the coculture system for 36 and 96 h partially rescued the reduction in *FABP4* and *CD36* gene expression (Fig. 3a, b), we also showed that VAD and NCX-4016 or knockout of caspase-1 enhanced PPARγ activity in coculture (Fig. 2a, g), suggesting that caspase-1 activity was inversely related to PPARγ transcriptional activity. To determine whether a similar correlation exists in vivo, we compared *Fabp4* and *Cd36* levels in TAMs isolated from MMTV-PyMT tumor-bearing mice with peritoneal macrophages isolated from the same mice. As expected, levels of both *Fabp4* and *Cd36* significantly decreased in TAMs compared with peritoneal macrophages, and both YVAD and VAD blocked this effect. These findings indicated that PPARγ activity was significantly impaired in TAMs, and PPARγ activity can be enhanced by inhibiting caspase-1 (Fig. 3c). Additionally, we conducted NLRP3 inflammasome reconstitution assays in HEK293T cells by cotransfecting cells with plasmids expressing NLRP3, ASC or pro-caspase-1 with the PPARγ-luc reporter plasmid and analyzing PPARγ-dependent luciferase activity. We found that the activity of PPARγ strongly decreased with increasing levels of the NLPR3 expression vector that triggers caspase-1 activity (Fig. 3d). These results further confirmed the observation that caspase-1 attenuated PPARγ activity during TAM’s maturation.

**Fig. 3:**
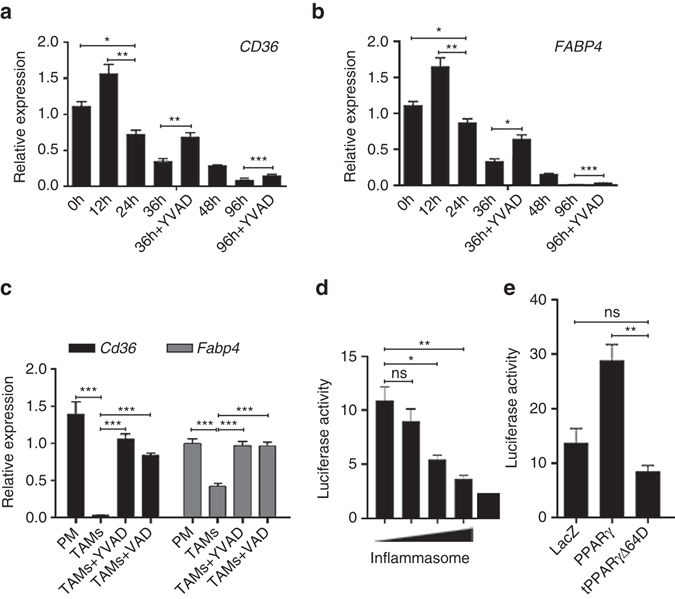
Caspase-1 cleavage attenuates the transcriptional activity of PPARγ. **a**, **b** THP-1 macrophages were cocultured with MCF-7 for indicated time, in the presence or absence of caspase-1 inhibitor YVAD. *CD36* and *FABP4* expression was assessed by RT-qPCR(*n* = 3). **c** Peritoneal macrophages were isolated from tumor bearing MMTV-PyMT mice, and TAMs were isolated from tumor bearing MMTV-PyMT mice with administration of vehicle, YVAD or VAD, and then the expression of *Cd36* and *Fabp4* were assessed by RT-qPCR (*n* = 8). **d** HEK293T cells were transfected with PPARγ-luc reporter plasmids and PPARγ plasmids, along with increasing concentrations of NLRP3 (100, 200, 300, and 400 ng) and caspase-1, ASC plasmids, and then PPARγ-dependent luciferase activity was analyzed in cell lysates (*n* = 3). **e** HEK293T cells were transfected with PPARγ-luc reporter plasmids and plasmids expressing LacZ or HA-tagged PPARγ (PPARγ) or N-terminal truncated HA-tagged PPARγ at Asp64 (tPPARγΔ64D), and then the transcriptional activity of different PPARγ variants were analyzed (*n* = 8). All statistic data in this figure represent means ± s.e.m., (*P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

The decreased transcriptional activity of tPPARγ was probably due to the loss of its N-terminus because the expression of tPPARγΔ64D significantly reduced PPARγ-luciferase activity in 293-T cells compared with wild type PPARγ (Fig. 3e).

### PPARγ cleavage induces metabolic reprogramming in TAMs

From our previous findings, we speculated that caspase-1 cleaves PPARγ and impairs its transcriptional activity, thereby promoting TAM differentiation. To determine the precise mechanism underlying the role of caspase-1 in TAM differentiation, we further analyzed multiple genes associated with PPARγ cleavage identified in the microarray analysis. 

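FABP4, a fatty acid carrier whose transcription PPARγ drives, fell strongly in coculture and rose with YVAD, the largest rise among the genes past the threshold in YVAD vs Coculture. CD36, a fatty acid and scavenger receptor, fell in coculture and did not pass the fold minimum with YVAD. The log2 signal of FABP4 was 11.83 ± 0.04 (SD, n = 3) in Ctrl, 8.06 ± 0.10 in Coculture and 9.55 ± 0.12 in YVAD. The log2 fold changes were -3.77 (SE 0.09, adjusted p = 3.0e-11) and 1.49 (SE 0.09, adjusted p = 2.5e-06), which left 60.4% of the coculture change. CD36 went from 9.32 ± 0.05 (SD, n = 3) to 7.53 ± 0.06 and then to 7.99 ± 0.17, with log2 fold changes of -1.78 (SE 0.09, adjusted p = 1.7e-08) and 0.45 (SE 0.09, adjusted p = 0.017). The transcript of PPARG itself fell by 0.66 in Coculture vs Ctrl (SE 0.08, adjusted p = 4.5e-05) and had 0.31 with YVAD (adjusted p = 0.06). After cyclic loess between arrays its log2 fold change was -0.57, under the fold minimum. The carrier FABP5 fell by 1.65 and rose by 0.67 with YVAD. Without YVAD replicate 3 it had 0.60 and missed the adjusted p, which ran from 0.0044 to 0.059 over 13 alternatives. The PPARγ target genes as a list, FABP4 and CD36 included, were divided in coculture. Of 21 measured, 7 rose, 7 fell and 7 did not pass in Coculture vs Ctrl. Their median log2 fold change was 0.164 and their mean -0.173, and the camera adjusted p was 0.994, while fry gave a shift down with an adjusted p of 0.00214. In YVAD vs Coculture 2 rose and 1 fell (median 0.140, camera adjusted p = 0.00458, adjusted p = 0.202 with an estimated correlation). Counts adjusted over the list alone were the same in both comparisons. Those that rose with YVAD were FABP4 and malic enzyme ME1, which had already risen by 1.15 in coculture and rose by another 0.85 (SE 0.10). The one that fell was TGM2, a transglutaminase, with -0.61 (adjusted p 0.019 to 0.16 over 13 alternatives), and it lost its call when any array but Coculture replicate 2 was left out, with -0.71 to -0.43. LPL, the lipase that frees fatty acids from lipoproteins, fell by 1.97 (SE 0.08) in coculture and had -0.52 with YVAD, and the acyl-CoA synthetase ACSL1 rose by 1.81 (SE 0.11) and had 0.36. Cholesterol efflux genes and targets of LXR, a nuclear receptor that PPARγ induces in macrophages, had 3 members higher and 1 lower of 10 in Coculture vs Ctrl (median 0.173, camera adjusted p = 0.294). With YVAD none of the 10 passed the threshold, also when adjusted over the list alone (median 0.177, camera adjusted p = 0.0253, adjusted p = 0.319 with an estimated correlation), and without Coculture replicate 1 the median was 0.123 and the list's call was lost. The counts in Coculture vs Ctrl were the same when adjusted over the list alone.

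**Figure D3:**
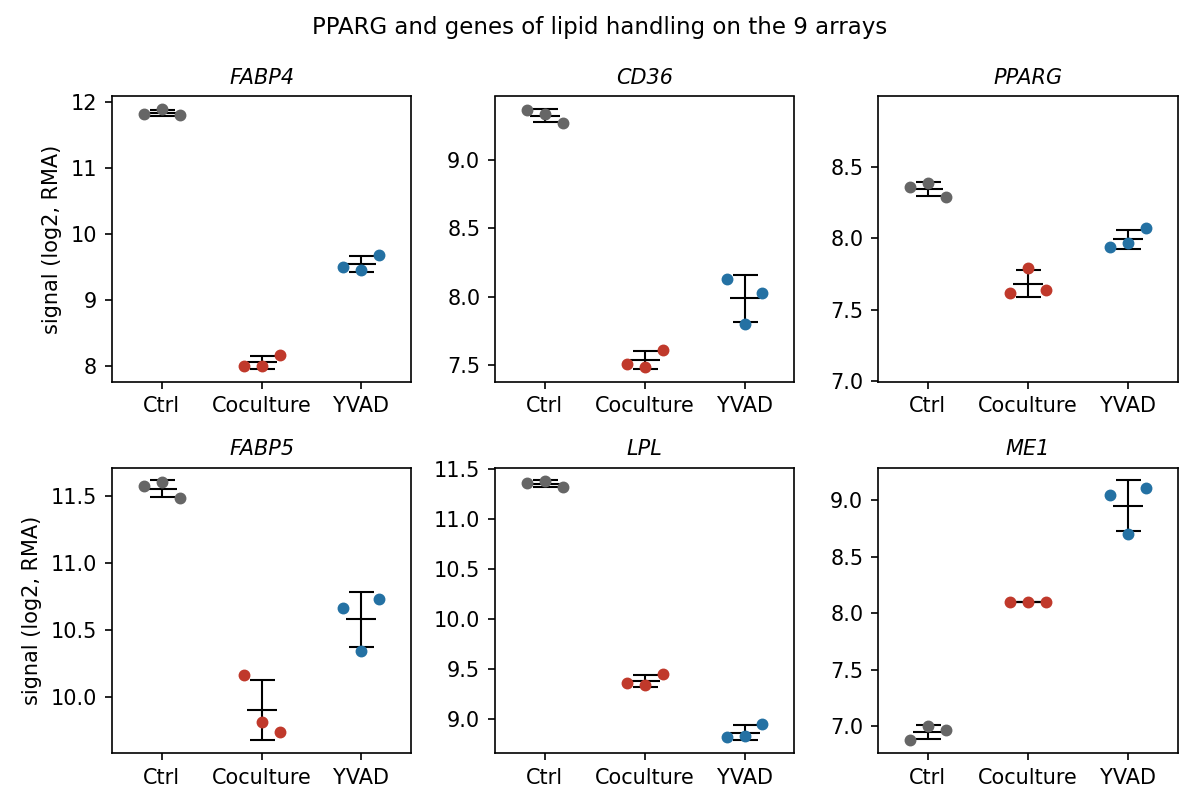
Log2 signal of FABP4, CD36, PPARG, FABP5, LPL and ME1 on each array of the Ctrl, Coculture and YVAD groups; points are arrays, horizontal lines are means and bars are SDs (n = 3). FABP4 lies at 11.80 to 11.88 in Ctrl, 8.00 to 8.18 in Coculture and 9.46 to 9.69 in YVAD.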

First, multiple genes related to the ‘cleavage incident’ as previously described were selected. To evaluate whether pathway classification analysis might aid in identifying the biological pathways most likely to be involved in TAM differentiation, we performed pathway classification analysis on the 618 pre-selected genes. The 10 most highly represented pathways were associated with cytokine-cytokine receptor interactions, metabolism, chemokine signaling, Jak-STAT signaling, phagosomes, MAPK signaling, cytosolic DNA-sensing, Toll-like receptor signaling, endocytosis and allograft rejection (Fig. 4a and Supplementary Data 2). 

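Cytokines, chemokines and their receptors made up the largest of the paper's groups of genes that rose in coculture and fell with YVAD. Whether the share that moved back differs between the groups was not tested. Of the 31 genes listed under cytokine-cytokine receptor interaction in Supplementary Data 2 that have a probe set naming that gene alone, 29 rose and 1 fell in Coculture vs Ctrl and 22 fell with YVAD (median log2 fold changes 2.86 and -0.83). IL1A, an alarmin cytokine, rose by 5.98 and fell by 2.00 (SE 0.17 in both), and CXCL13, a chemokine that attracts B cells, rose by 5.25 and fell by 2.14 (SE 0.18 in both). Of the 11 genes of chemokine signaling, 10 rose and 7 then fell. In Jak-STAT signaling 9 of 10 genes rose and 7 then fell, in MAPK signaling 8 of 9 rose and 7 then fell, in cytosolic DNA sensing 7 of 7 rose and 6 then fell, and in Toll-like receptor signaling 6 of 7 rose and all 6 then fell. AIM2, a sensor of cytosolic DNA, rose by 2.54 and fell by 0.77 (SE 0.10 in both). Of the 17 genes of metabolic pathways, 10 rose and 5 then fell (median 1.14 and -0.39). Besides IDO1, the genes that changed most in coculture were the aldolase ALDOC, KYNU and SAT1, a polyamine acetyltransferase that rose by 2.65 and had -0.53 with YVAD, or -0.66 and past the threshold with the mean of its probe sets. In the phagosome list 5 of 8 genes rose, 1 fell and all 5 that rose then fell, in endocytosis 5 of 7 rose and 4 then fell, and in allograft rejection 4 of 6 rose and all 4 then fell. The study chose these lists on these arrays, so the counts are not independent evidence of a direction. Over all lists of the table, 79 of 90 distinct genes are named here, 66 of these changed in Coculture vs Ctrl in the direction of the table on the probe set used here, 75 on at least 1 of their probe sets, and none changed in the opposite direction. Of 28 chemokines, in a list fixed after the paper's tables had been seen, 19 rose and none fell in Coculture vs Ctrl, with the same counts when adjusted over the list alone (median 2.87, camera adjusted p = 1.19e-19), a call that holds with an estimated correlation. In YVAD vs Coculture 7 of the 28 fell and none rose, or 8 fell and 1 rose when adjusted over the list alone (median -0.193, camera adjusted p = 2.43e-07, adjusted p = 0.0535 with an estimated correlation). CCL8 rose by 5.11 in coculture and had -0.42 with YVAD. Of 11 MHC class II genes, which serve antigen presentation, 7 rose and none fell in coculture (median 0.775, camera adjusted p = 2.84e-05, adjusted p = 0.0535 with an estimated correlation). With YVAD 3 of the 11 fell and none rose (median -0.0940, camera adjusted p = 0.00729, adjusted p = 0.17 with an estimated correlation), and the counts in both comparisons were the same when adjusted over the list alone. Of these 3, HLA-DRA had -0.55 and HLA-DQA1 -0.47 with the mean of their probe sets, under the fold minimum.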

Genes associated with cytokine-cytokine receptor interactions and metabolic pathways were the 2 most highly represented pathways, with more than 30 genes represented in these 2 groups. These observations led us to speculate that metabolic reprogramming might be associated with caspase-1/PPARγ-mediated TAM differentiation. Next, we conducted Gene Ontology analysis and Pathway analysis of the differentially expressed genes associated with metabolism in TAM-like cells. 

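Coculture raised genes of glycolysis, while the lists of lipid metabolism held members that rose and members that fell. Of 21 genes of glycolysis and lactate export, 13 rose and none fell in Coculture vs Ctrl (median log2 fold change 0.715, camera adjusted p = 7.41e-12), a call that holds with an estimated correlation. Hexokinase HK2 rose by 3.29 (SE 0.08, adjusted p = 4.6e-11), the aldolase ALDOC by 3.17 (SE 0.10), PFKFB4, which makes an activator of glycolysis, by 2.16 (SE 0.08) and the glucose transporter SLC2A1 by 2.09 (SE 0.09). Lactate dehydrogenase LDHA rose by 1.31 (SE 0.10). Of 30 genes of lipid droplets and lipid uptake, 7 rose and 8 fell, with genes of uptake in both directions (median 0.0115, camera adjusted p = 0.994). HILPDA, a protein that holds back lipid breakdown at droplets, rose by 4.34 (SE 0.16), the lipase inhibitor G0S2 by 3.28 (SE 0.09) and the lipase MGLL by 3.27 (SE 0.10). Of 26 genes of fatty acid beta-oxidation, 2 rose and 3 fell (median 0.0304, camera adjusted p = 0.611). CPT1A, which brings fatty acids into mitochondria, fell by 1.12 (SE 0.09) and ACADM, which encodes MCAD, by 0.93 (SE 0.10), and the acyl-CoA synthetases ACSL1, the member with the largest change, and ACSL4 rose, ACSL4 by 0.97. Of 16 genes of fatty acid synthesis, 2 rose and 1 fell (median -0.0741, camera adjusted p = 0.679). Of 19 genes of cholesterol synthesis, 2 rose and 3 fell (median -0.247, camera adjusted p = 0.047, adjusted p = 0.126 with an estimated correlation). That call was also lost without Ctrl replicate 1 or 3, Coculture replicate 1 or 3 or YVAD replicate 1, where the medians were -0.262 to -0.198 and the adjusted p 0.0511 to 0.0639, after cyclic loess (0.103) and without the dimmer probe sets (0.231). In all 5 lists the counts were the same when adjusted over the list alone. The paper's own tables were chosen on these arrays, so their counts are not independent evidence of a direction. Of 59 genes that Supplementary Data 3 lists as higher in coculture and that are named here, 51 rose, and of 72 that it lists as lower, 54 fell. For Supplementary Data 4 these were 44 of 54 and 24 of 41. None changed in the other direction past the threshold. Of the genes listed as higher under glycolysis and gluconeogenesis, 14 of 15 rose. Among the genes listed under the carbohydrate metabolic process, phosphoglucomutase PGM1 rose by 2.35 (SE 0.10), and the sialyltransferase ST8SIA5 and the heparanase HPSE fell by 2.73 and 2.24. Among those listed as lower under the lipid metabolic process, 19 of 23 fell, with the cyclooxygenase PTGS1 by 2.14 (SE 0.08) and the phospholipase PLA2G15 by 1.84. Of those listed as higher under the cellular lipid metabolic process, 16 of 19 rose.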

We found that genes that function in lipid metabolism and carbohydrate metabolism were differentially expressed in cocultured cells compared with the control cells (Supplementary Fig. 9a, b and Supplementary Data 3, 4).

**Fig. 4:**
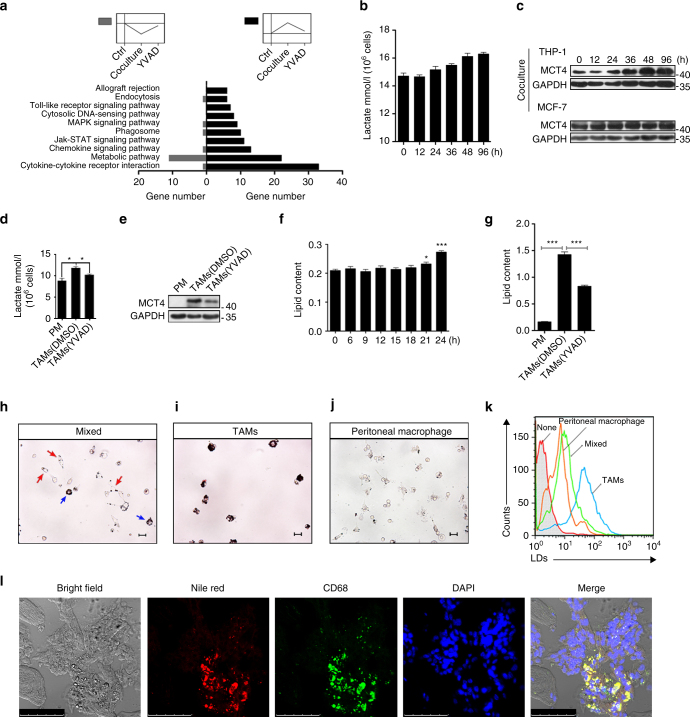
PPARγ cleavage causes a metabolic reprogramming in TAMs. **a** Pathway analysis was conducted on these 618 pre-selected genes. **b** Lactate secretion ability was measured (*n* = 3). **c** Protein level of MCT4 was analyzed by immunoblot, THP-1 (upper), MCF-7 (lower). **d**, **e** Peritoneal macrophages and TAMs were isolated from tumor-bearing MMTV-PyMT mice, MCT4 expression was analyzed by immunoblot (**e**). Or lactate concentration in the supernatant was quantified one day later (**d**; *n* = 8). **f** After cocultured for indicated time, THP-1 macrophages were stained by oil red, then analyzed lipid content by a quantitative method (*n* = 3). **g** Lipid content in peritoneal macrophages and TAMs from tumor bearing MMTV-PyMT mice was quantified (*n* = 8). **h** Single-cell suspensions from tumors were prepared and allowed to attach for 6 h, lipid content was shown by Oil Red O staining, tumor cells were marked by red arrows, lipid overloaded cells were marked by blue arrows. Scale bars, 10 μm. **i**, **j** Staining of TAMs (**i**) peritoneal macrophages (**j**) from MMTV-PyMT tumor-bearing mice with oil red. Scale bars, 10 μm. **k** Flow cytometry analysis of lipid levels in TAMs, tumor tissue whole population cells and peritoneal macrophage from MMTV-PyMT tumor-bearing mice with Nile Red staining. **l** The CD68-labeled TAMs and Nile Red-labeled lipid droplets were observed in frozen sections (from six patients). Scale bars, 75 μm. All statistic data in this figure represent means ± s.e.m., (*P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

To further investigate whether metabolic reprogramming is involved in TAM differentiation, we evaluated metabolic alteration of TAMs on the basis of two indicators: lactate secretion and LD (lipid droplet) content. Lactate secretion significantly increased in THP-1 macrophages cocultured with MCF-7 cells compared with THP-1 macrophages cultured alone. In addition, the increase in lactate secretion occurred concomitantly with the onset of PPARγ cleavage at 24 h, suggesting that lactate secretion levels were directly associated with TAM differentiation (Fig. 4b). Consistently with these findings, the expression of the lactate transporter MCT4 expression was substantially increased in THP-1 cells cocultured with MCF-7 cells in a time-dependent manner (Fig. 4c). This observation further confirmed that changes in lactate secretion were associated with TAM differentiation. Similarly, increased lactate secretion was observed in primary TAMs isolated from MMTV-PyMT mice, and this increase was significantly attenuated in primary TAMs derived from mice treated with YVAD (Fig. 4d). The expression of MCT4 exhibited a trend similar to lactate secretion (Fig. 4e), thus suggesting that increased lactate secretion might be associated with caspase-1 activation and TAM differentiation.

LDs are lipid-enriched cellular organelles^24^. The accumulation of LDs is typically associated with pathogenic statuses such as oxidative stress, tissue injury and mitochondrial dysfunction^25^. Oil Red O staining revealed that after 24 h of coculture, the level of accumulated LDs in THP-1 cells increased significantly (Fig. 4f), indicating that the metabolic profile of THP-1 cells shifted during coculture with MCF-7 cells. Additionally, primary TAMs isolated MMTV-PyMT mice exhibited an 8-fold increase in LDs compared with peritoneal macrophages. Moreover, the administration of YVAD decreased LD levels in primary TAMs (Fig. 4g). In addition, we observed heterogeneity in LD levels among cells within the same tumor tissue. After digesting tumor tissues into single cells, we found that a few of these cells exhibited excessive LD accumulation. The red arrow indicates cells with less LD accumulation, and these cells exhibited a morphology characteristic of tumor cells. The blue arrows indicate the cells that exhibited excessive LD accumulation (Fig. 4h). Notably, Oil Red O staining revealed that all of the isolated primary TAMs were overloaded with LDs (Fig. 4i). The morphological features of these TAMs closely resembled those of foam cells in atherosclerotic lesions, while macrophages isolated from the peritoneal of the same tumor bearing mice rarely detected with LDs (Fig. 4j). To quantitatively validate the cell-to-cell LDs heterogeneity within the tumor tissues, primary TAMs, pass-through cells and peritoneal macrophages were prepared, and analyzed by flow cytometry with lipophilic fluorescent dye (Nile Red). Consistently with the microscopy analysis, flow cytometry analysis confirmed that LDs accumulated in primary TAMs (Fig. 4k). Furthermore, high-resolution images of LD accumulation in primary TAMs, tumor cells and peritoneal macrophages isolated from MMTV-PyMT mice were evaluated. In contrast, we did not observe LD accumulation in single cells prepared from normal lung tissues (Supplementary Fig. 9c–e).

Most importantly, similar results were observed in cryosections of Her2^+^ human breast tumor tissues. In these tissues, CD68^+^ cells (TAMs) and Nile Red positive cells co-localized (Fig. 4l), thus further suggesting that excessive LD accumulation was presented in human breast tumor associated TAMs.

Because PPARγ cleavage strongly correlated with metabolic changes in TAMs and the cleavage of PPARγ impairs its transcriptional activity, we sought to determine whether PPARγ depletion would promote TAM differentiation and recapitulate the metabolic reprogramming observed in differentiating TAMs. Therefore, we inhibited PPARγ expression in THP-1 cells by using PPARγ shRNA. As expected, PPARγ knockdown failed to enhance TAM differentiation in our coculture model (Fig. 5a) and failed to upregulate either LD accumulation (Fig. 5b) or lactate secretion in THP-1 macrophages (Fig. 5c), possibly due to the fact that truncated fragment of PPARγ was attenuated too by inhibiting full- length PPARγ. The efficiency of PPARγ shRNA was verified by western blot analysis (Fig. 5d). Also we observed a similar effect in PPARγ knockout THP-1 cells and THP-1 cells that express PPARγ (D64A) mutant (wild type PPARγ was deleted). We tested pro-tumor genes expression and PPARγ activity (*FABP4* expression) in coculture, we can see both PPARγ knockout and PPARγ (D64A) THP-1 cells downregulated pro-tumor genes expression, however, PPARγ activity is not impaired in PPARγ (D64A) THP-1 cells (Fig. 5e). We also examined the metabolic state (Fig. 5f, g), which maintains intact in PPARγ mutant cells. PPARγ expression in THP-1 cells was verified by western blot analysis (Fig. 5h).

**Fig. 5:**
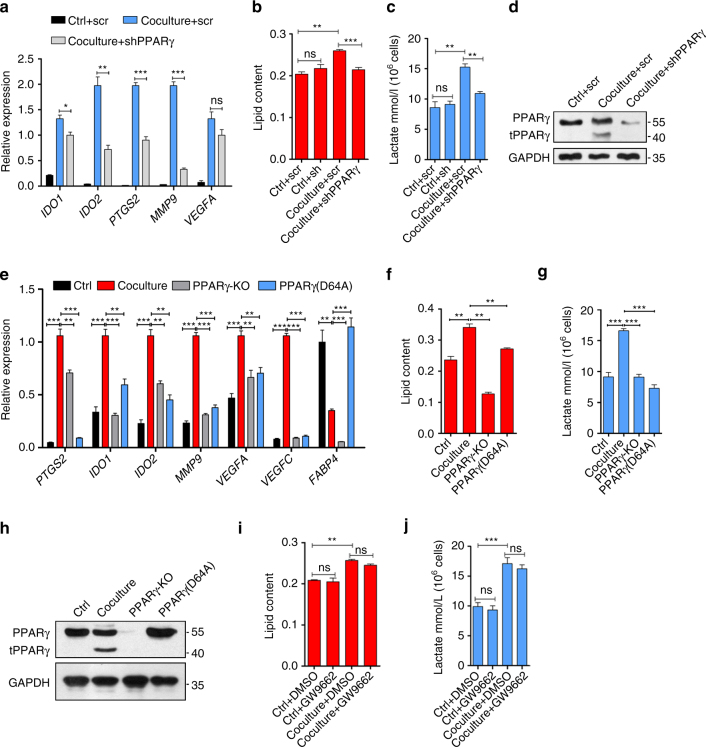
Loss of function of PPARγ fails to promote TAM differentiation or metabolic reprogramming in TAMs. **a**–**d** THP-1 cells stably expressing control scramble shRNA were cultured alone (Ctrl + scr) or cocultured with MCF-7 (Coculture + scr), THP-1 cells stably expressing shRNA against PPARγ were cultured alone (Ctrl + shPPARγ) or cocultured with MCF-7 (Coculture + shPPARγ), after 2 d, TAM hallmarks expression was analyzed by RT-qPCR (**a**), THP-1 macrophages were stained with Oil Red O and lipid content was quantified (**b**), or MCF-7 and regular culture medium was replaced with 2 ml fresh culture medium then culture for another 24 h, the lactate concentration were measured (**c**), PPARγ and its fragment were analyzed by immunoblot (**d**). **e**-**h** THP-1 cells stably expressing LacZ were cultured alone or cocultured with MCF-7, PPARγ knockout THP-1 cells or THP-1 cells that express PPARγ (D64A) were cocultured with MCF-7, after 2 d, TAM hallmarks expression was analyzed by RT-qPCR (**e**), THP-1 macrophages were stained with Oil Red O and lipid content was quantified (**f**), or MCF-7 and regular culture medium was replaced with 2 ml fresh culture medium then culture for another 24 h, the lactate concentration was measured (**g**), PPARγ and its fragment were analyzed by immunoblot (**h**). **i**, **j** THP-1 macrophages were cultured alone (Ctrl) or cocultured with MCF-7 (Coculture) in the presence or absence of PPARγ inhibitor GW9662. After 2 days, THP-1 macrophages were stained with Oil Red O and lipid content was quantified (**i**), or MCF-7 and regular culture medium was replaced with 2 ml fresh culture medium then culture for another 24 h, the lactate concentration was measured (**j**). All the histograms in this figure show means ± s.e.m. (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

More interestingly, PPARγ inhibitor GW9662 cannot decrease LD content or lactate secretion in coculture (Fig. 5i, j). All these data showed that “cleavage” is the primary cause of TAM differentiation and metabolic reprogramming but not PPARγ activity. And the traditional function of PPARγ is not involved in TAM differentiation. Therefore, it appears that the disruption of PPARγ activity does not share the same mechanism mediating TAM differentiation and metabolic reprogramming. It is of great interest to investigate whether metabolic reprogramming promotes TAM differentiation and, if so, whether and how PPARγ cleavage regulates metabolic reprogramming.

### Translocation of tPPARγ to mitochondria impairs MCAD activity

To investigate the role of truncated PPARγ in TAM differentiation, we expressed HA-tagged full-length or tPPARγΔ64D in HEK293T cells and performed an immunoprecipitation assay with an anti-HA antibody. The identification by mass spectrometry of 2 bands (35 and 45 kDa) specifically expressed in tPPARγΔ64D-transfected cells led to the identification of 4 potential tPPARγΔ64D binding partners with probability scores > 51 (MCAD, EF-Tu, SFXN and GNB2L1) (Fig. 6a and Supplementary Table 1). Among these proteins, medium-chain acyl-CoA dehydrogenase (MCAD) is involved in the mitochondrial fatty acid β-oxidation pathway, an important regulator of lipid metabolism. The potential interaction between tPPARγΔ64D and MCAD was further confirmed by coimmunoprecipitation assays using HA-tagged full-length PPARγ- or tPPARγΔ64D-expressing THP-1 cells. Scanning analysis showed that the amounts of the MCAD protein input bound to tPPARγΔ64D increased eightfold compared with the full-length PPARγ (Fig. 6b, c), indicating that MCAD has a greater affinity for tPPARγΔ64D. Notably, EF-Tu and SFXN bind PPARγ and tPPARγΔ64D with a similar, lower affinity (Supplementary Fig. 10a, b). Importantly, 3 of the 4 putative tPPARγΔ64D-interacting proteins localized to mitochondria, suggesting that tPPARγΔ64D can translocate into mitochondria. We isolated mitochondria from 48 h cocultured THP-1 cells and found that tPPARγ was highly expressed in the mitochondrial fractions of cocultured cells. In addition, the administration of YVAD to cocultured cells prevented the trans-localization of tPPARγ to mitochondria (Fig. 6d). Also, tPPARγ was failed to present in mitochondria in cocultured THP-1 cells that express PPARγ (D64A; wild type PPARγ was deleted) (Fig. 6e). The enrichment of our isolated mitochondria was verified by immunoblot with markers for various organelles (Supplementary Fig. 10c). These experiments further confirmed that cleavage generated tPPARγ can translocate to mitochondria, which might indicate the unique functionality of tPPARγ in metabolic regulation.

**Fig. 6:**
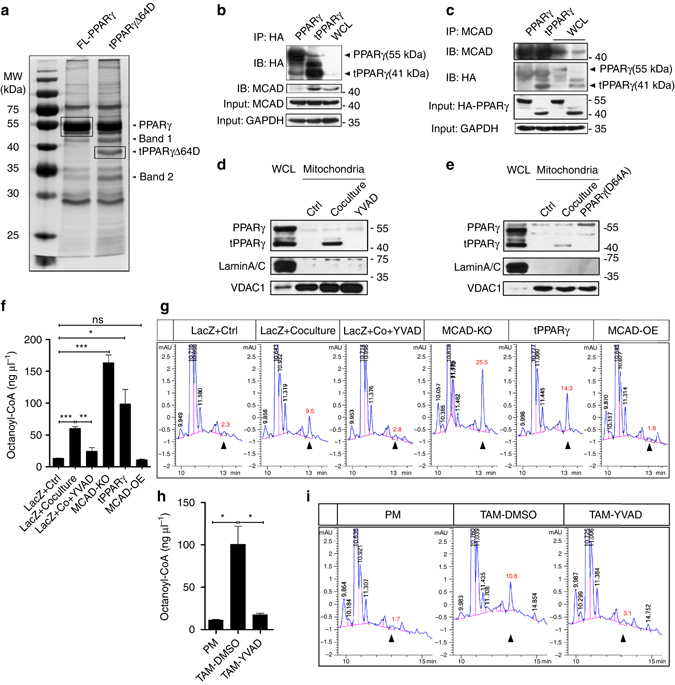
tPPARγ enriches in mitochondria and binds to MCAD and then impairs its activity. **a** A representative silver stained gel showing examples of the cellular proteins that specifically interact with tPPARγΔ64D (band 1 and 2). The corresponding Coomassie staining gel was shown in Supplementary Figure 28. **b**, **c** THP-1 cells were transfected with HA-PPARγ or HA-tPPARγΔ64D plasmids. Cell extracts were immunoprecipitated with anti-HA antibodies, then, analyzed with anti-HA antibodies or anti-MCAD antibodies (**b**), or the same cell extracts were immunoprecipitated with anti-MCAD antibodies, then, analyzed with anti-MCAD antibodies or anti-HA antibodies (**c**). MCAD expression or PPARγ expression in two transfected THP-1 cells or nontransfected cells was determined by immunoblot. **d**, **e** Extracts of the mitochondrial protein of THP-1 cells that cocultured with MCF-7 for 48 h in the absence or presence of YVAD (**d**), or transfected with mutant PPARγ (D64A) (**e**) were analyzed by immunoblot, laminA/C and VDAC1 as the loading control. PPARγ and tPPARγ in whole-cell lysates (WCL) in cocultured THP-1 macrophages was also shown. **f** LacZ overexpressing THP-1 cells were cultured alone or cocultured with MCF-7 in the absence or presence of YVAD for 24 h, MCAD knockout THP-1 macrophages, tPPARγ overexpression THP-1 macrophages (wild type PPARγ was deleted) and MCAD overexpression THP-1 macrophages were cultured alone for 24 h, then MCAD activity was analyzed by HPLC. Remaining octanoyl coenzyme A was negatively correlated with MCAD activity. Statistical results of total three trials were shown (*n* = 3). **g** One representative HPLC result was shown, the peak area of octanoyl coenzyme A was shown (mAU*s). **h** Peritoneal macrophages were isolated from tumor bearing MMTV-PyMT mice, and TAMs were isolated from tumor bearing MMTV-PyMT mice administration of vehicle or caspase-1 inhibitor YVAD, MCAD activity was analyzed by HPLC. TAMs in each sample were pooled from three mice (*n* = 3). **i** One representative HPLC result was shown. All the histograms in this figure show means ± s.e.m., (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

MCAD is one of 4 similar enzymes (VLCAD, LCAD, MCAD, SCAD) associated with fatty acid β-oxidation, and MCAD deficiency leads to mitochondrial β-oxidation defects and metabolic disorders^26^. To explore whether the MCAD-tPPARγ interaction affects MCAD activity, we generated THP-1 cells stably overexpressing tPPARγΔ64D and MCAD and MCAD-deficient THP-1 cells by using lentiviral infection and the CRISPR/Cas9 system, respectively. The overexpression and knockout efficiency of these techniques was verified by western blotting (Supplementary Fig. 10d, e). We measured MCAD activity with HPLC and octanoyl-CoA as the substrate, and the retention time (13 min) was confirmed by using purified octanoyl-CoA standard (Supplementary Fig. 10f). The results of the HPLC analysis confirmed that MCAD activity was impaired in THP-1 cells cocultured with MCF-7 cells and that the caspase-1 inhibitor YVAD restored MCAD activity. As expected, the overexpression tPPARγΔ64D also reduced MCAD activity. MCAD overexpressing cells and MCAD knockdown cells were used as positive and negative controls (Fig. 6f), respectively and images of representative HPLC chromatograms are shown (Fig. 6g). However, coculture failed to inhibit MCAD activity in PPARγ deficient or PPARγ (D64A; wild type PPARγ was deleted) expressing THP-1 cells (Supplementary Fig. 10g). In addition, we confirmed that MCAD protein levels were not reduced in THP-1 cells cocultured with MCF-7 cells (Supplementary Fig. 10h). These findings were consistent with the observation that MCAD activity was severely impaired in TAMs derived from MMTV-PyMT mice, and this effect was rescued by the administration of YVAD every 2 days for three weeks in MMTV-PyMT mice (Fig. 6h, i). MCAD protein levels were unaffected in peritoneal macrophages and TAMs in vivo (Supplementary Fig. 10i). We also confirmed that MCAD expression does not interfere with PPARγ cleavage in coculture (Supplementary Fig. 10j). Together, these findings indicate that MCAD is a key binding partner of the truncated PPARγ fragment of generated by caspase-1-mediated cleavage. This interaction appears to inactivate MCAD and might have significant effects on mitochondrial metabolism.

### tPPARγΔ64D promotes TAM differentiation and metabolic reprogramming

Next, we explored the role of the MCAD-tPPARγ interaction in TAM differentiation. To determine if MCAD is required for tPPARγ-induced TAM differentiation, we examined the combined effect of tPPARγΔ64D overexpression and MCAD knockout on TAM differentiation. HA-tPPARγΔ64D overexpression in wild type or PPARγ knockout THP-1 cells strongly enhanced the expression of tumorigenic genes compared with THP-1 cells overexpressing the control LacZ construct in the coculture model (Fig. 7a and Supplementary Fig. 11a). Similarly, MCAD knockout (MCAD-KO) in THP-1 cells markedly increased coculture-induced tumorigenic gene expression (Fig. 7b). Furthermore, HA-tPPARγΔ64D overexpression and MCAD knockout efficiency were evaluated by western blotting (Fig. 7c, d and Supplementary Fig. 11b). As expected, MCAD overexpression (MCAD-OE) suppressed the expression of tumorigenic genes (Fig. 7e). MCAD overexpression efficiency was verified by western blot analysis (Fig. 7f). Furthermore, MCAD-OE in coculture totally abolished the coculture-induced increase in lactate release and LD accumulation, and MCAD-KO further enhanced lactate secretion and LD accumulation (Fig. 7g, h). Moreover, the overexpression of tPPARγΔ64D further enhanced lactate secretion and LD accumulation (Fig. 7g, i, j).

**Fig. 7:**
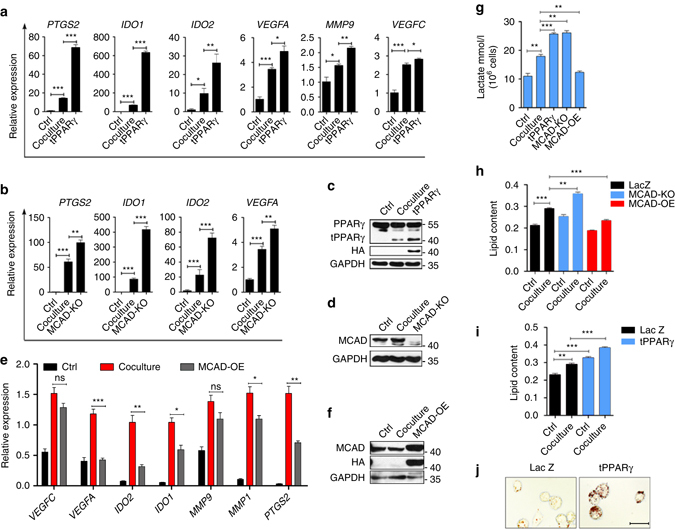
tPPARγΔ64D overexpression or MCAD knockout strongly potentiates TAM differentiation and recapitulates the metabolic reprogramming. **a** THP-1 macrophages cultured alone, THP-1 macrophages overexpressing LacZ or tPPARγ were cocultured with MCF-7 for 2 d, then TAM hallmarks were analyzed by RT-qPCR. **b** THP-1 macrophages cultured alone, LacZ overexpressing or MCAD knock out THP-1 macrophages were cocultured with MCF-7 for 2 d, TAM hallmarks were analyzed by RT-qPCR. **c**, **d** Immunoblot analysis of the tPPARγ overexpression (**c**) or MCAD knockout (**d**) efficiency. **e** THP-1 macrophages cultured alone (Ctrl), THP-1 macrophages overexpress LacZ (Coculture) or MCAD (MCAD-OE) were cocultured with MCF-7 for 2 d, TAM hallmarks were analyzed by RT-qPCR. **f** Immunoblot analysis of the MCAD overexpression efficiency. **g** THP-1 macrophages expressing LacZ (LacZ) were cultured alone (Ctrl) or cocultured with MCF-7 (Coculture) for 1 d, tPPARγ expressing (tPPARγ), MCAD knock out (MCAD-KO), MCAD overexpression (MCAD-OE) THP-1 macrophages were cocultured with MCF-7 (Coculture) for 1 day. Lactate secretion ability was measured. **h**, **i** LacZ (LacZ) overexpressing, MCAD knock out (MCAD-KO), MCAD overexpression (MCAD-OE) THP-1 macrophages (**h**) tPPARγ overexpression THP-1 macrophages (tPPARγ) (**i**) were cultured alone (Ctrl) or cocultured with MCF-7 (Coculture) for 1 day, LD content in macrophages were detected. **j** THP-1 macrophages overexpressing LacZ were cultured alone, tPPARγ overexpressing THP-1 macrophages were cocultured with MCF-7 for 1 d, then THP-1 macrophages were stained with Oil Red O, representative photographs were taken. Scale bars, 25 μm. Data in **a**, **b** were generated and analyzed by Step one plus Real-Time PCR-system (AB Applied biosystem). All the histograms in this figure show means ± s.e.m. (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

To further determine whether tPPARγΔ64D effects on TAM differentiation is due only to its inhibition of MCAD, we performed a co-transfection in coculture with tPPARγΔ64D and MCAD, we found that MCAD reversed the pro-differentiation effect of tPPARγΔ64D (Fig. 8a) and differentiation-associated lipid metabolism (Fig. 8b). In addition, we found that TAM differentiation (Fig. 8d) and lipid content (Fig. 8e) were no longer sensitive to tPPARγΔ64D in MCAD^−/−^ PPARγ^*−/*−^ cells. Protein levels of PPARγ and MCAD were verified by western blot (Fig. 8c, f). These data convincingly showed that tPPARγΔ64D regulates TAM differentiation through MCAD. PPARγ’s target gene *FABP4* was used as a non-tumorigenic gene control.

**Fig. 8:**
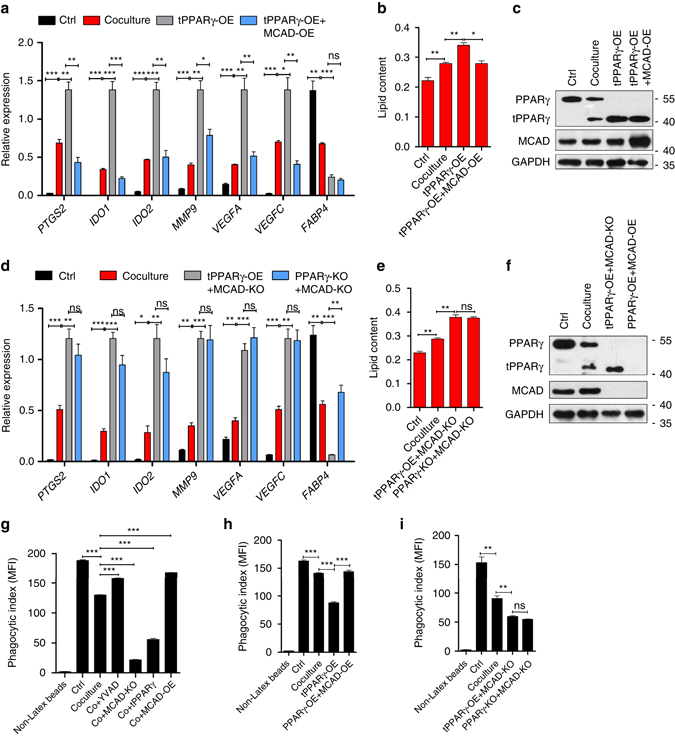
tPPARγΔ64D regulates TAM differentiation and metabolic reprogramming through MCAD. **a**–**c** LacZ overexpressing THP-1 macrophages were cultured alone or cocultured with MCF-7 for 2 d, THP-1 macrophages overexpressing tPPARγΔ64D or simultaneously overexpressing tPPARγΔ64D and MCAD were cocultured with MCF-7 for 2 d, TAM hallmarks were analyzed by RT-qPCR (**a**) and lipid content was analyzed by Oil Red O staining (**b**) PPARγ and MCAD expression were analyzed by immunoblot (**c**). **d**–**f** LacZ overexpressing THP-1 macrophages were cultured alone or cocultured with MCF-7 for 2 days, MCAD^*−/−*^ THP-1 macrophages overexpressing tPPARγΔ64D or LacZ were cocultured with MCF-7 for 2 d, TAM hallmarks were analyzed by RT-qPCR (**d**) and lipid content was analyzed by Oil Red O staining (**e**), PPARγ and MCAD expression were analyzed by immunoblot (**f**). **g** LacZ overexpressing THP-1 cells were cultured alone or cocultured with MCF-7 in the absence or presence of YVAD for 2 d, MCAD knockout THP-1 macrophages, tPPARγ overexpression THP-1 macrophages (wild type PPARγ was deleted) and MCAD overexpression THP-1 macrophages were cocultured with MCF-7 for 2 d. Flow cytometry analysis of macrophage phagocytic index (phagocytosis of latex beads). MFI represents mean fluorescence intensity. **h** Flow cytometry analysis of macrophage (described in **a**–**c**) phagocytic index. **i** Flow cytometry analysis of macrophage (described in **d**–**f**) phagocytic index. All the histograms in this figure show means ± s.e.m. (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

To further explore whether tPPARγ affects mitochondrial function, we measured the oxygen consumption rates (OCRs) of THP-1 macrophages that overexpressing LacZ control or tPPARγ. Basal OCRs were measured, followed by serial additions of oligomycin (an inhibitor of ATP synthesis), carbonyl cyanide-ptrifluoromethoxyphenylhydrazone (FCCP; an uncoupling ionophore), and rotenone with antimycin A (blocking agents for complexes I and III of the electron transport chain, respectively) to discern the relative contributions of mitochondrial and non-mitochondrial mechanism of oxygen consumption^27^. We found that tPPARγ mediated β-oxidation inhibition reduced both basal OCRs and maximal respiratory capacity in mitochondria (Supplementary Fig. 11c). Moreover, mitochondrial content in each group was analyzed by mitotracker fluorescent probes, the result demonstrated that OCRs changes were not due to mitochondria number changes but mitochondria functions (Supplementary Fig. 11d).

The phagocytic ability of TAMs is important for tumor cell phagocytosis, elimination and antigen presentation^28^. Here, we found that TAM’s phagocytic ability was inversely associated with the levels of TAM differentiation, caspase-1 activity or expression of tPPARγ, and such ability was positively correlated with MCAD activity (Fig. 8g). Furthermore, in MCAD knockout TAM cells, over-expression or knockdown of tPPARγ lacks the regulation on TAM’s phagocytic ability, suggesting that indeed tPPARγΔ64D regulates TAM’s phagocytosis though MCAD (Fig. 8h, i).

These results suggested that PPARγ cleavage induced metabolic changes and promoted TAM differentiation by modulating MCAD activity in our coculture model, confirming that the caspase-1/PPARγ pathway plays a critical role in TAM differentiation.

### Caspase-1 inhibitors and mMCAD-transduced BMDMs suppress tumor growth

Considering the inhibitory effect caspase-1 inhibitors exerted on tumorigenic TAM functions, we studied the anti-tumorigenic effect of YVAD and VAD in transgenic female MMTV-PyMT mice (approximately 8 weeks old). When tumor sizes grew to approximately 3–4 mm in diameter, DMSO, YVAD (5 mg kg^−1^) or VAD (2 mg kg^−1^) was intraperitoneally administered every other day for 3 weeks. Tumor growth was significantly inhibited in MMTV-PyMT mice treated with YVAD or VAD compared with DMSO-treated control (Fig. 9a, b). However, the body weight of mice and TAM content in tumor tissues in all of the experimental groups was unaffected (Fig. 9c and Supplementary Fig. 12a). Moreover, the TAM markers *Arg1*, *Chil3*, *Mmps*, *Ptgs2*, *Cd274*, *Ido1* and *Folr2* were significantly downregulated in TAMs derived from YVAD- or VAD-treated mice (Fig. 9d). Therefore, we conclude caspase-1 inhibitors are promising candidates for the clinical development of anti-breast cancer drugs.

**Fig. 9:**
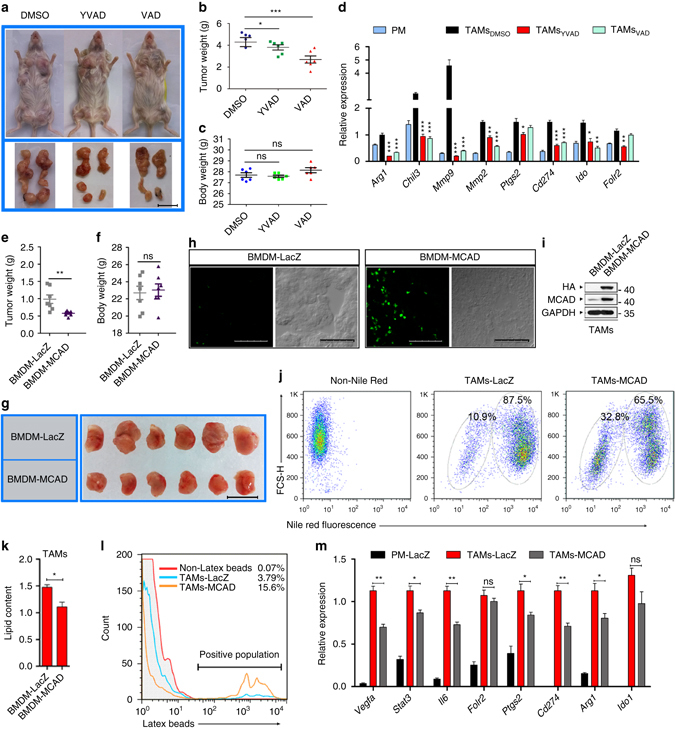
Caspase-1 inhibitors YVAD or VAD and mMCAD-transduced BMDMs suppress tumor growth. **a** Representative photographs of tumors in MMTV-PyMT mice. Scale bar, 2 cm. **b** Tumor weight was analyzed (*n* = 6). **c** Body weight of tumor-bearing mice was analyzed (*n* = 6). **d** Expression of TAM hallmarks was assessed by RT-qPCR (*n* = 3). **e**, **f** Tumor weight and body weight were measured (*n* = 7). **g** Representative photographs of tumors were taken. Scale bar, 2 cm. **h** Cryosections were prepared, the infiltration of MCAD-transduced BMDMs was observed via immunofluorescence with anti-HA antibodies (*green*). Scale bars, 75 μm. **i** Lysates of TAMs isolated from 4T1 tumor-bearing mice that infused with MCAD-transduced BMDMs mice or LacZ-transduced BMDMs were prepared, MCAD protein content was analyzed with an anti-HA antibody or anti-MCAD antibody. **j** Representative dot plots (logarithmic scale) of Nile Red fluorescence versus forward scatter (FCS-H) in TAMs isolated from 4T1 tumor-bearing mice that infused with LacZ-transduced BMDMs (TAMs-LacZ) or MCAD-transduced BMDMs (TAMs-MCAD) were shown, non-Nile Red stained TAMs isolated from 4T1 tumor-bearing mice that infused of LacZ-transduced BMDMs as control (Non-Nile Red). **k** Lipid content in TAMs isolated from 4T1 tumor-bearing mice that infused with MCAD-transduced BMDMs or LacZ-transduced BMDMs were analyzed by a quantification method (*n* = 7). **l** Phagocytic abilities of TAMs isolated from 4T1 tumor-bearing mice that infused with MCAD-transduced BMDMs (TAMs-MCAD) or LacZ-transduced BMDMs (TAMs-LacZ) were analyzed with latex beads, TAMs-LacZ incubated with the vehicle as the negative control (Non-Latex beads). **m** Pro-tumoral genes expression of TAMs isolated from 4T1 tumor-bearing mice that infused with MCAD-transduced BMDMs (TAMs-MCAD) or LacZ-transduced BMDMs (TAMs-LacZ) were analyzed with RT-qPCR, peritoneal macrophages isolated from 4T1 tumor-bearing mice that infused of LacZ-transduced BMDMs as control (PM-LacZ; *n* = 3). All the histograms in this figure show means ± s.e.m. (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, one way ANOVA for multiple comparisons)

We demonstrated that MCAD modulated LD accumulation, lactate secretion, and TAM differentiation. To validate the ability of MCAD to modulate TAMs in vivo, we engineered BMDMs overexpressing HA-tagged MCAD or a LacZ control. On day 4 after the tumor cells were injected (4T1), we intraperitoneally injected tumor-bearing mice with 1 × 10^7^ MCAD-transduced BMDMs, or 1 × 10^7^ LacZ-transduced BMDMs. The injections were repeated on day 13, and on day 27, the mice were sacrificed and the tumors were resected. We found that 2 injections of MCAD-transduced BMDMs significantly decreased 4T1 tumor growth, compared with the control mice (*P* < 0.01; Fig. 9e, g), and body weight was unaffected in both groups (Fig. 9f). BMDM infiltration into tumor tissues was confirmed by immunofluorescence assays (Fig. 9h) or western blot analysis with anti-HA or anti-MCAD antibodies (Fig. 9i). Nile Red staining confirmed that MCAD overexpression in BMDMs significantly reduced LD accumulation in TAMs derived from 4T1 mice, with an ~ 20% increase in lipid-free TAMs after infusion of MCAD-transduced BMDMs (Fig. 9j and Supplementary Fig. 12b). Moreover, the quantification result of LDs content with Oil Red O was also shown (Fig. 9k). Furthermore, we found that phagocytic activity in TAMs derived from MCAD-OE BMDMs-treated mice was significantly upregulated compared with controls, the phagocytosis of latex beads (Fig. 9l and Supplementary Fig. 12c) and tumor cells (Supplementary Fig. 12d, e) by TAMs was demonstrated. Additionally, the expression of the TAM marker genes significantly decreased in MCAD-overexpressing TAMs (Fig. 9m).

In summary, MCAD over-expressing BMDMs significantly inhibited tumor growth in the 4T1 breast cancer mouse model, indicating that the anti-tumorigenic role of MCAD might be valuable in the development of novel anti-cancer immunotherapies.

## Discussion

In the current study, we provided novel insights into the mechanisms underlying TAM regulation and demonstrated that caspase-1/tPPARγ/MCAD signaling axis plays an essential role during TAM differentiation in vitro and in vivo (Fig. 10). We demonstrated that targeting macrophages via caspase-1 specific inhibitors or overexpressing MCAD in macrophages significantly attenuated tumor growth. Furthermore, we observed a strong correlation between lipid accumulation and TAM’s tumorigenic function. It is noteworthy that a lipid content discrepancy between in vitro and in vivo system was observed (Fig. 4f, g), we speculate the accumulation of lipids in TAMs in vivo might be due to increased synthesis of fatty acids in TAMs or result from increased lipid uptake from extracellular or other origins. However, in in vitro system, the sources of lipid are far fewer than in vivo system, accumulation might be simply due to the synthesis mechanism within TAM cells. However, the precise cause of LD accumulation and the mechanism by which they promote TAM differentiation remain unknown. Therefore, additional studies are necessary to identify and characterize the specific lipid species that regulate distinct aspects of TAM differentiation associated with MCAD both in vitro and in vivo.

**Fig. 10:**
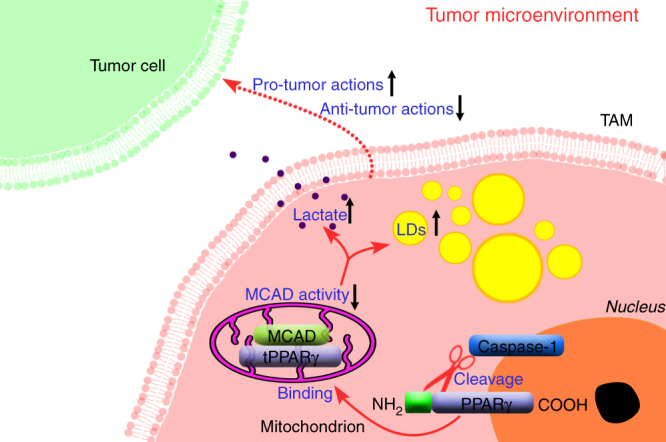
Schematic summary. In the current study, we provided novel insights into the mechanisms underlying TAM differentiation and demonstrated that caspase-1 activity increases during TAM differentiation, and that caspase-1 cleaves PPARγ at Asp64 and generates a 41 kDa fragment, this truncated PPARγ translocates to mitochondria and inactivates MCAD. MCAD inhibition causes lipid droplets (LDs) accumulation in TAMs and enhanced lactate secretion, MCAD activity and metabolic reprogramming are highly correlated with pro-tumor action of TAMs (*up arrow* for increase, *down arrow* for decrease)

Metabolic reprogramming in macrophages by certain stimulators is an important characteristic feature of TAMs that primarily affects their extrinsic regulatory functions in the tumor microenvironment^29^. For example, several independent studies have recently highlighted the importance of metabolic coupling between cancer cells and other tumor stromal cells in promoting “parasitic cancer metabolism”, in which tumor cells function as metabolic “parasites” that extract energy sources, including fatty acids, L-lactate, ketones, and glutamine, from supporting host cells. Such metabolic coupling promotes tumor cell growth and metastasis^29^. Cancer-associated fibroblast (CAF) secretes L-lactate, which fuels cancer cell growth and metastasis by initiating epithelial mesenchymal transition (EMT)^30^. The metabolic profile of TAMs has been shown to be associated with colorectal cancer, through a lipolytic co-activator, ABHD5^31^. Mechanistically, a recent study by Wenes et al. has shown that elevated glycolysis in TAMs contributes to angiogenesis in tumors. Such effects can be suppressed by mTOR inhibition, highlighting the role of macrophage metabolism in promoting tumor growth^32^. In agreement with previous studies, we found that genes that are differentially expressed during TAM differentiation are associated with metabolic pathways, thus suggesting that changes in metabolic reprogramming occur in differentiated TAMs. Therefore, it is important to consider both the intracellular and extracellular roles that metabolic reprogramming plays in the activation of oncogenic TAM functions.

It is well established that, caspase-1 primarily activates IL-1β and IL-18 in cancer. IL-1β and IL-18 are considered to be indicators of an increased risk of carcinoma and poor prognoses in multiple cancers^33^. However, activated caspase-1 targets a broad range of more than 100 cellular substrates, including ribosomal proteins, other caspases, heat shock proteins, cytoskeletal proteins, DNA replication licensing factors, ubiquitin-protein ligases, and so on^34^. The cleavage of these proteins elicits multiple changes in TAMs; however, the nature of these changes remains unknown. Our current investigation adds PPARγ to the list of caspase-1 substrates. This specific cleavage of PPARγ makes the cytosol-mitochondria translocation of truncated PPARγ, and initiates subsequent events, including the inhibition of MCAD and lipid accumulation, and eventually the reprogramming of TAMs. We have comprehensively linearized the caspase-1/tPPARγ/MCAD signaling pathway and provided the concrete evidence showing such signaling events play essential roles in reprogramming TAMs and leading to their differentiation.

Targeting macrophages has been evolved to be an effective therapeutic option for various diseases, including diabetes and cancer, as the presence and/or activity of macrophage are malleable in vivo in these disease models^35, 36^ Developing such therapeutics targeting to minimize pathological processes will require the identification of unique pathways, as the direct abolition of macrophages is failed to suppress tumor growth^37–39^. Caspases inhibitor NCX-4016 has been extensively evaluated in treating colon cancer. Despite its ability to strongly induce apoptosis and inhibit cancer cell growth by targeting TAMs^40^, NCX-4016 was still failed in clinical trials due to the unexpected fact that NCX-4016 can potentially induce genomic instability by releasing nitric oxide. In our current study, we showed that NCX-4016 impairs the pro-tumoral function of TAMs by suppressing the activity of caspases, especially caspase-1, just like YVAD and VAD which impair the tumorigenic functions of TAMs by suppressing caspase-1 activity, without exhibiting genotoxicity. Since activated caspase-1 form was only detectable in TAMs but not tumor cells or normal tissues (Supplementary Fig. 2d, e), caspase-1 inhibition will be relatively specific for TAMs. Reprogramming or repolarizing macrophages has been shown to be more effective than only blocking recruitment^41^. In our current research, both caspase-1 inhibitors do not display significant inhibitory effects on TAM’s cell viability or growth, but leads to the disruption of PPARγ/MCAD activity and repolarization/reprogramming of TAMs, eventually suppressing the tumor growth. In conclusion, our findings shed light on the novel mechanism of TAMs in promoting tumor growth, and might facilitate the development of anti-cancer drugs with maximal anti-tumor properties and minimal side effects.

## Methods

### Reagents

RPMI 1640 and the Dulbecco’s modified Eagle’s medium (DMEM) were purchased from Gibco. DCFH-DA probe was from Beyotime (Shanghai, China). Anti-mouse/human PPARγ (sc-7273, sc-7196, the dilution ratio was 1:500), anti-mouse caspase-1 (G-19, sc-1597, the dilution ratio was 1:1,000), MCAD (sc-98926 Lot # G2809, the dilution ratio was 1:1,000), EF-Tu (sc-393924, Lot # B0514, the dilution ratio was 1:1,000), SFXN1 (sc-160797, Lot # F0311, the dilution ratio was 1:1,000) and HA (sc-7392, Lot # E0614, the dilution ratio was 1:1,000) antibodies were purchased from Santa Cruz Biotechnology, Dallas, TX, USA. Anti-mouse FITC-F4/80 was purchased from eBiosience (Ref: 11-4801, the dilution ratio was 1:1,000). Anti-human caspase-1 antibody (D7F10, the dilution ratio was 1:1,000) was from Cell Signaling (Boston, USA). HRP conjugated goat anti-mouse/rabbit antibodies were from Beyotime (Haimen, China, the dilution ratio was 1:10,000). All cytokines such as M-CSF were obtained from Peprotech Systems (Minneapolis, MN). The pan-caspase inhibitor z-VAD-FMK, caspase-1 inhibitor z-WEHD-FMK and the caspase-3 inhibitor z-DEVD-FMK were obtained from R&D systems. The caspase-1 inhibitor Ac-YVAD-CMK was obtained from Bachem. NCX-4016 (NO-aspirin) were purchased from Nicox (Sophia Antipolis, France). All of other chemicals were purchased from Sigma-Aldrich unless otherwise described.

### Cell culture

The THP-1(GDC100), HEK293T (GDC187) and MCF-7 (GDC055) human breast cancer cell lines and the 4T1 (GDC0294) murine mammary cell line were obtained from China Center for Type Culture Collection (Wuhan, China). The HUVEC cell line (ATCC, PCS-100-010) was obtained from Shanghai Bogoo Biotechnology. Co., Ltd (Shanghai, China) and cultured according to the manufacturer’s instructions. All media were supplemented with 1% penicillin-streptomycin and 10% fetal bovine serum (Gibco, mycoplasma contamination check was carried out by our group).

### Mice

Nine weeks old female BALB/c mice and nude mice were purchased from the Model Animal Research Center of the Nanjing University, Nanjing, China and bred in our animal facilities under specific pathogen-free conditions. Nine weeks old female *Caspase-1* ^*−/−*^ mice in the C57BL/6 background^42^ (Originally from Dr. Vishva Dixit, Genentech) were generously provided by Prof. Feng Shao (National Institute of Biological Sciences, Beijing, 102206, China). All experiments related to animals were approved by Institutional Animal Care and Use Committee, Nanjing University.

### RT-qPCR

Reverse transcription was performed with 5 × All-In-One RT MasterMix (abm Cat#G486 Code Q111-02) kit. And quantitative PCR reactions were performed using SYBR Green Master Mix (Vazyme biotech) kit, most data were collected and analyzed by CFX96 Real-Time System (BIO-RAD), a few by Step one plus Real-Time PCR-system (AB Applied biosystem) and specifically noted in figure legends. Primers used for qPCR are shown in Supplementary Table 2.

### Electrophoretic mobility shift assay (EMSA)

Electrophoretic mobility shift assays (EMSA) were conducted with the LightShift Chemiluminescent EMSA Kit (Pierce) according to standard procedures. The sequences of the DNA probes to the wild-type and mutated binding sites as follows: PPRE, 5′-CAAAACTAGGTCAAAGGTCA-3′ and the mutant is 5′-CAAAACTAGCACAAAGCACA (biotin-labeled).

### Caspase activity assay

Caspase activity was assessed using caspase-1 (C1102), caspase-3 (C1115) and caspase-6 (C1135) activity fluorescence detection kit (Beyotime Institute of Biotechnology, Haimen, China) according to the manufacturer’s instructions.

### Luciferase reporter assay

HEK293T cells were transfected with plasmids using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. The plasmids used in the luciferase reporter assays included PPARγ-WT, PPARγ 64D/A mutant, tPPARγΔ64D mutant, the inflammasome-associated plasmids expressing NLRP3, ASC and caspase-1, and an internal control (pRL-SV40). The total quantity of the expression vectors used was equivalent to the quantity of the empty control vector used. At 24 h after transfection, luciferase and Renilla luciferase activities were measured using the Dual Luciferase Reporter assay system (Promega, Madison, WI) according to the manufacturer’s protocol. The transfection efficiency was normalized to the Renilla luciferase activity. Experiments were conducted 3 times independently.

### Cytokine release assay

Cell culture supernatants were analyzed with ELISA kits for the detection of IL-1β (Thermo Scientific, Cat#88-7261-22), IL-6 (Thermo Scientific, Cat#88-7066-22), IL-18 (Thermo Scientific, Cat#KHC0181) and VEGF (Thermo Scientific, Cat#KHG0112) according to the manufacturer’s protocols.

### Coculture and preparation of concentrated conditioned medium (CCM)

Approximately 1 × 10^5^ THP-1 cells were seeded in six-well plates and treated with 50 nM PMA for 24 h to induce the cells to differentiate into THP-1 macrophages. The PMA-containing medium was removed after 24 h and the cells were washed three times in PBS to remove the PMA. PMA-treated THP-1 macrophages in six-well plates were cocultured with MCF-7 cells that had been left to attach to the inserts for 12 h before the coculture. The cells were cocultured in RPMI1640 supplemented with 10% FBS and 1% penicillin-streptomycin in the presence of the vehicle control, 50 μM YVAD, 50 μM VAD or 50 μM NCX-4016 for 48 h. Then, the MCF-7 cells and the regular culture medium were discarded and replaced with 2 ml of serum-free RPMI1640, and the cells were cultured for an additional 24 h. The conditioned medium was collected and concentrated 10-fold with ultrafiltration conical tubes with membranes selective for molecules < 10 kDa (Millipore UFC501096). The cells cultured with the vehicle control, 50 μM YVAD, 50 μM VAD and 50 μM NCX-4016 were labeled CCM_Coculture_, CCM_YVAD_, CCM_VAD_ and CCM_NCX-4016_, respectively, and the concentrated conditioned medium generated by THP-1 macrophages cultured alone was labeled CCM_Ctrl_.

### Pro-angiogenesis assay

Human umbilical vein endothelial cells (HUVECs) were used in the in vitro capillary morphogenesis assays. HUVECs were preincubated for 24 h with CCM_Ctrl_, CCM_Coculture_, CCM_YVAD_, CCM_VAD_ or CCM_NCX-4016_ medium. The cells were subsequently seeded in 48-well plates coated with Matrigel (3 × 10^5^ cells per well). After 12 h at 37°C, the cells were fixed with glutaraldehyde and stained with Giemsa. The average number of tubules was calculated from images of three separate microscopic fields (× 40) and representative images were captured.

### Pro-invasion assay

MCF-7 cells were seeded in Matrigel-coated invasion chambers (24 wells, 8 mm pore size) and cultured with CCM_Ctrl_, CCM_Coculture_, CCM_YVAD_, CCM_VAD_ or CCM_NCX-4016_. After 12 h, MCF-7 cells were fixed and stained with crystal violet, and invading cells were subsequently counted.

### Pro-migration assay

MCF-7 cells were cultured in 12-well plates (3 × 10^5^ per well) as confluent monolayers. The monolayers were serum-starved for 24 h and scratched in a line across the well with a 10 μl standard pipette tip. The wounded monolayers were then washed twice with serum-free media to remove cell debris and cocultured with CCM_Ctrl_, CCM_Coculture_, CCM_YVAD_, CCM_VAD_ or CCM_NCX-4016_. Images of the same location of a cell-free wound were recorded under a microscope at 0 and 12 h.

### Preparation of murine peritoneal macrophages

Peritoneal macrophages were isolated according to the methods used by Xia Zhang, Ricardo Goncalves and David M. Mosser^43^.

### Isolation TAMs by MACS separation

Tumor tissues were prepared as single cell suspensions, by minced in the DMEM with 0.1% collagenase I (1 h, 37 °C), passed through a 19 G needle, and filtered using a 40-μm cell strainer (BD Falcon). Cells in suspensions were stained for 30 min at 4 °C with anti-mouse F4/80 antibody. After rigorous washing with 0.5% BSA and 2 mM EDTA in PBS, cells were incubated with an anti-FITC Microbeads (Miltenyi Biotec) for 20 min at 4 °C. F4/80^+^ cells were sorted by MACS separation according to the manufacturer’s instruction (Miltenyi Biotec), then F4/80^+^ cells (TAMs) and pass-through cells (mainly tumor cells) were prepared.

### Lactate secretion measurement

THP-1 Cells were cocultured with MCF-7 for indicated time then MCF-7 and regular culture medium was discarded and replaced with 2 ml fresh culture medium then culture for another 24 h, the lactate concentration was measured by lactate assay kit (Nanjing Jian Cheng, China, Ref # A019-2).

### Lipid droplets content measurement

THP-1 macrophages (5 × 10^5^ cells per well) at different treatments were rinsed in PBS once (1 min) and then fixed in 4% paraformaldehyde for 10 min. After rinsing with PBS for 3 times, 3 min each, cells were stained with filtered Oil Red O (Sigma, Oo625-25G lot # SLBC9102V) working solution at room temperature for 2 h. Next, cells were rinsed again with 60% isopropanol. After a copious wash with distilled water, cells were then photographed under a microscope (Olympus) at ×200 magnification. For lipid droplets content quantification, Oil Red O dye was extracted with DMSO and optical density (OD) was detected using a spectrophotometer at 496 nm.

### Immunostaining

Cryosections of Her2^+^ human breast tumor tissues were fixed with 4% paraformaldehyde for 30 min, washed in phosphate-buffered saline (PBS) and blocked with 5% BSA for 30 min. The slides were incubated with anti-CD68 (1:100, eBiosience ref: 11-0689) overnight at 4 °C, stained with DAPI to label nuclei for 15 min and incubated with Nile Red for 15 min at RT. After the cells were washed, they were evaluated with a fluorescence microscope.

All human tissues were obtained from Chinese PLA General Hospital, Beijing. All patients provided written informed consent in accordance with the declaration of Helsinki before enrolling in the study. The protocol in this study was approved by the institutional review board at the Chinese PLA General Hospital, Beijing. No commercial sponsor was involved in this study.

### Immunoprecipitation and western blot analysis

For the immunoprecipitation assays, whole-cell extracts were prepared after transfection, incubated overnight with the appropriate antibodies and subsequently incubated with Protein A/G beads (Beyotime). The beads were washed 5 times with low-salt lysis buffer, and the immunoprecipitates were eluted in 1 × SDS Loading Buffer (Beyotime) and resolved by SDS-PAGE. Proteins were transferred to PVDF membranes (Bio-Rad) and incubated with the appropriate antibodies. The LumiGlo Chemiluminescent Substrate System (Thermo) was used for protein detection. All original western blotting blots are presented in Supplementary Figs 13–27.

### Mass spectrometry

After immunoprecipitation, the protein bands were excised in our laboratory by using trypsin-based in-gel protein digestions, and the subsequent MS analysis was conducted at the School of Life Sciences, Peking University.

### Determination of MCAD activity by using HPLC

To determine MCAD activity, macrophage pellets were re-suspended in PBS and homogenized by sonication. The protein concentration of the homogenates was determined using the bicinchoninic acid assay and human serum albumin was used as a standard. The standard mixture contained 250 mM Tris-HCl (pH 8.0) and 1.25 mM ferrocenium hexafluorophosphate (FcPF6) plus 450 μM octanoyl coenzyme A, in a final volume of 100 μl. The reaction was initiated by the addition of 80 μl of the standard mix to 20 μl of macrophage homogenate (1 mg ml^−1^ final protein concentration) and was allowed to proceed at 37 °C. After 10 min, the reaction was stopped with 10 μl of 2 M HCl, and samples were neutralized with 10 μl of a solution containing 2 M KOH. After neutralization, 10 μl of 10 mM L-cysteine and 30 μl acetonitrile was added to the mixture. L-cysteine is added to reduce oxidized ferrocenium hexafluorophosphate, which may interfere with the chromatographic separation. The samples were centrifuged at 20,000 *g* for 5 min, and the remaining octanoyl coenzyme A in the supernatant was analyzed by HPLC with an elution system of acetonitrile and 16.9 mM sodium phosphate buffer pH 6.9. HPLC procedures were performed in State Key Laboratory of Pharmaceutical Biotechnology, Nanjing University.

### CRISPR-CAS9 knockout

gRNA designed to target the common exons for all human MCAD isoforms were synthesized as follows: oligo #1, 5′-CACCGTGCTCGTAAATTTGCCAGAG-3′, oligo #2, 5′-AAACCTCTGGCAAATTTACGAGC AC-3′, and cloned to lentiCRISPRv2 (one vector system) plasmids^44^. gRNA designed to target the common exons for all human PPARγ isoforms were synthesized as follows: oligo #1, 5′-CACCGCTCCGTGGATCTCTCCGTAA-3′, oligo #2, 5′-AAACTTACGGAGAGATCCACGGAGC-3′.

### Generation of lentiviral vector encoding the short hairpin RNA (shRNA)

Oligonucleotide sequence 5′-GTGAAGAGATCCTTCTGTA-3′ that targeting the 3′-UTR of the human caspase-1, oligonucleotide sequence 5′-GTTTGAGTTTGCTGTGAAG-3′ against human PPARγ transcript (nucleotides 1095–1113), and a scrambled oligonucleotide 5′-GAGTGAGTAATTCATCCTG-3′ were inserted into pLL3.7 to generate shRNA plasmid. Packaging plasmids VSVG and Δ8.9 were used for lentivirus production and infection in 293T cells.

### Construction of lentiviral vectors

We introduced the cDNA encoding the target genes of interest into the pLenti6/v5 lentiviral vector. The lentiviruses were produced in HEK293T cells by co-transfecting the target plasmid with 2 package plasmids (VSVg and Δ8.9) using Lipofectamine 2000 (Invitrogen). To enhance PPARγ (D64A) expression efficiency in PPARγ wild type knockout THP-1 cells, the synonymous mutation on PPARγ coding sequence (gRNA binding site) was generated: (nucleotides 58–72) 5′-GTGGATCTCTCCGTA-3′ mutated to 5′-GTTGATTTGTCCGTG-3′ by using Site-Directed Mutagenesis Kit (FMTG-25, SBS Genetech, Beijing, China).

### Phagocytosis

Phagocytosis assays were conducted using fluorescent red latex beads (1 μM diameter, L-2778, Sigma-Aldrich). Latex beads were opsonized with complete medium (10% FBS in PRMI 1640) for 1 h at 37 °C before the phagocytosis assays. Opsonized beads were added to macrophage cells at a ratio of 10:1 and incubated at 37 °C for 4 h. Phagocytosis was terminated with the addition of 1 ml ice-cold sterile PBS. Cells were harvested and washed in ice-cold PBS 3 times and analyzed by using flow cytometry.

### Ex vivo phagocytosis assay

TAMs were isolated by MACS with anti-CD11b Microbeads (BD Falcon) from tumor bearing MMTV-PyVT mice. 5 × 10^5^ purified TAMs were plated per well in a 24-well culture plate. 4T1 tumor cells were labeled with 2.5 μM carboxyfluorescein succinimidyl ester (CFSE) according to the manufacturer’s protocol (Invitrogen). Macrophages were incubated in serum-free medium for 2 h before adding 2 × 10^5^ CFSE-labeled live tumor cells and incubated for 4 h. Macrophages were repeatedly washed and phagocytosis was then determined by flow cytometry detection of CD11b^+^ (PE labeled) TAMs. The phagocytic index was calculated by mean fluorescence intensity (MFI) of CFSE.

### Flow cytometry analysis

The cells were analyzed on a fluorescence-activated cell sorting (FACS) Calibur cytometer using Cellquest software (Becton Dickinson) and FlowJo software (V. 7.6.4, TreeStar). The statistics presented are based on at least 10,000 events gated on the population of interest.

### Tumor models

When confluence reached 80%, cultured 4T1 cells were harvested from the monolayer cultures, washed with serum-free medium, and re-suspended in RPMI 1640, 1 × 10^7^ cells per ml, and then 20 μl of cell suspension was injected into the inguinal mammary fat pads of syngeneic, immunocompetent BALB/c mice.

### YVAD and VAD administration

YVAD or VAD was intraperitoneally injected into tumor-bearing mice. The dosage used in this study was 5 mg kg^−1^ for YVAD and 2 mg kg^−1^ for VAD.

### Generation of retrovirally transduced macrophages from bone marrow cells

BMDMs were generated according to the methods used by Xia Zhang, Ricardo Goncalves and David M. Mosser^43^. Fresh medium containing concentrated lentivirus that directs expression of MCAD gene (by using PEG-it Virus Precipitation Solution, CAT # LV810A-1) was added to the plates, after 3 days transduced macrophages were enriched by blasticidin for another 3 days and then cells were harvested, and then washed in RPMI 1640 before injection.

### Nude mice tumor model

A total of 1 × 10^6^ C57BL/6-derived breast cancer cell line EO771 cancer cells in Matrigel (Corning, Cat No. 354230) were implanted in the flank alone or in combination with 2.5 × 10^5^ WT or caspase-1-deficient (KO) BMDMs. Tumors were resected and measured 21 days later.

### Lung cell isolation

After perfusion with PBS containing heparin (1 g l^−1^), the right lung of mice was harvested, diced, and incubated on an orbital shaker for 90 min at 37 °C in digestion medium (DMEM medium containing 10% fetal bovine serum, 300 U ml^−1^ collagenase type, 50 U ml^−1^ DNase, 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin). After vortexing for 10–15 s, the product of digestion was passed through 40 μm cell strainer. Cells were collected after 5 min centrifugation at 650 × *g*. The cell pellet was washed with PBS for three times then re-suspended in DMEM medium containing 10% fetal bovine serum. Cells were cultured in the dish for 12 h, then, both attaching and floating cells were stained with Oil Red O, and analyzed by microscopy.

### Microarray analysis

The microarray platform used in this study was the Affymetrix GeneChip PrimeView Human Gene Expression Array. The microarray analysis was conducted by Gminix (Shanghai, China).

### Pathway analysis

Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG, Biocarta and Reatome. Still, we turn to the Fisher’s exact test and *χ* ^2^ test to select the significant pathway, and the threshold of significance was defined by *P*-value and FDR (Kanehisa M et al. 2004; Yi M et al. 2006; Draghici S et al. 2007). The enrichment Re was calculated like the equation Re = (nf/n)/(Nf/N) (Schlitt T et al. 2003).

### Experimental repeats and statistics

All immunoblotting assays had been performed at least thrice to ensure the repeatability of the experiments, and the representative pictures were shown in the final figures. TAMs cells were isolated and pooled from at least two mice for every band in western blot or every sample in flowcytometry or RT-qPCR. All statistical analysis was generated based on at least three independent experiments. Data for all experiments were analyzed with Prism software (GraphPad).

### Data availability

The microarray data have been deposited in GEO under the accession codes GSE99960. Other data that support the findings of this study are available from the article and its Supplementary Information files.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Peer Review File

# Supplementary material for: Caspase-1 cleaves PPARγ for potentiating the pro-tumor action of TAMs
**Source:** Nat Commun. 2017 Oct 3;8:766. doi: 10.1038/s41467-017-00523-6
**Supplement:** Supplementary file 1 — Supplementary Information

Description of Supplementary Files

File Name: Supplementary Information

Description: Supplementary Figures, Supplementary Tables and Supplementary Methods

File Name: Supplementary Data 1

Description: Genes associated with caspase-1 cleavage: genes whose expression patterns changed after treatment with caspase-1 inhibitors, for example, genes up-regulated in the coculture group (Coculture vs Ctrl) but down-regulated upon administration of YVAD (YVAD vs Coculture), or vice versa. 

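The table gives, for each probe set, the RMA signal on the 9 arrays and the fold changes in both comparisons. The rows held here are 266 with a rise in Coculture vs Ctrl and a fall in YVAD vs Coculture, and 88 with the opposite pattern. Recomputed from the deposited values, all of these probe sets had the directions that the table gives in both comparisons. An adjusted p under 0.05 from limma was reached by 347 of them in Coculture vs Ctrl and by 247 in YVAD vs Coculture, and 209 of them passed it with a 1.5-fold change in both.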

Using a cutoff threshold of a 1.5-fold change in expression and a false discovery rate threshold of 0.05, we selected 618 genes for analysis.

File Name: Supplementary Data 2

Description: Pathway classification analysis on the 618 pre-selected genes.

File Name: Supplementary Data 3

Description: Gene Ontology analysis of the differentially expressed genes associated with metabolism in TAM-like cells.

File Name: Supplementary Data 4

Description: Pathway analysis of the differentially expressed genes associated with metabolism in TAM-like cells.

File Name: Peer Review File

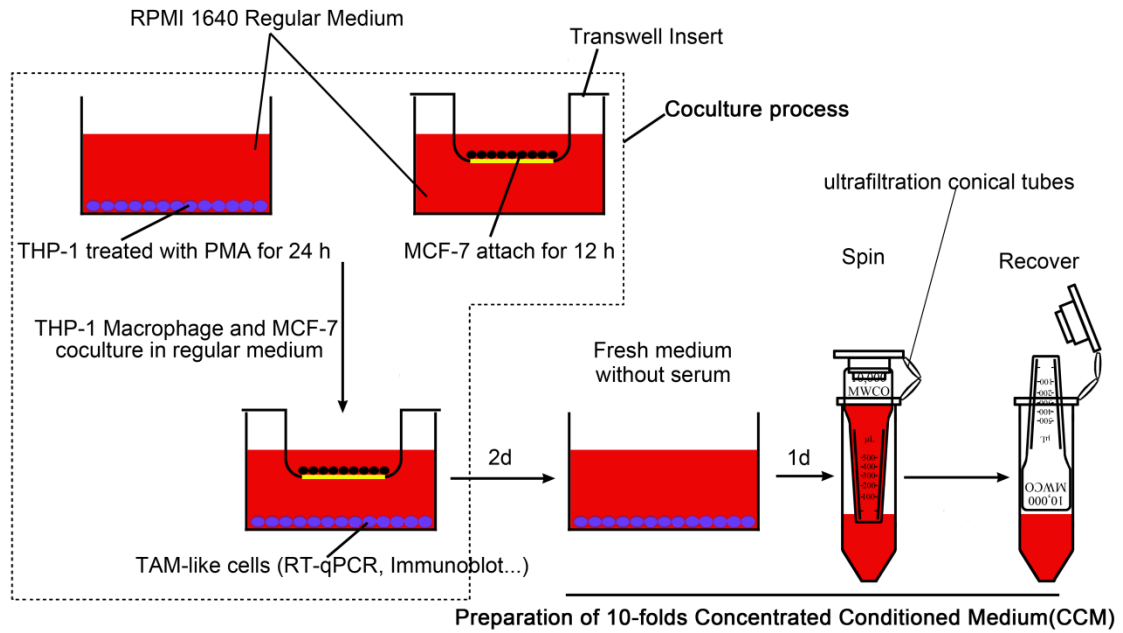

Supplementary Figure 1. Schematic of the coculture model. The coculture procedure is depicted in the circle marked with dotted lines. Briefly, 2 mL THP-1 cells (1×10^5 cells/mL) were seeded in 6-well plates and treated with 50 nM PMA for 24 h to induce macrophage differentiation. The PMA-containing medium was discarded and the cells were washed 3 times in PBS to remove residual PMA. PMA-treated THP-1 macrophages (in 6-well plates) were cocultured with 1 mL MCF-7 (1×10^5 cells/mL, and MCF-7 has been incubated with the upper inserts for 12 h to attach before coculture) in fresh RPMI1640 supplemented with 10% FBS and 1% penicillin-streptomycin for the indicated periods of time.

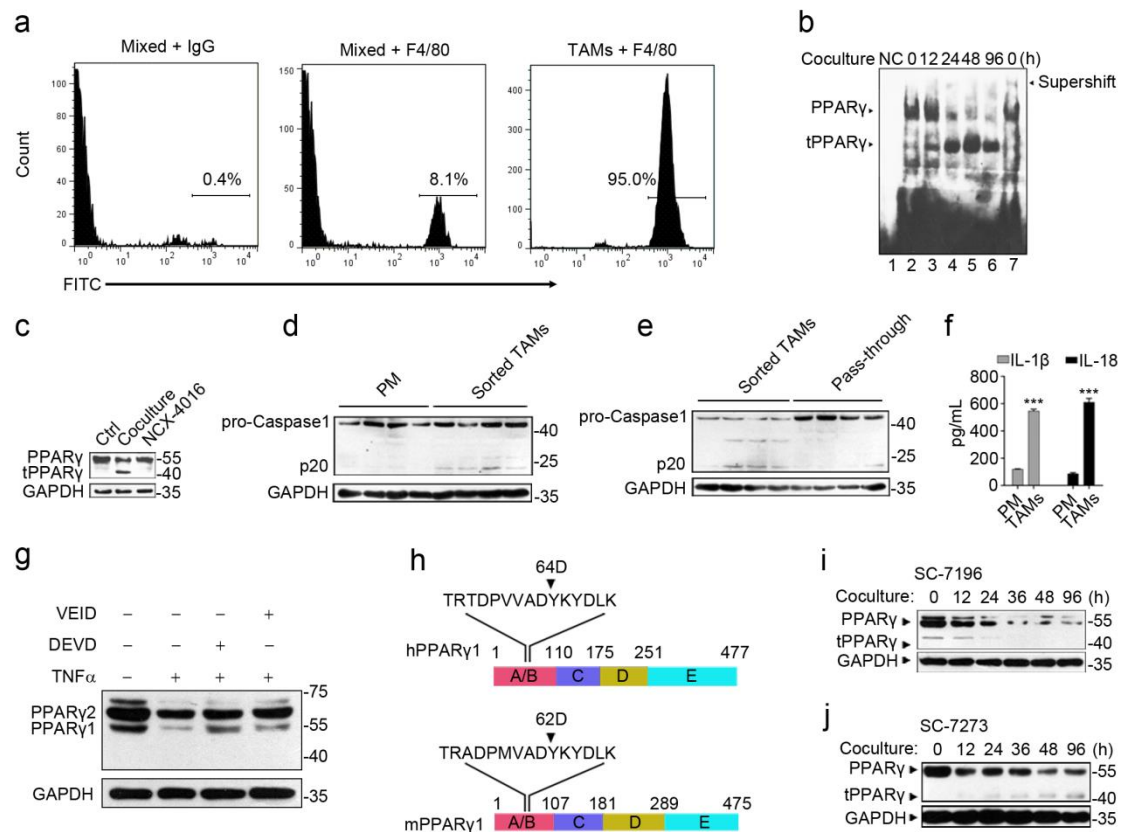

Supplementary Figure 2. Caspase-1 mediates PPAR γ cleavage at Asp64 in TAMs both *in vitro* and *in vivo*. (a)

(left to right) Flow cytometry analysis FITC intensity in mixed tumor tissue cells incubated with IgG isotype control, mixed tumor tissue cells incubated with anti-F4/80 antibody, TAMs incubated with anti-F4/80 antibody. (b)

PPAR γ and tPPAR γ in nuclear fractions at indicated time points was analyzed by EMSA. (c) THP-1 macrophages

were cultured alone (Ctrl) or co-cultured with MCF-7 in the absence (Coculture) or presence of NCX-4016

(NCX-4016), and then PPAR γ and its truncated fragment were determined by immunoblot analysis. (d,e)

Pro-caspase-1 and its cleaved active forms in sorted TAMs and peritoneal macrophages (PM) (d), sorted TAMs

and pass-through cells (e) from MMTV-PyVT tumor bearing mice were determined by immunoblot analysis. (f)

The releasing of IL-1 β and IL-18 from peritoneal macrophage (PM) and sorted TAMs from MMTV-PyVT tumor

bearing mice were measured by ELISA. The data represent means $\pm$ s.e.m., (n = 8, ***P < 0.001, Student's *t*-test). (g)

3T3-L1 adipocytes were treated with 25 ng ml⁻¹ TNF α overnight in the presence or absence of caspase-3 inhibitor

DEVD (50 μ M) or caspase-6 inhibitor VEID (50 μ M), lysed, and the PPAR γ protein analyzed by western blot, using a carboxyl-terminal anti-PPAR γ monoclonal antibody (clone E-8) **(h)** Diagram showed the conserved cleavage region on human and mouse PPAR γ . **(i,j)** THP-1 macrophages were co-cultured with MCF-7 for indicated time points, and PPAR γ and its truncated fragment were analyzed by immunoblot with the antibody (sc-7273) recognizing the C-terminal of PPAR γ **(i)** or the antibody (sc-7196) recognizing the N-terminal of PPAR γ **(j)**.

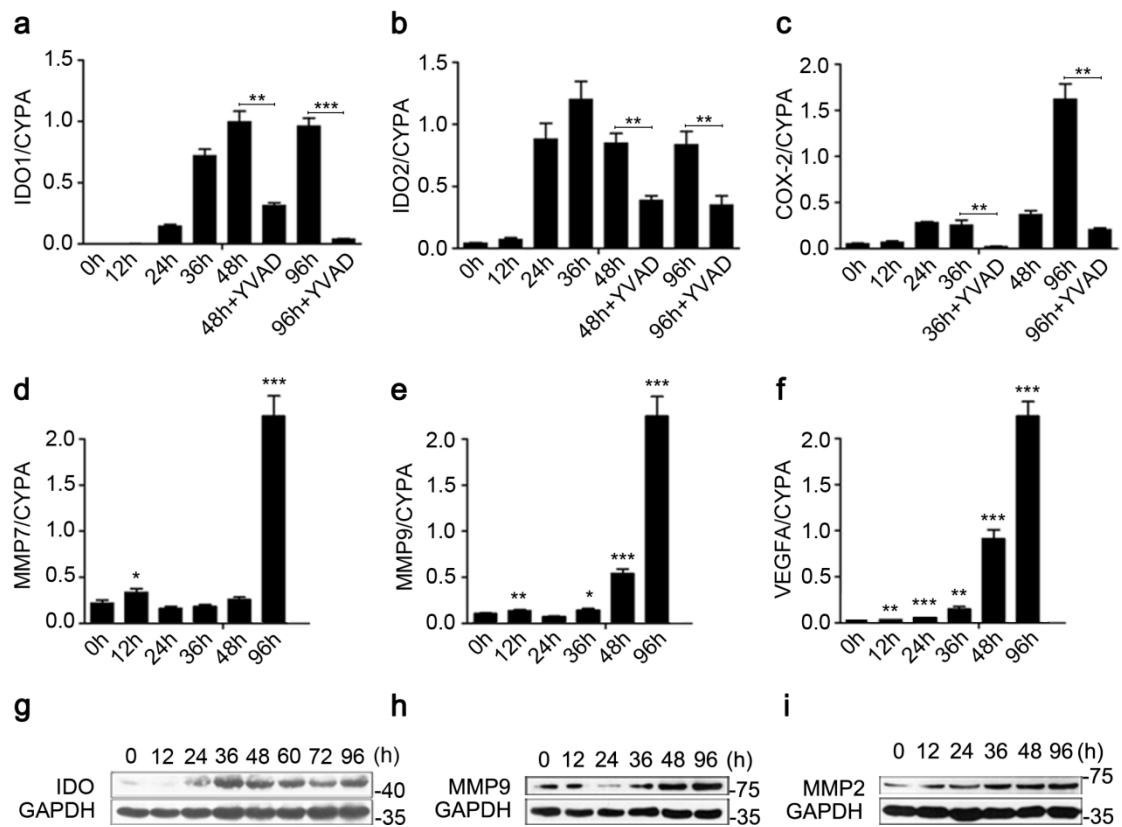

Supplementary Figure 3. Pro-tumoral genes or proteins are up-regulated after PPAR γ cleavage. (a-f) THP-1 macrophages were co-cultured with MCF-7 for indicated time points in the presence or absence of caspase-1 inhibitor YVAD, and then mRNA expression of indicated genes was analyzed by RT-qPCR. **(g-i)** The expression of IDO, MMP9 and MMP2 proteins were analyzed by immunoblot. All the histograms in this figure show means $\pm$ s.e.m., (n=3, *P<0.05, **P<0.01, ***P<0.001, Student's *t*-test).

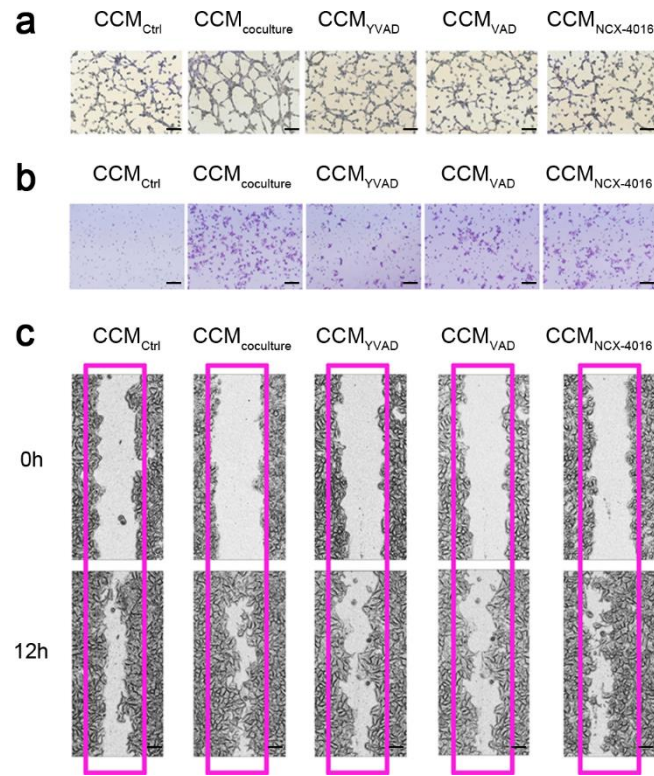

Supplementary Figure 4. Caspase-1 inhibition impairs the pro-tumoral abilities of TAMs. (a) For angiogenesis assay, HUVEC were preincubated with CCM_{Ctrl}, CCM_{coculture}, CCM_{YVAD}, CCM_{VAD} and CCM_{NCX-4016} for 12 h. The cells were then seeded in 24-well plates coated with Matrigel (1×10^5 cells/well). After 6 h of culture at 37°C, representative photographs were taken, scale bar 100 μ m, and the average number of tubules was calculated and analyzed. (b) For invasion assay, MCF-7 cells were seeded into Matrigel-coated invasion chambers and incubated with CCM_{Ctrl}, CCM_{coculture}, CCM_{YVAD}, CCM_{VAD} and CCM_{NCX-4016} for 12 h, MCF-7 cells were fixed, stained with crystal violet, then representative photographs were taken, scale bar 100 μ m, and invaded cells were counted and analyzed. (c) For scratch migration assay, MCF-7 cells grown to 90% confluency monolayers were incubated in the absence of serum for 12 h and wounded in a line across the well with a 10 μ l standard pipette tip. The wounded monolayers were washed twice with serum free media to remove cell debris and then incubated with CCM_{Ctrl}, CCM_{coculture}, CCM_{YVAD}, CCM_{VAD} and CCM_{NCX-4016} for another 12 h. Representative photographs were taken, scale bar 100 μ m, migrated cells were counted and analyzed. All Photographs were taken with an Nikon

DXM1200C microscope equipped with digital camera.

*The quantitative data were generated from the mean value of three independent experiments, mean value of each experiment was based on at least 10 fields.

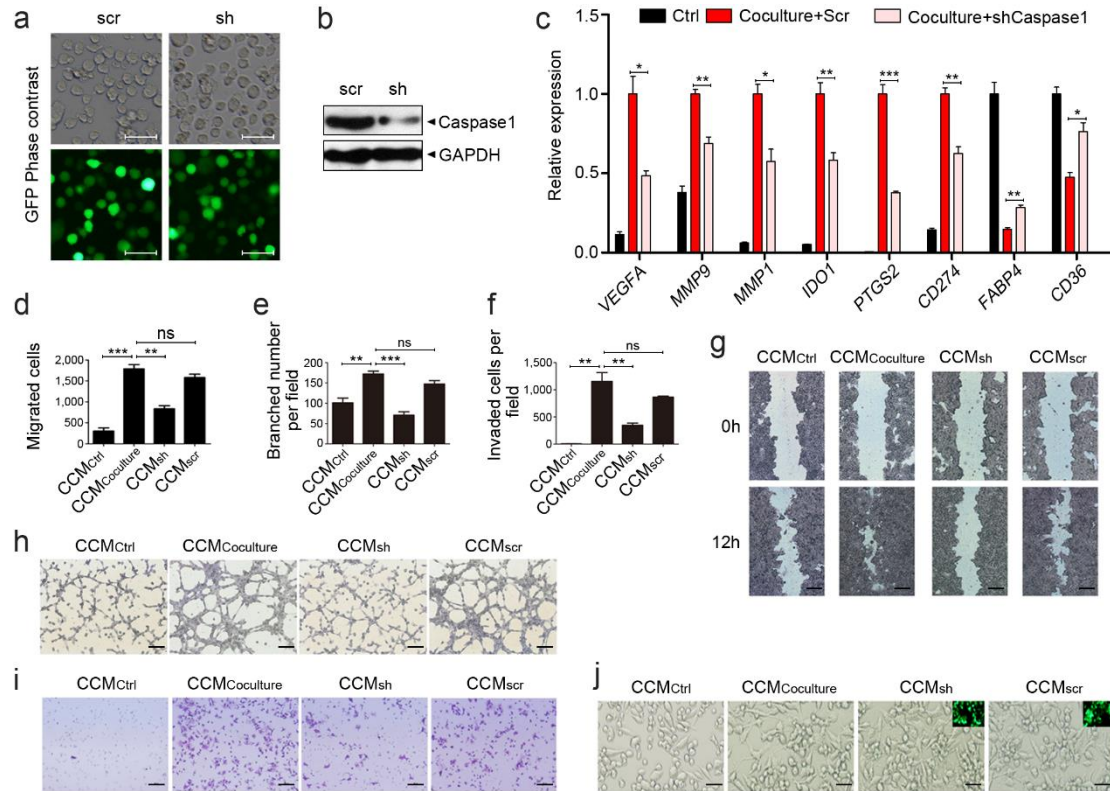

Supplementary Figure 5. Caspase-1 knockdown impairs the pro-tumoral abilities of TAMs.

(a) Phase contrast and fluorescence microscopy of THP-1 cells stably expressing shRNA against caspase-1 (sh) or control scramble shRNA (scr) sorted by FACS, scale bar 50 μ m. (b) Caspase-1 expression in THP-1 cells stably expressing shRNA against caspase-1 (sh) or control scramble shRNA (scr) sorted by FACS was measured by immunoblot. (c) THP-1_{sh} and THP-1_{scr} were cultured alone or cocultured with MCF-7 for 48 h, the expression of protumoral genes were assessed by RT-qPCR. (d,g) For scratch migration assay, MCF-7 cells were grown to 90% confluency monolayers were incubated in the absence of serum for 12 h and wounded in a line across the well with a 10 ml standard pipette tip. The wounded monolayers were washed twice with serum free media to remove cell debris and then incubated with CCM_{Ctrl}, CCM_{Coculture}, CCM_{Sh} and CCM_{Scr} for another 12 h. Migrated cells were counted and analyzed. Representative photographs were taken, scale bar 100 μ m. (e,h) For invasion assay, MCF-7 cells were seeded into Matrigel-coated invasion chambers and incubated with CCM_{Ctrl}, CCM_{Coculture}, CCM_{Sh} and

CCM_{Scr} for 12 h, MCF-7 cells were fixed, stained with crystal violet. Migrated cells were counted and analyzed.

Representative photographs were taken, scale bar 100 μ m. **(f,i)** For angiogenesis assay, HUVEC were pre-incubated with CCM_{Ctrl}, CCM_{Coculture}, CCM_{Sh} and CCM_{Scr} for 12 h. The cells were then seeded in 24-well plates coated with Matrigel (1×10^5 cells/well). After 6 h of culture at 37°C. Average number of tubules was counted and analyzed. Representative photographs were taken, scale bar 100 μ m. **(j)** Pictures of macrophage cocultured with MCF-7 for 96 h were taken. All Photographs were taken with an Nikon DXM1200C microscope equipped with digital camera, scale bar 100 μ m. All the histograms in this figure show means $\pm$ s.e.m., (n =3, *P<0.05, **P<0.01, ***P<0.001, ns, not significant, Student's *t*-test).

*d,e,f The quantitative data were generated from the mean value of three independent experiments, mean value of each experiment was based on at least 10 fields.

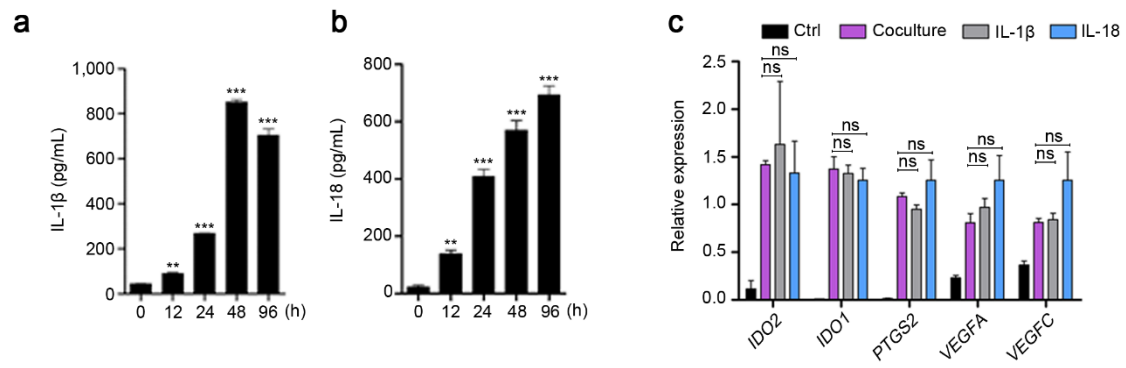

Supplementary Figure 6. Caspase-1 substrates IL-1 β and IL-18 are not involved in TAM differentiation.

(a,b) The IL-1 β (a) and IL-18 (b) levels of cell culture supernatant in coculture system were measured by ELISA at indicated time points. (c) THP-1 cells were cultured alone or cocultured with MCF-7 or cocultured with MCF-7 in the presence of 600 pg ml⁻¹ IL-1 β or 600 pg ml⁻¹ IL-18, the expression of pro-tumoral genes were assessed by RT-qPCR. All the histograms in this figure show means $\pm$ s.e.m., (n =3, **P<0.01, ***P<0.001, ns, not significant, onw way ANOVA).

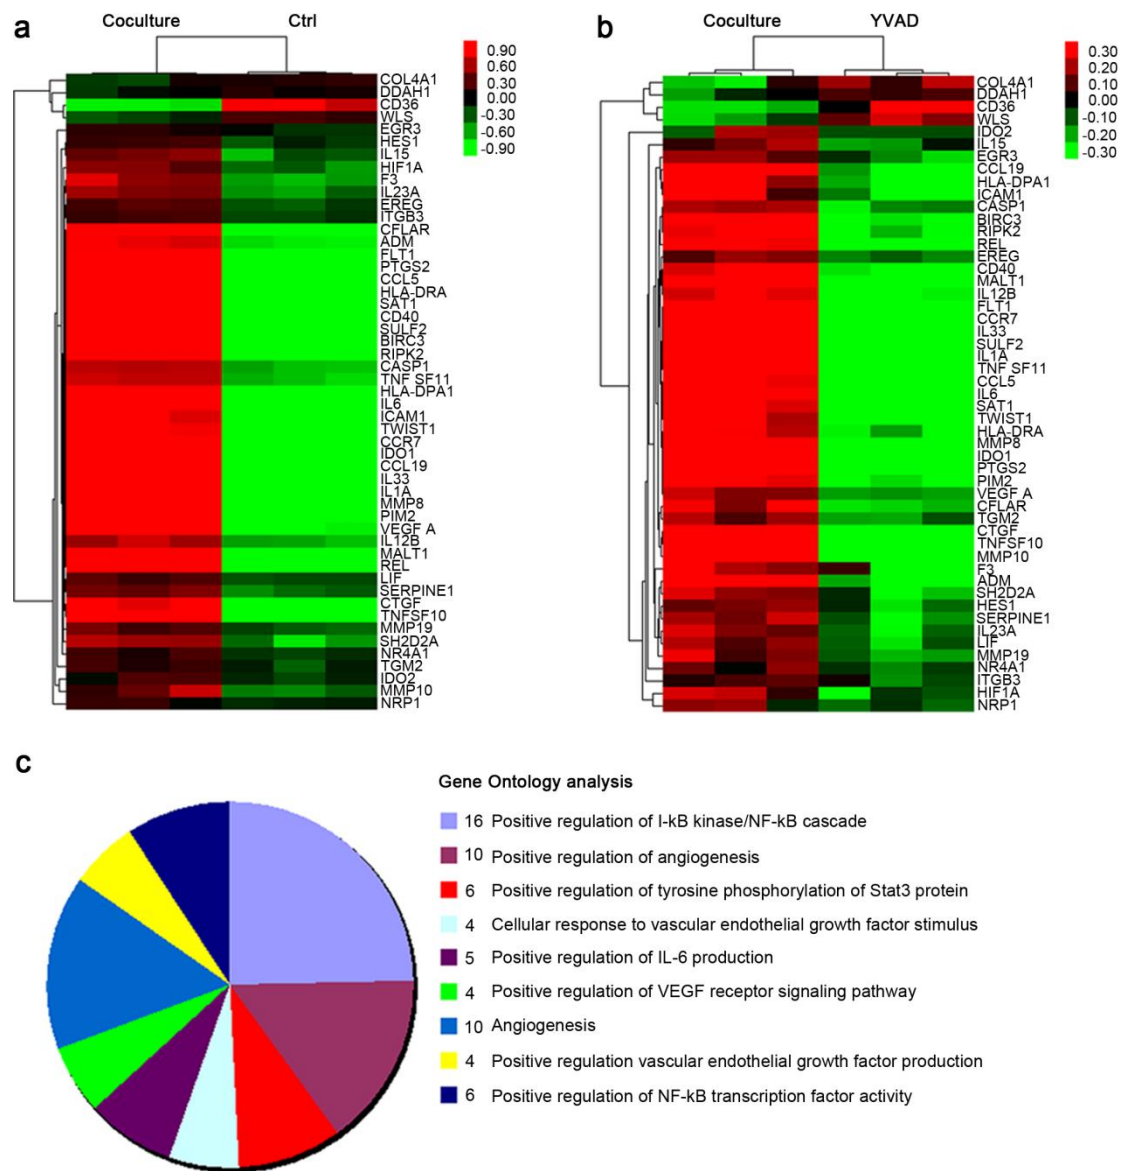

Supplementary Figure 7. Microarray analysis of pro-tumoral genes expression during THP-1 differentiation.

THP-1 macrophages cultured alone (Ctrl) or co-cultured with MCF-7 for 48 h in the absence (Coculture) or presence of caspase-1 inhibitors YVAD (YVAD) were subjected to microarray analysis. Genes whose expression patterns can be reversed by YVAD are selected. **(a,b)** Heat map of 33 genes (p -value < 0.05 , fold change > 1.5 or < -1.5) closely linked with pro-tumoral functions of macrophage are presented. **(c)** Gene ontology analysis performed on genes that are differentially expressed in **(a,b)**.

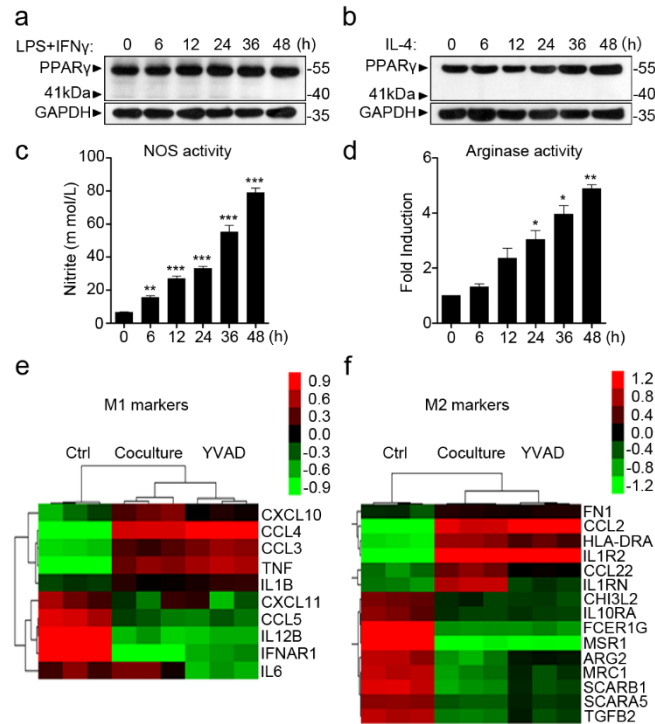

Supplementary Figure 8. Caspase-1 cleaves PPAR γ doesn't involve in the differentiation of M1 or M2. (a,c)

THP-1 macrophages were incubated for the indicated time with 20 ng/mL IFN γ and 100 ng/mL LPS, extracts of THP-1 cells were harvested at indicated time, PPAR γ and its truncated fragment in the polarization of M1 was determined by immunoblot analysis **(a)**, NO production in the culture supernatant was measured by griess method **(c)**. **(b,d)** Cells were incubated for the indicated times with 10 ng/mL IL-4, extracts of THP-1 cells were harvested at indicated time, PPAR γ and its truncated fragment in the polarization of M2 was determined by immunoblot analysis **(b)**, relative arginase activity was measured by arginase activity assay kit **(d)**. **(e,f)** Microarray analysis of M1 **(e)** or M2 **(f)** specific genes expression in THP-1 macrophages cultured alone or cocultured with MCF-7 in the absence or presence of YVAD. All the histograms in this figure show means $\pm$ s.e.m., (n=3, *P<0.05, **P<0.01, ***P<0.001, Student's *t*-test).

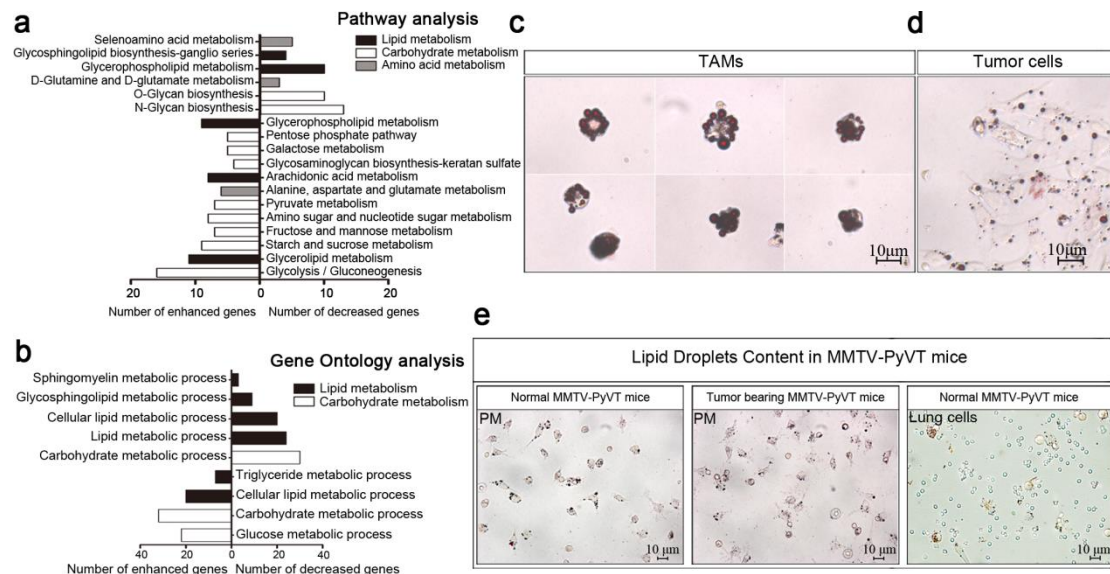

Supplementary Figure 9. Metabolic reprogramming of TAMs. (a,b) THP-1 macrophages cultured alone (Ctrl) or co-cultured with MCF-7 for 48 h (Coculture) were subjected to microarray analysis, genes that related to metabolism are pre-selected (p -value < 0.05 , fold change > 1.5 or < -1.5), Pathway analysis (a) and gene ontology analysis (b) were performed for these genes. (c) Lipid content was analyzed by Oil Red O staining in TAMs isolated from tumors from MMTV-PyVT mice. (d) Lipid content was analyzed by Oil Red O staining in tumor cells from MMTV-PyVT mice. (e) Lipid content was analyzed by Oil Red O staining in peritoneal macrophages isolated from tumor bearing MMTV-PyVT mice or normal MMTV-PyVT mice and single cell suspensions from normal MMTV-PyVT mice lung tissues.

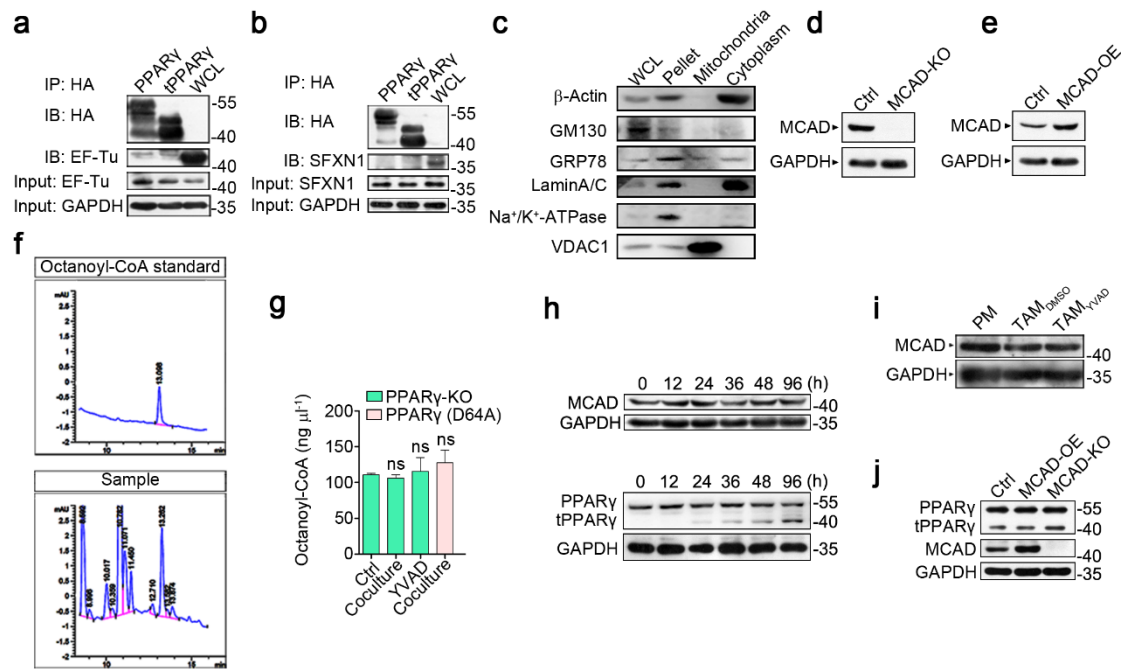

Supplementary Figure 10. tPPAR γ enriches in mitochondria and binds to MCAD then impairs its activity.

(a) THP-1 cells were transfected with plasmids encoding HA-tagged full-length PPAR γ or tPPAR γ Δ 64D. Cell extracts were prepared 48 h post-transfection and immunoprecipitated with anti-HA antibodies, then, immunoblot analysis of coimmunoprecipitated proteins with anti-HA antibodies for two forms of PPAR γ or anti-EF-Tu antibodies for detection of EF-Tu. (b) THP-1 cells were transfected with plasmids encoding HA-tagged full-length PPAR γ or tPPAR γ Δ 64D. After 48 h, immunoprecipitated with anti-HA antibodies, then, immunoblot analysis of coimmunoprecipitated proteins with anti-HA antibodies for two forms of PPAR γ or anti-SFXN1 antibodies for detection of SFXN1. (c) Mitochondria purity was analyzed by immunoblotting with antibodies against Na⁺,K⁺-ATPase β 2 (a plasma membrane marker), GM130 (a Golgi marker), LaminA/C (a nucleus marker), voltage-dependent anion channel (VDAC, a mitochondrial outer membrane marker), β -actin (a cytoplasm marker) and Bip/GRP78 (an endoplasmic reticulum marker). (d,e) Immunoblot analysis of MCAD knockout and overexpression efficiency in THP-1 cells. (f) Retention time (13 min) was confirmed by using purified Octanoyl-CoA standard. HPLC analyzes the retention time of purified octanoyl-coA standard (upper), and

components of one sample (lower). (g) PPAR γ knockout THP-1 macrophages were cultured alone or cocultured with MCF-7 in the absence or presence of YVAD for 24 h, PPAR γ (D64A) overexpressing THP-1 macrophages (wild type PPAR γ was deleted) were cocultured with MCF-7 for 24 h, then MCAD activity was analyzed by HPLC. Remaining Octanoyl coenzyme A were negatively correlated with MCAD activity. Statistical results of total three trials was showed. The data represent means $\pm$ s.e.m., (n =3, ns, not significant, Student's *t*-test). (h) THP-1 macrophages were cocultured with MCF-7 for indicated time, then MCAD protein, PPAR γ and PPAR γ fragment in THP-1 macrophages were measured by immunoblot. (i) Peritoneal macrophages were isolated from tumor bearing MMTV-PyVT mice, and TAMs were isolated from tumor bearing MMTV-PyVT mice administration of vehicle or caspase-1 inhibitor YVAD, MACD expression was analyzed by immunoblot. TAMs in each sample were pooled from three mice. (j) PPAR γ and tPPAR γ expression in wild type, MCAD knockout and MCAD overexpression THP-1 macrophages cocultured with MCF-7 for 24 h were analyzed by immunoblot.

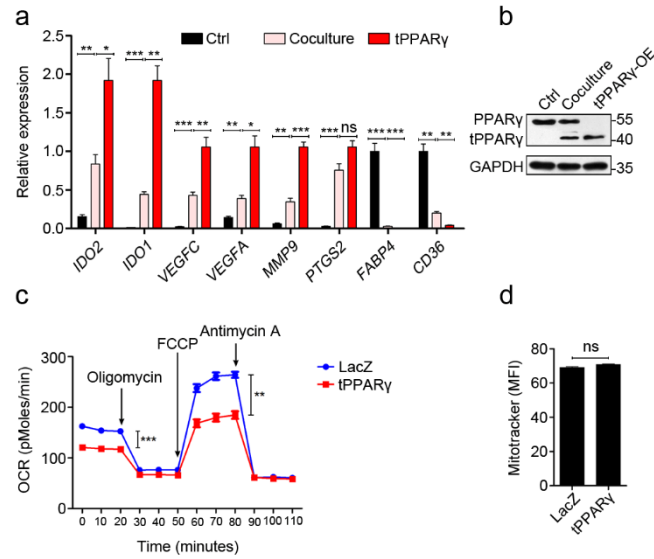

Supplementary Figure 11. tPPAR γ overexpression promotes TAM differentiation.

(a) LacZ overexpressing THP-1 macrophages were cultured alone (Ctrl), or cocultured with MCF-7 for 2 d (Coculture), tPPAR γ overexpressing THP-1 macrophages (wild type PPAR γ was deleted) were cocultured with MCF-7 for 2 d, TAMs hallmarks were analyzed by RT-qPCR. (b) Immunoblot analysis of the tPPAR γ overexpression efficiency. (c) The oxygen consumption rates (OCRs) in were measured in overexpressing LacZ control THP-1 or tPPAR γ -expressing macrophages at baseline and in response to mitochondrial inhibitors, as specified in the Experimental Procedures. (d) Mitochondria content in these macrophages was measured by mitotracker. All the histograms in this figure show means $\pm$ s.e.m., (n =3, *P<0.05, **P<0.01, ***P<0.001, ns, not significant, Student's *t*-test).

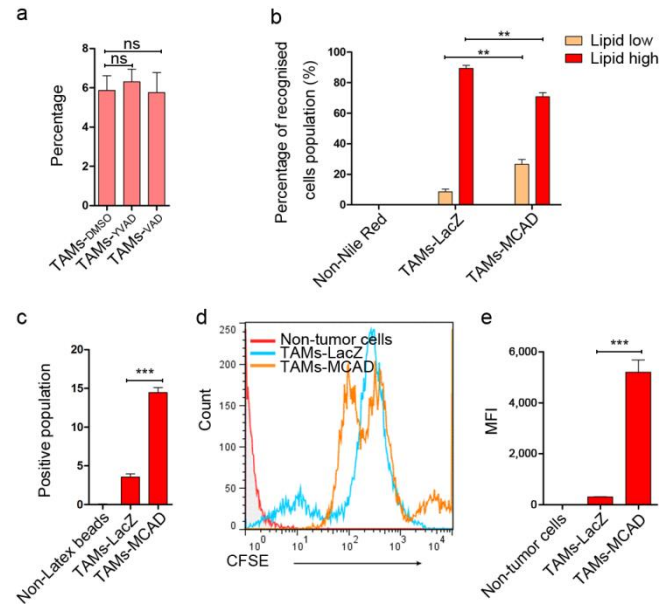

Supplementary Figure 12. tPPAR γ overexpression promotes TAM differentiation.

(a) MMTV-PyMT tumor bearing mice were administrated with vehicle, YVAD or VAD for 3 weeks, TAMs were sorted from the total tumor tissue cells by magnetic cell sorting using MACS, and TAMs percentage in mixed cells was analyzed (n=6). (b) Statistics of Fig. 9j were presented. Statistics were generated based on three trials (n=7). (c) Statistics of Fig. 9i were presented. Statistics were generated based on three trials (n=7). (d,e) Phagocytosis of 4T1 tumor cells by TAMs-LacZ and TAMs-MCAD was analyzed by flow cytometry (d). And statistics of three trials were showed (e), the phagocytic index mean fluorescence intensity (MFI) was generated by FlowJo software (n=7). All data represent means $\pm$ s.e.m., (**P<0.01, ***P<0.001, ns, not significant on way ANOVA).

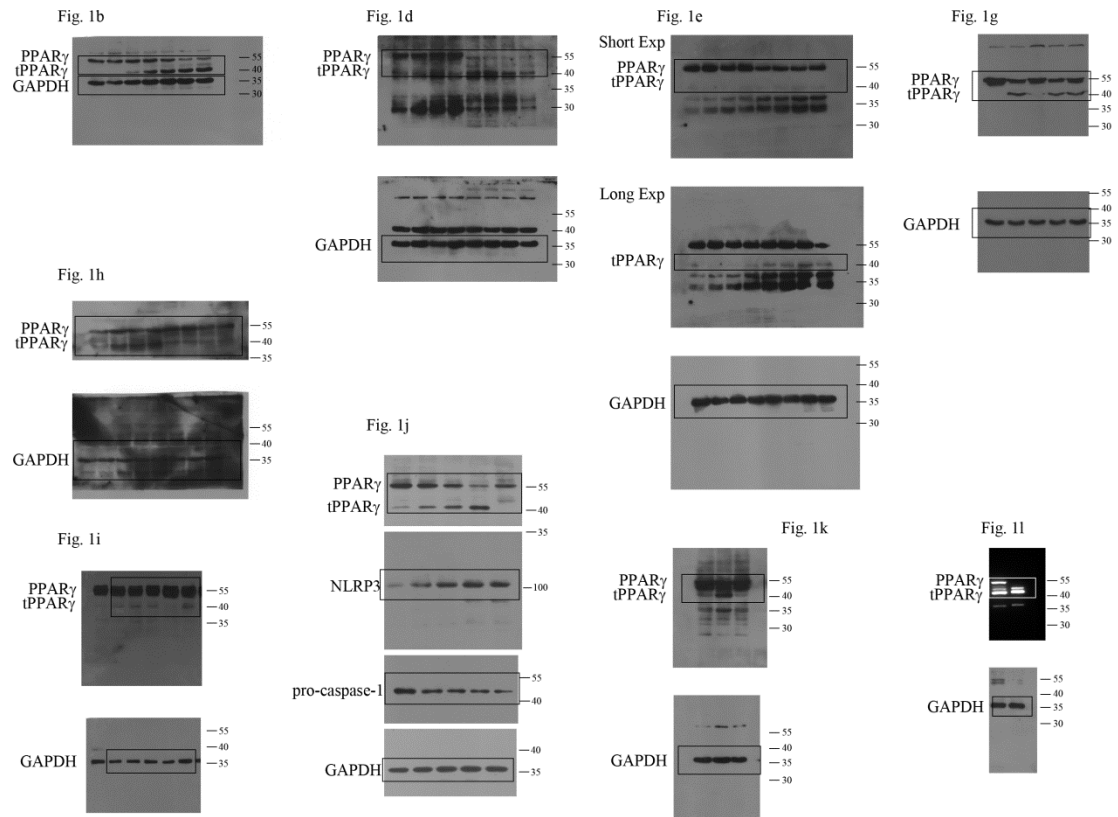

Supplementary Figure 13: full scans of blots in Figure 1b, Figure 1d, Figure 1e, Figure 1g, Figure 1h, Figure 1i, Figure 1j, Figure 1k and Figure 1l

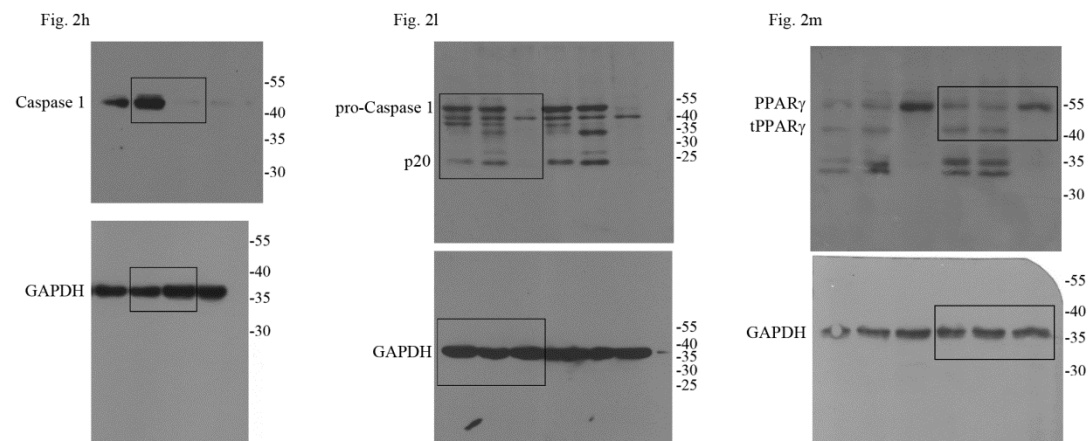

Supplementary Figure 14: full scans of blots in Figure 2h, Figure 2l and Figure 2m

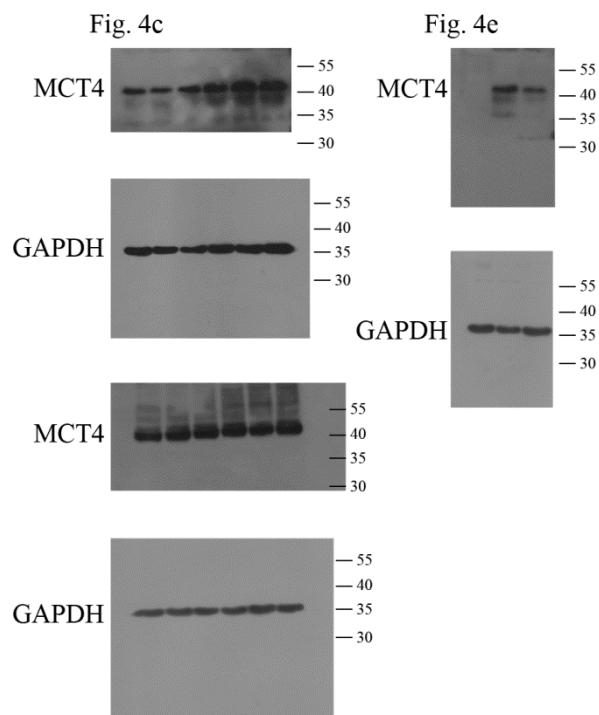

Supplementary Figure 15: full scans of blots in Figure 4c, Figure 4e

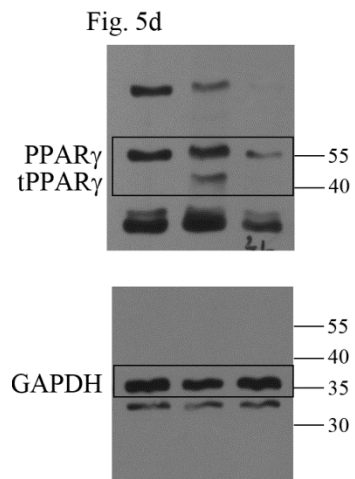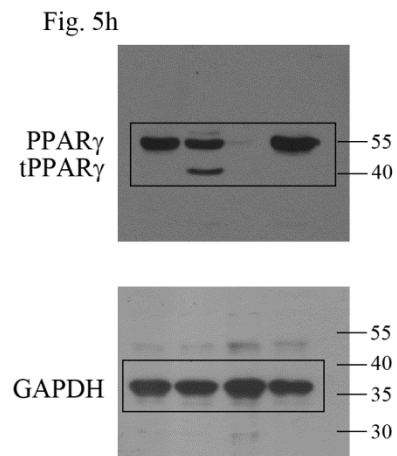

Supplementary Figure 16: full scans of blots in Figure 5d, Figure 5h

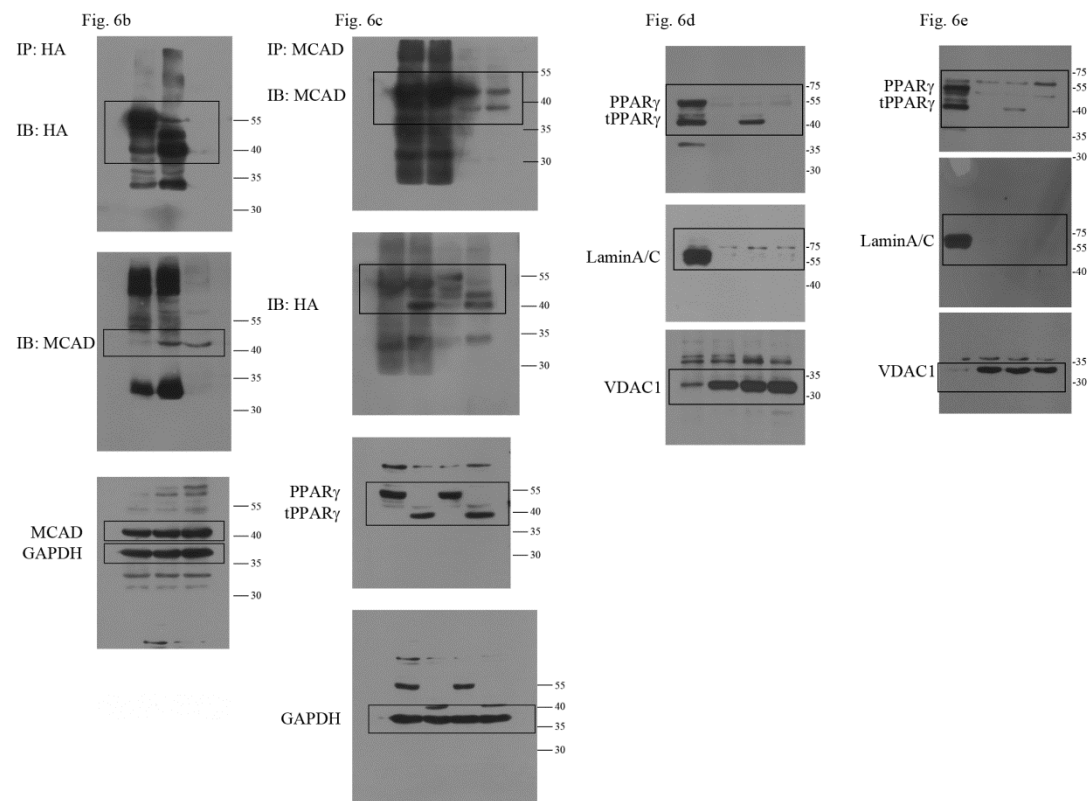

Supplementary Figure 17: full scans of blots in Figure 6b, Figure 6c, Figure 6d and Figure 6e

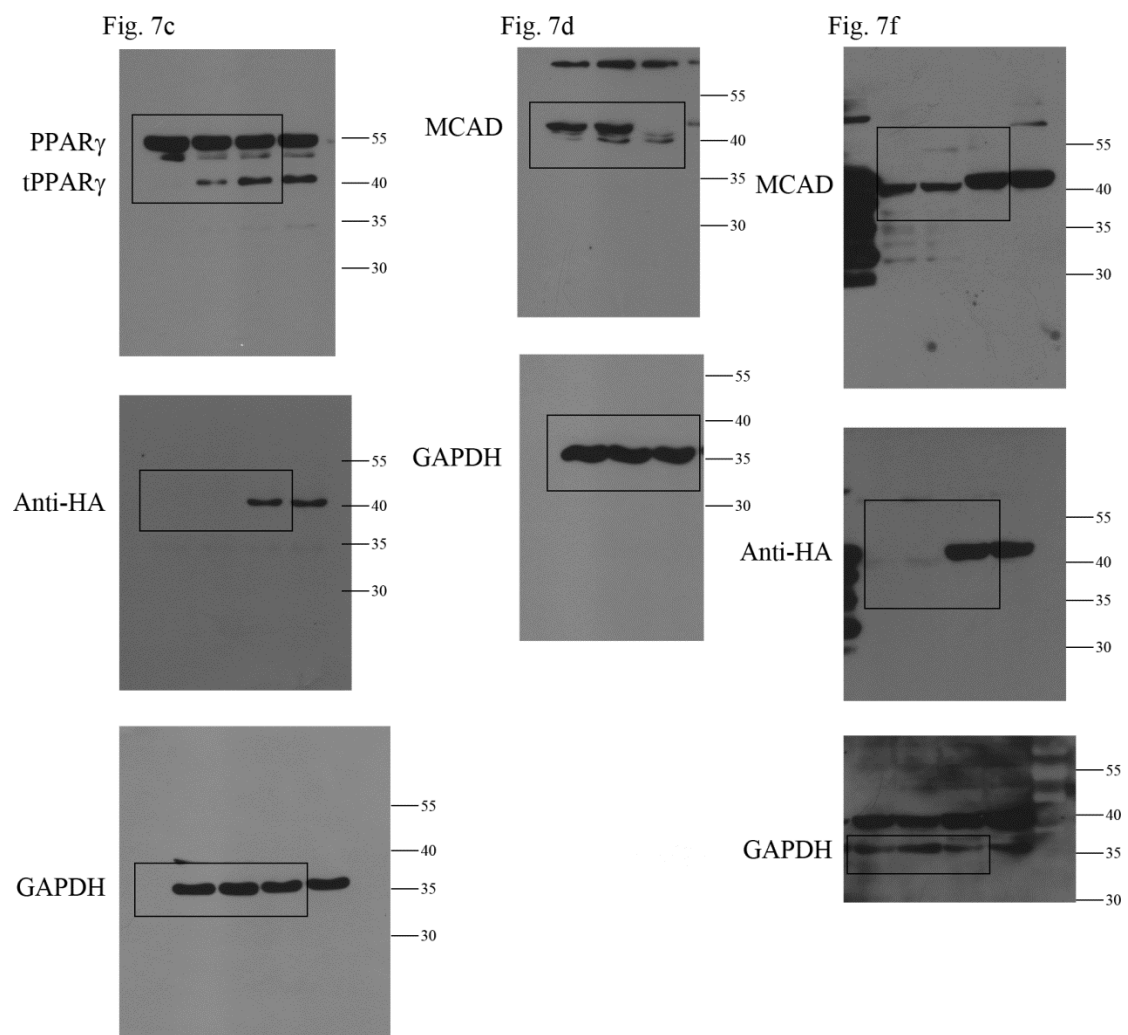

Supplementary Figure 18: full scans of blots in Figure 7c, Figure 7d and Figure 7f

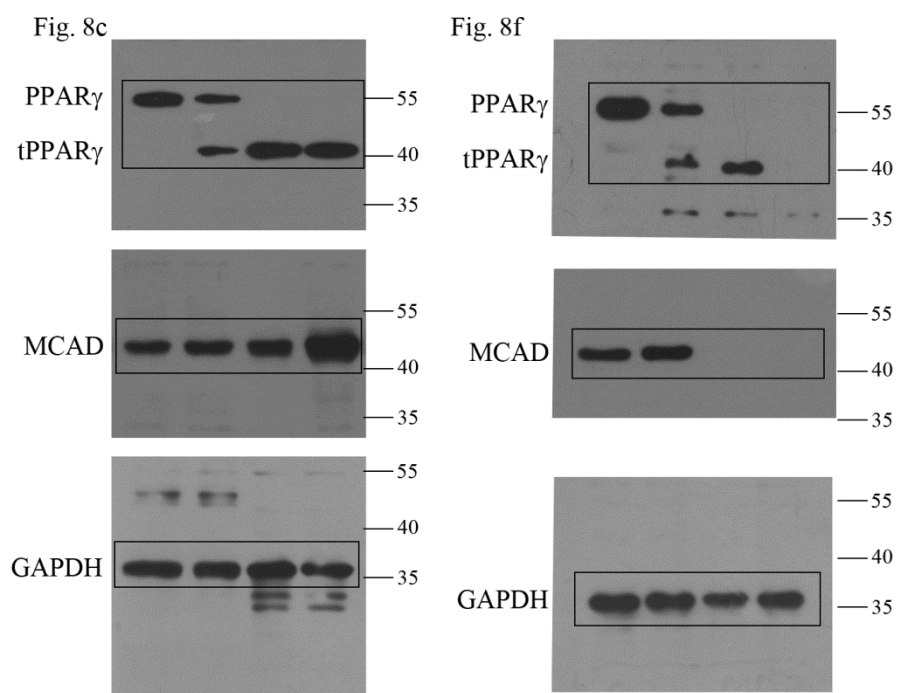

Supplementary Figure 19: full scans of blots in Figure 8c and Figure 8f

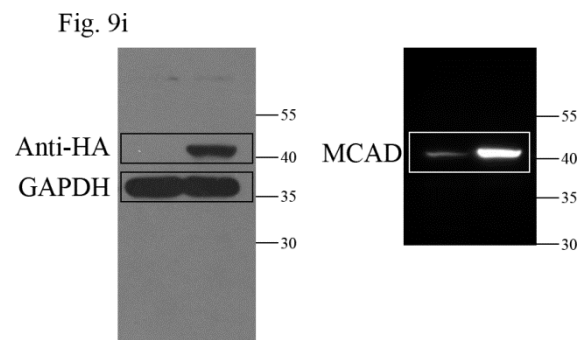

Supplementary Figure 20: full scans of blots in Figure 9i

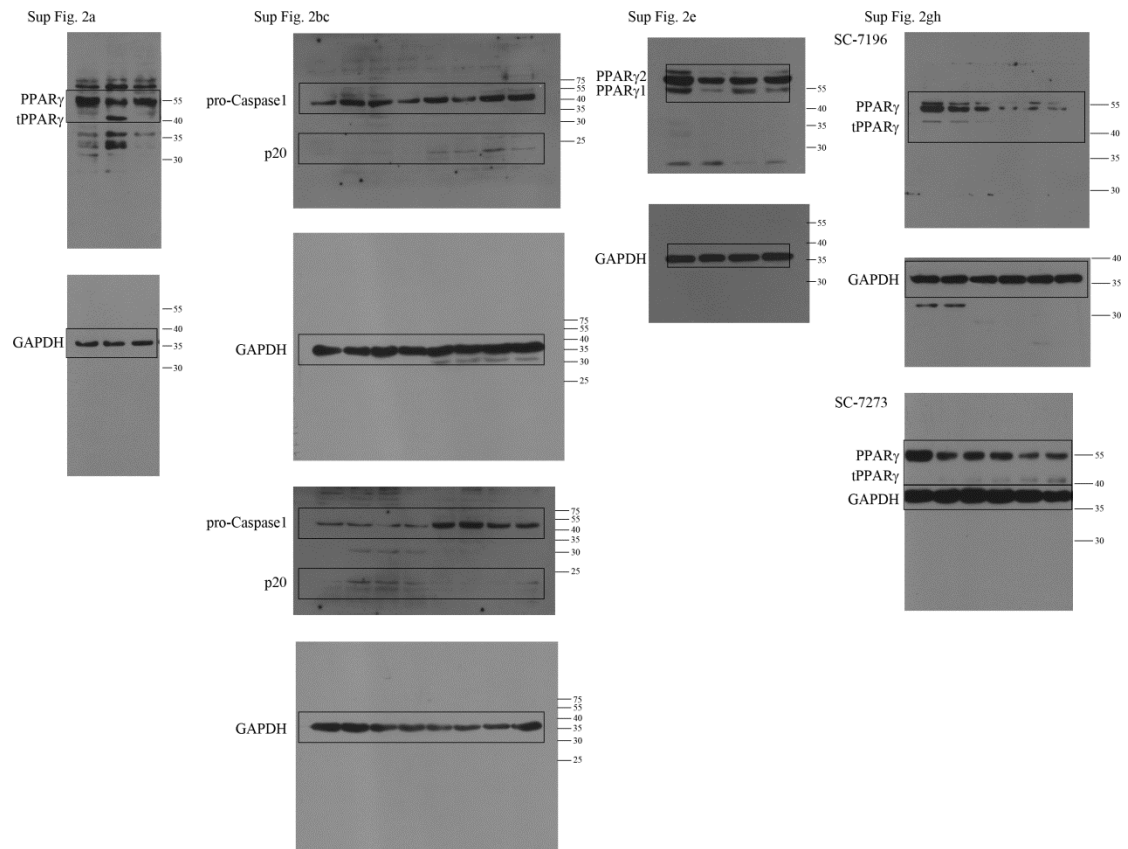

Supplementary Figure 21: full scans of blots in Supplementary Figure 2a, Supplementary Figure 2bc,

Supplementary Figure 2e and Supplementary Figure 2gh

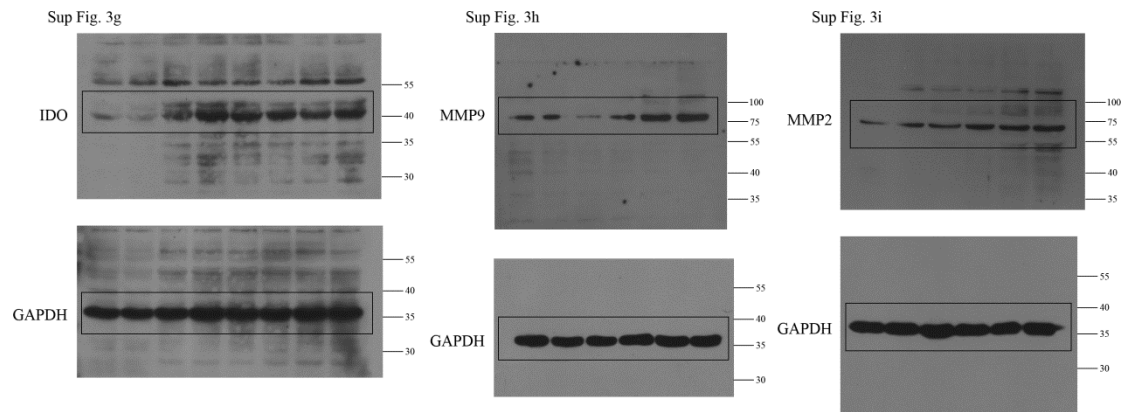

Supplementary Figure 22: full scans of blots in Supplementary Figure 3g, Supplementary Figure 3h and Supplementary Figure 3i

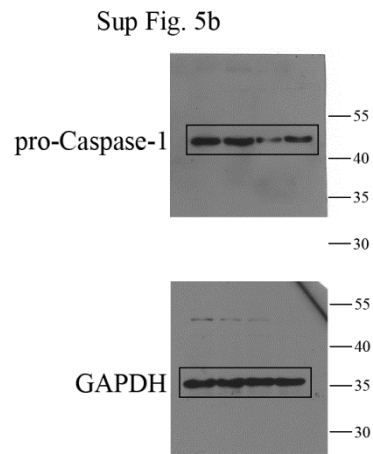

Supplementary Figure 23: full scans of blots in Supplementary Figure 5b

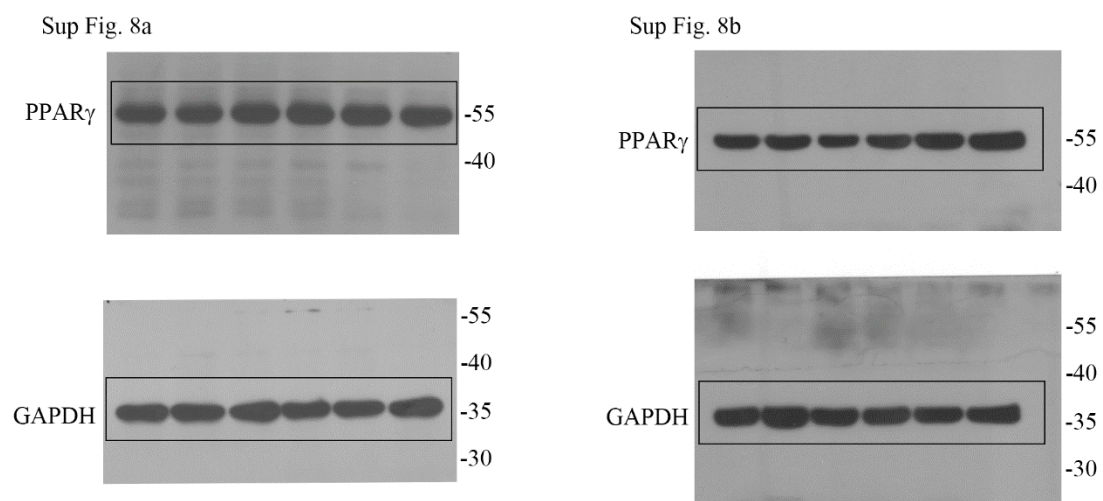

Supplementary Figure 24: full scans of blots in Supplementary Figure 8a and Supplementary Figure 8b

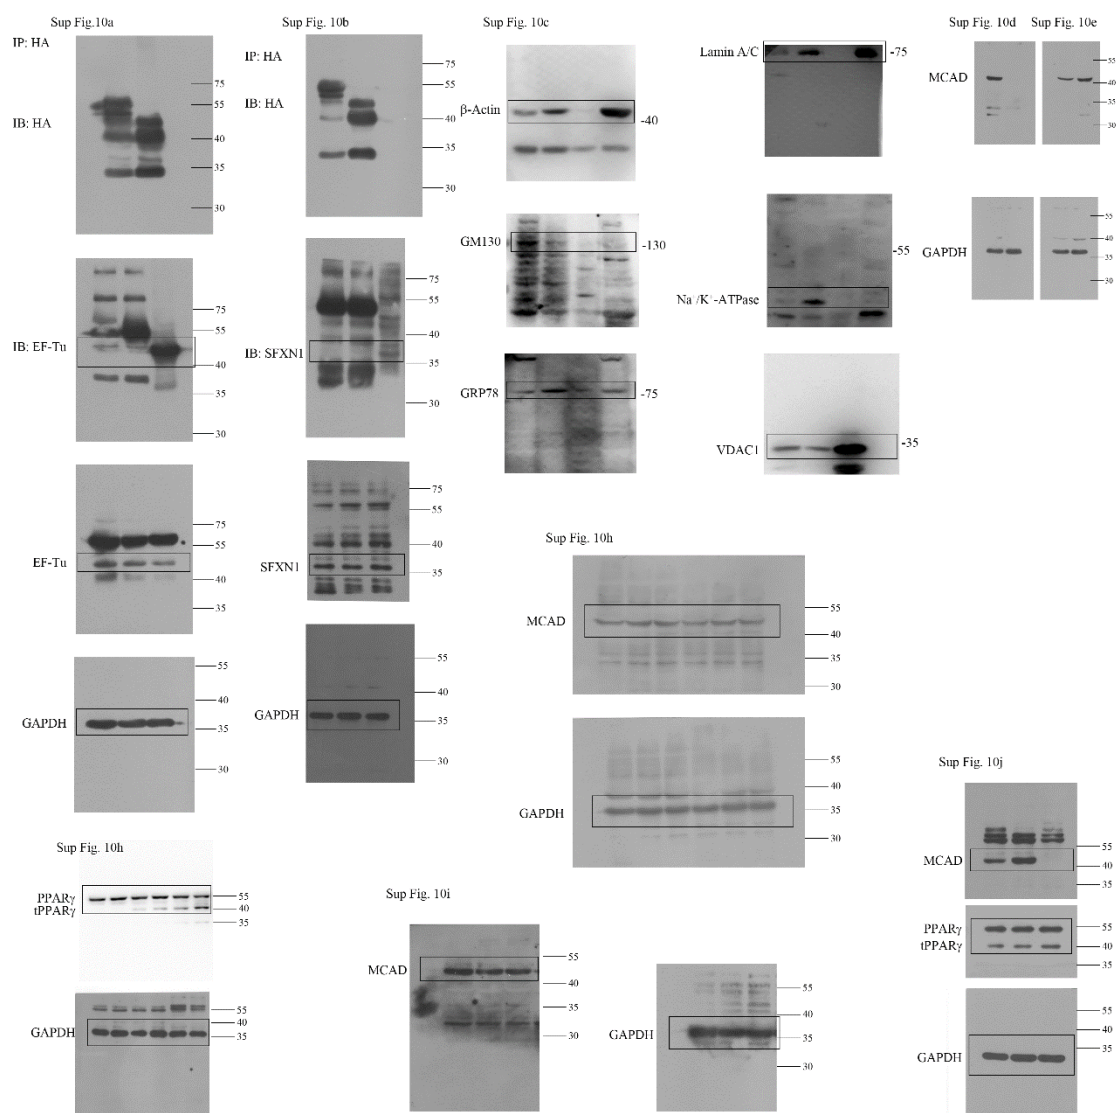

Supplementary Figure 25: full scans of blots in Supplementary Figure 10a, Supplementary Figure 10b, Supplementary Figure 10c, Supplementary Figure 10d, Supplementary Figure 10e, Supplementary Figure 10h, Supplementary Figure 10i and Supplementary Figure 10j

Sup Fig. 11b

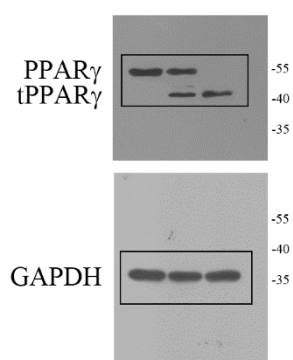

Supplementary Figure 26: full scans of blots in Supplementary Figure 11b

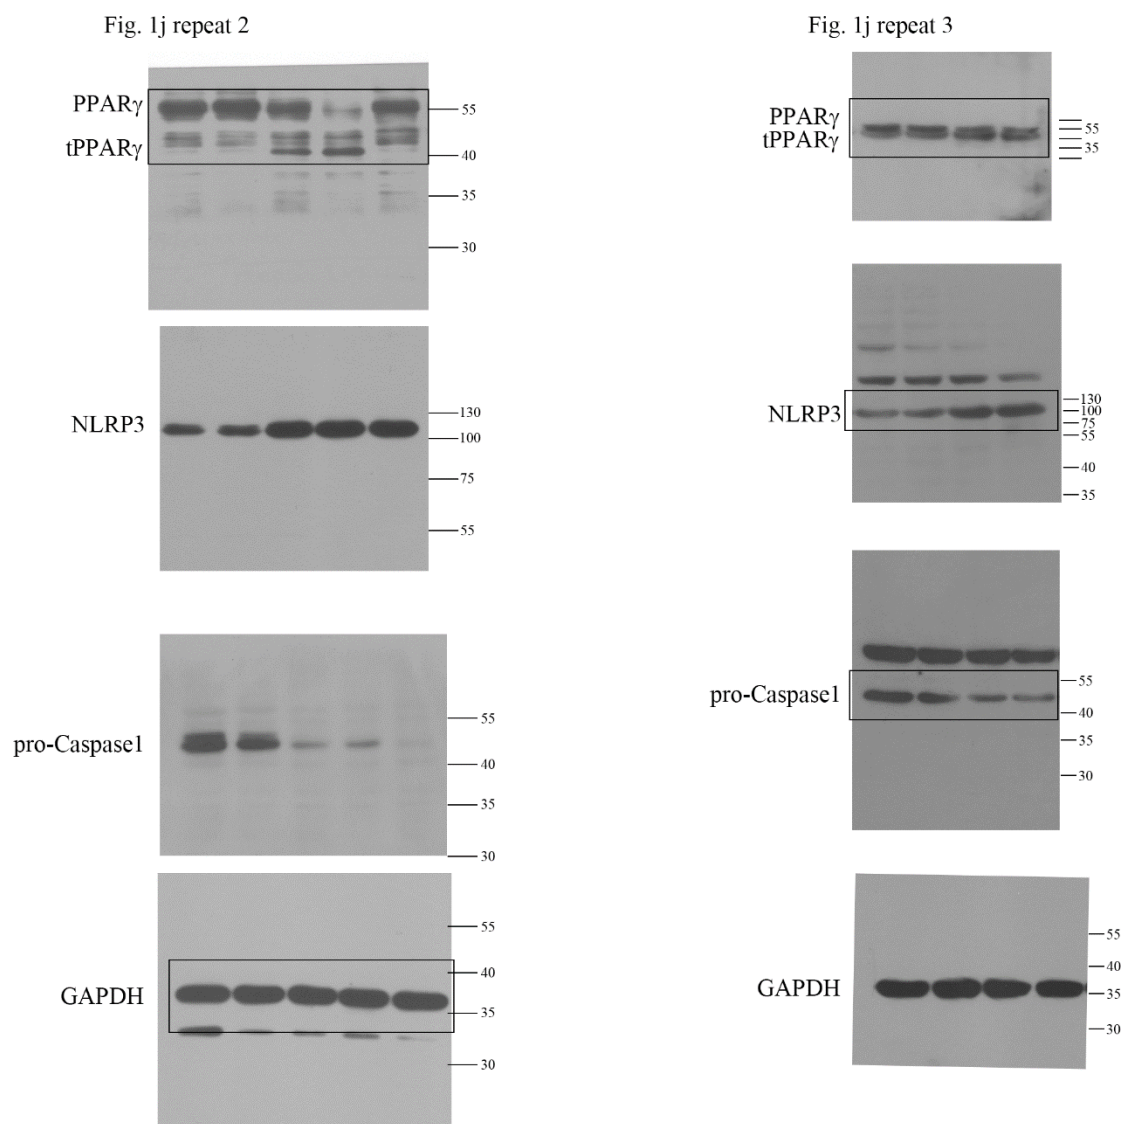

Supplementary Figure 27: full scans of blots in Figure 1j(another two repeats)

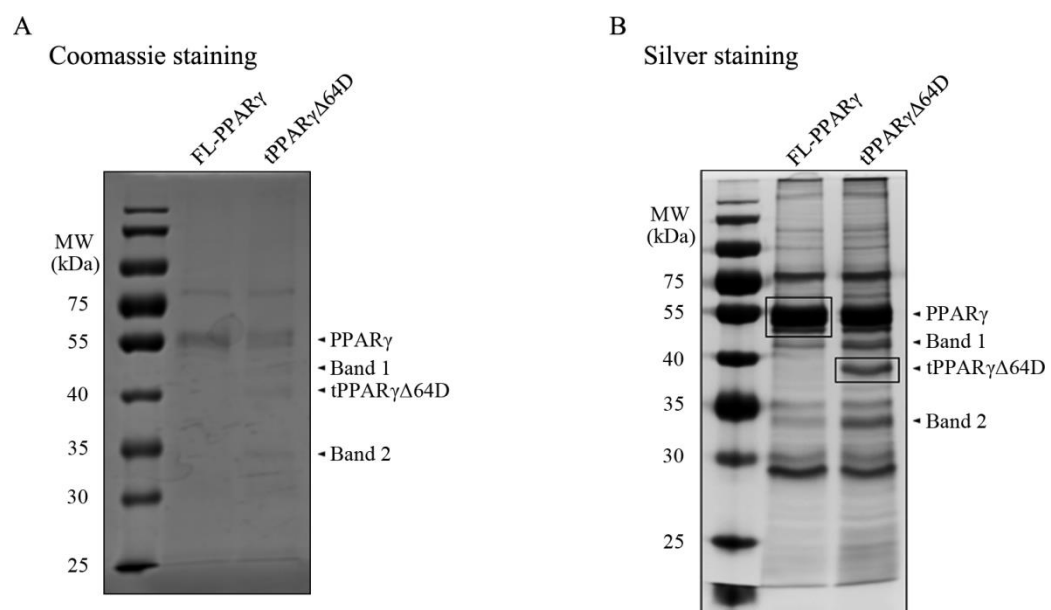

Supplementary Figure 28: Coomassie and silver staining of Figure 6a

Supplementary Table 1. Silver staining shows examples of the potential cellular proteins that specifically interact with tPPAR γ A64D.

Swiss-Prot accession	Identified proteins	Score	No. of Unique Peptides	Molecular weight (kDa)
Band 1				
P37231-2	Isoform 1 of PPAR γ	347.58	22	54.6
P60709	Actin, cytoplasmic 1	132.24	17	41.7
P04264	Keratin, type II cytoskeletal 1	119.75	17	66.0
P13645	Keratin, type I cytoskeletal 10	92.19	13	58.8
P35908	Keratin, type II cytoskeletal 2	84.42	13	65.4
P39023	60S ribosomal protein L3	81.69	16	46.1
Q03181-2	Isoform 2 of PPAR δ	74.77	1	40.4
P35527	Keratin, type I cytoskeletal 9	59.11	7	62.0
P49411	Elongation factor Tu	56.28	10	49.5
B7Z911	MCAD	55.47	6	42.4
P38646	Stress-70 protein,	51.88	8	73.6
Band 2				
P37231-2	Isoform 1 of PPAR γ	581.61	14	54.6
P63244	GNB2L1	101.08	12	35.1
P13645	Keratin, type I cytoskeletal 10	93.68	14	58.8
P04264	Keratin, type II cytoskeletal 1	88.71	14	66.0
Q9Y6D9	Mitotic spindle assembly checkpoint protein	84.20	12	83.0
Q07955	Serine/arginine-rich splicing factor 1	81.46	9	27.7
P35527	Keratin, type I cytoskeletal 9	56.78	9	62.0
P62424	60S ribosomal protein L7a	55.86	8	30.0
Q9H9B4	Sideroflexin-1	53.25	9	35.6
P02647	Apolipoprotein A-I	51.03	11	30.8

Supplementary Table 2. Primers used in this article.			
Human		Mouse	
Names	Sequences	Names	Sequences
<i>MMP9</i> (F)	GAACCAATCTCACCGACAGG	<i>B7h1</i> (F)	GCTCCAAAGGACTTGTACGTG
<i>MMP9</i> (R)	GCCACCCGAGTGTAACCATA	<i>B7h1</i> (R)	TGATCTGAAGGGCAGCATTTC
<i>VEGFA</i> (F)	AAGGAGGAGGGCAGAATCAT	<i>Ptgs2</i> (F)	TTCCAATCCATGTCAAAACCGT
<i>VEGFA</i> (R)	TTCTTGCGCTTTCGTTTTT	<i>Ptgs2</i> (R)	AGTCCGGGTACAGTCACACTT
<i>VEGFC</i> (F)	CTACAGATGTGGGGGTTGCT	<i>Ido1</i> (F)	TGGCGTATGTGTGGAACCG
<i>VEGFC</i> (R)	CATCCAGCTCCTTGTTTGGT	<i>Ido1</i> (R)	CTCGCAGTAGGGAACAGCAA
<i>MMP1</i> (F)	CTGGCCACAACCTGCCAAATG	<i>Ido2</i> (F)	TCAAAGTCAGAGCATGACGCT
<i>MMP1</i> (R)	CTGTCCCTGAACAGCCCAGTACT<br>TA	<i>Ido2</i> (R)	GGCGGTTCTCGATTAAAGTGAG
<i>IDO1</i> (F)	GCCAGCTTCGAGAAAGAGTTG	<i>Vegfa</i> (F)	GCACATAGAGAGAATGAGCTTC<br>C
<i>IDO1</i> (R)	ATCCCAGAACTAGACGTGCAA	<i>Vegfa</i> (R)	CTCCGCTCTGAACAAGGCT
<i>IDO2</i> (F)	CCACAGACCGAATGTGAAGAC	<i>B7h4</i> (F)	ATCATTGGCTTTGGCATTTTC
<i>IDO2</i> (R)	TGTTGGCAATTTCATCCAAGG	<i>B7h4</i> (R)	TCAGGTTCAAAAGTGCAGCTC
<i>PTGS2</i> (F)	CTGGCGCTCAGCCATACAG	<i>Folr2</i> (F)	CGAGGACAAGCTGCATGA
<i>PTGS2</i> (R)	CGCACTTATACTGGTCAAAATCCC	<i>Folr2</i> (R)	GGGAGTCAGCCTTGTGTAGC
<i>CD36</i> (F)	AGTCACTGCGACATGATTAATGGT	<i>Mmp2</i> (F)	TAACCTGGATGCCGTCGT
<i>CD36</i> (R)	CTGCAATACCTGGCTTTTCTC	<i>Mmp2</i> (R)	TTCAGGTAATAAGCACCCCTTGA<br>A
<i>FABP4</i> (F)	TACTGGGCCAGGAATTTGAC	<i>Mmp9</i> (F)	ACGACATAGACGGCATCCA
<i>FABP4</i> (R)	GTGGAAGTGACGCCTTTCAT	<i>Mmp9</i> (R)	GCTGTGGTTCAGTTGTGGTG
<i>PPARγ</i> (F)	AACCACCCTGAGTCCTCAC	<i>Arg1</i> (F)	TGGCTTGCGAGACGTAGAC
<i>PPARγ</i> (R)	TCATGTCTGTCTCCGTCTT	<i>Arg1</i> (R)	GCTCAGGTGAATCGGCCTTTT
<i>PPIA</i> (F)	GCATACGGGTCCTGGCATCTTGTC<br>C	<i>Chil3</i> (F)	TTATCCTGAGTGACCCTTCTAAG<br>C
<i>PPIA</i> (R)	ATGGTGATCTTCTTGCTGGTCTTG<br>C	<i>Chil3</i> (R)	TCATTACCCTGATAGGCATAGG
		<i>Ppia</i> (F)	GCATACGGGTCCTGGCATCTTG<br>CC
		<i>Ppia</i> (R)	ATGGTGATCTTCTTGCTGGTCTT<br>GC

Supplementary Methods

Metabolism Assay. Oxygen consumption rates (OCR) were measured under basal conditions and in response to 1 μ M oligomycin, 0.75 μ M fluorocarbonyl cyanide phenylhydrazone (FCCP), and 0.5 μ M antimycin A (Sigma) with the XF-24 Extracellular Flux Analyzer (Seahorse Bioscience).

Nitric Oxide Measurement. Macrophage were cultured with LPS and IFN- γ for 0-48 h. Synthesis and release of NO by macrophages was determined by assaying culture supernatants for nitrite content. Briefly, 100 μ L supernatant was reacted for 10 minutes at room temperature with an equal volume of Griess reagent [0.5% sulfanilamide and 0.05% N-(1-naphthyl) ethylenediamine dihydrochloride in 2.5% phosphoric acid]. The optical density at 570 nm was then determined on a microtiter plate reader.

Arginase assays. Cells were washed with PBS and lysed with 0.1% Triton X-100 containing protease inhibitor (Roche, Nutley, NJ). To activate Arg-1, buffer containing Tris-HCl (25 mM) and MnCl₂ (10 mM) was added and heated to 56°C for 10 minutes. L-arginine (0.5 M; Sigma) was added, and the samples were heated for 1 hour at 37°C. The hydrolysis of arginine was stopped with 800 μ L of an acid solution mixture (H₂SO₄:H₃PO₄:H₂O, 1:3:7). The amount of urea produced was determined using 9% α -isonitrosopropiophenone and compared with a standard curve with absorbance measured at 540 nm.

Mitochondria isolation. Cell Mitochondria Isolation Kit was obtained from Thermo Scientific (Cat# 89874).

Briefly, 10-30 of Dounce strokes were performed to rupture the cells in the Isolation Buffer provided by the kit.

Then homogenate was transferred into a 2.0 ml Eppendorf tube. The homogenate was centrifuged at 1,000 g for 10 min, 4 $\times$ (pellet was saved for quality analysis). The supernatant was again transferred into a new tube and

centrifuged at 11,000 g for 10 min at 4°C (supernatant was saved for quality analysis). The pellet (mitochondria fraction) was collected and freeze at -80°C for later use.

How the deposited data were processed for this re-analysis (not part of the article)

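RNA of THP-1 macrophages was measured on 9 Affymetrix PrimeView arrays in 3 groups of 3: THP-1 macrophages alone (Ctrl), the macrophages in coculture beside MCF-7 cells (Coculture) and the same coculture with 50 μM YVAD (YVAD), each for 48 h. The samples were grouped by their labels and by the column names of Supplementary Data 1. The treatment protocol in the sample records names the partner cells as MCF-1, while their source names and the paper say MCF-7, the name used here.

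The deposited values are log2 signals made by the authors with RMA, as the column names of Supplementary Data 1 state. In the rows of that table that were held, the signals equal the deposited ones on all 9 arrays to 4 decimals. RMA includes background correction, quantile normalization between arrays and a summary per probe set. The software and its version are not stated in the paper, and the arrays were run and analysed by a service company. The table used holds no probe-level values, detection calls or scan dates, so background correction and scan date could not be varied.

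The 102 control probe sets were left out and 49293 were tested, without a filter on signal. The array medians lay between 4.625 and 4.685, and the background control probe sets had medians of 1.94 to 2.05. The 3' to 5' differences of GAPDH were 0.14 to 0.318 and those of ACTB 0.877 to 1.27. Of all probe sets, 7.79% to 12.4% per array exceeded the 95th percentile of the background control probe sets. The signals showed no pairing of the arrays by replicate number. The deviations of arrays from their group means had a mean correlation of -0.0148 between arrays of the same number and of 0.00782 between arrays of different numbers. The second Coculture and the second YVAD array had the high bioB signals, so shared handling by number stays open.

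The 3 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with group means only. Coculture vs Ctrl, YVAD vs Coculture and YVAD vs Ctrl were tested, with Benjamini-Hochberg adjustment over the 49293 probe sets. A probe set counted as changed at an adjusted p under 0.05 and a fold change of at least 1.5, the cutoffs that the paper states; the paper names no test for the arrays. A probe set counted as reversed when it changed in both Coculture vs Ctrl and YVAD vs Coculture, in opposite directions. The fit was tested on simulated data with known changes in both comparisons. For the chance level of reversal, 100 sets were simulated with YVAD equal to Coculture and 100 with no change in any group, with the measured spread of each probe set.

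A gene was represented by its probe set with the highest mean over the 9 arrays, among probe sets that name 1 gene. Genes were named by a rule set before the data were examined: every gene that the paper's text names for THP-1 macrophages or that Supplementary Figs. 7 and 8e,f label; of each list of Supplementary Data 2, 3 and 4 the members with the largest change; in each comparison the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold whose arrays do not overlap between the groups; and of each fixed gene list the 4 members with the largest change. Not every gene that the rule selects is given in the text. SCG2 falls outside the rule and was chosen after its values were seen.

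There were 32 gene lists, fixed at the same time, although the held rows of Supplementary Data 1, Supplementary Data 2 to 4 and Supplementary Figs. 7 and 8 had been seen. They were TAM hallmarks, matrix metalloproteinases, angiogenic and growth factors, T cell inhibition, interferon-stimulated genes, NF-kB target genes, chemokines, M1 markers, M2 markers, MHC class II, inflammasome, caspases, immediate early genes, PPARγ target genes, fatty acid beta-oxidation, lipid droplet and lipid uptake, cholesterol efflux and LXR targets, cholesterol synthesis, fatty acid synthesis, glycolysis and lactate export, hypoxia response, oxidative phosphorylation, TCA cycle, integrated stress response, unfolded protein response, NRF2 target genes, lysosome, cell cycle and DNA replication, phagocytic and scavenger receptors, MCF-7 and luminal epithelial cells, undifferentiated monocytic cells and macrophage identity. Lists were tested with camera of limma at its preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 32 lists of a comparison, on 18132 genes. Beside it, camera with an estimated correlation and fry were run. With the preset correlation, 15 lists passed in Coculture vs Ctrl, 21 in YVAD vs Coculture and 14 in YVAD vs Ctrl; with the estimated correlation 12, 8 and 9 of these passed too. The paper's own lists of Supplementary Data 2, 3 and 4 were counted and not tested.

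Alternatives were the replicate number as a block, eBayes with trend and robust, median centring and cyclic loess on top of RMA, leaving out the probe sets dimmer than the median, genes in place of probe sets, the mean of a gene's probe sets, fits to the arrays of 2 groups only, no fold minimum, a 2-fold minimum, treat against 1.5-fold, a Student's t-test, which the paper names in figure legends and not for the array comparisons, with and without adjustment, unadjusted p, the fold minimum in 1 comparison only, and leaving out each array in turn. An alternative without the second Coculture and second YVAD arrays was added after their spike-in signals had been seen.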

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

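The tests on the cell cycle genes were chosen only after their rise with YVAD had been seen; the other tests below were set before the result was seen. Gene groups that the paper does not discuss as groups changed as sets in the cocultured macrophages. Some of their members are genes that the paper names, such as PTGS2, IL6 and VEGFA. The NF-kB list shares members with the chemokine and M1 lists, and the hypoxia list with the glycolysis list, so these lists are not separate evidence. In Coculture vs Ctrl the median log2 fold change was 1.45 for interferon-stimulated genes, 2.47 for NF-kB target genes, 2.12 for genes of the hypoxia response, 0.507 for immediate early genes and 0.63 for genes of the integrated stress response. The median of the markers of undifferentiated monocytic cells was -1.39 in the same comparison. In YVAD vs Coculture the medians were -0.388 for interferon-stimulated genes, -0.365 for NF-kB target genes, -0.39 for the hypoxia response and -0.351 for immediate early genes, and 0.336 for genes of the cell cycle and DNA replication. Outside the reversed genes that the paper analyses, 90 probe sets were lower and 49 were higher with YVAD that had not passed the threshold in Coculture vs Ctrl. Groups of 3 arrays were not tested for single arrays far from the others.

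For the counts of changed probe sets in each comparison, 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 6076 in Coculture vs Ctrl, 698 in YVAD vs Coculture and 5587 in YVAD vs Ctrl, and the highest of the other splits gave 0 in each, so that 1 of 10 was as large.

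The first pattern is the reversal of 512 probe sets by YVAD. Of 100 assignments of the 9 arrays to the 3 roles, 1 (the real one) gave as many, a share under 0.05, and the highest of the others gave 40. Assignments that mix arrays of different groups widen the spread within a role, which keeps their counts low. The result bears on whether the 9 arrays are interchangeable and cannot tell whether YVAD moved coculture genes back. The spread of the Coculture arrays that both comparisons share gave at most 1 reversed probe set in 100 simulated sets. That simulation draws each array independently, so a shift common to the 3 Coculture arrays is not in it and stays open. After cyclic loess, which moved the count further than median centring, 526 were reversed. That value argues against a trend with signal strength left between arrays as the whole cause, while a batch effect was not tested. A weakening of all coculture changes by the same share of the log2 fold change is argued against by 821 of 2509 genes, 32.7%. These deviate from the common share of 86.0% of the change left, 460 above it and 361 below. The share was fitted to genes that rose and genes that fell together. A weakening that is uniform on the unlogged scale leaves unequal shares on the log2 scale, so it stays open. An effect of YVAD on some coculture genes more than on others is a hypothesis that may also account for the pattern. Whether it runs through caspase-1 was not tested, since the arrays hold 1 inhibitor.

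The second pattern concerns markers of MCF-7 cells, which shared the medium with the macrophages in separate chambers. The median of 29 measured markers in Coculture vs Ctrl was 0.0594, and KRT8, KRT18 and KRT19, which MCF-7 cells express highly, had 0.25, 0.19 and 0.31 and did not pass the threshold; KRT8 lay at 4.22 in Ctrl and 4.47 in Coculture. The camera adjusted p of the list was 0.226, while fry gave a shift up with an adjusted p of 0.0192 and 21 of the 29 fold changes were positive, and with YVAD 1 marker fell and none rose (median 0.035, mean -0.0426, adjusted p = 0.707). The keratins argue against RNA from MCF-7 cells on the cocultured arrays beyond a trace, and a trace stays open. None of the 29 is in another list, and 7 lie above the median of all probe sets, 4.64, in Ctrl. The secreted trefoil factor TFF1 alone passed, with 1.86 (SE 0.16) and then -1.32 (SE 0.16) with YVAD; expression in the macrophages is a candidate source that was not tested.

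The third pattern is the rise of the cell cycle list with YVAD, in which 37 of 38 genes had positive fold changes (camera adjusted p = 2.25e-22, adjusted p = 0.041 with an estimated correlation). Without any 1 of the 6 Coculture and YVAD arrays the median was at least 0.317, which argues against a single unlike array. The lower of the medians after median centring and cyclic loess was 0.33, which argues against a trend with signal strength left between arrays. The array medians differed little after RMA, so centring could move the list only slightly, and a batch effect was not tested. The markers of undifferentiated monocytic cells had a median of 0.0565 (adjusted p = 0.449) and none of 12 passed the threshold, so more undifferentiated THP-1 cells in the YVAD group cannot be told apart from a change in the macrophages, because a small share of such cells need not move these markers. An effect of YVAD on the division of the cells stays open and was not tested.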

How the results depend on the processing

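The left-out pair of arrays with high spike-in signal was chosen after seeing the data. The counts kept within 1.5 times of their values with the replicate number as a block, trend and robust eBayes, median centring, cyclic loess, the probe sets dimmer than the median left out, 2 groups only, an unadjusted Student's t-test and an unadjusted p. With the replicate block, 6072 of 6076, 688 of 698 and 5582 of 5587 changed probe sets were shared with the fit without it. In the orders Coculture vs Ctrl higher and lower, YVAD vs Coculture higher and lower, YVAD vs Ctrl higher and lower, and reversed (higher then lower, lower then higher), these counts were 2967, 3109, 90, 608, 2476, 3111, 479 and 33. Fewer units tested gave 1268, 1241, 41, 268, 1110, 1241, 209 and 15 with 1 probe set per gene and 1055, 956, 24, 190, 888, 927, 156 and 8 with the mean of probe sets per gene. A looser or stricter threshold gave 5757, 7669, 508, 1424, 5191, 7197, 1045 and 228 with no fold minimum, 1523, 1143, 4, 157, 1177, 1203, 134 and 1 with a 2-fold minimum, and 1670, 1285, 2, 102, 1268, 1327, 86 and 1 with treat. With a Student's t-test after Benjamini-Hochberg, which the paper does not name for the arrays, YVAD vs Coculture had 7 higher and 156 lower and 134 and 2 were reversed; the cause was not tested. The fold minimum in Coculture vs Ctrl only gave 893 and 135 reversed, and in at least 1 comparison 927 and 144. Without the arrays with high spike-in signal, 138 were higher in YVAD vs Coculture; the cause was not tested. With each array left out in turn, those lower then higher ranged from 23 (without YVAD replicate 3) to 55 (without Coculture replicate 3). For the M2 markers with YVAD, fry gave an adjusted p of 0.000764 at the median of -0.0843. No called result was reversed. Among 1089 gene results, which include results without a call to lose, 99 lost their call under some alternative (33 with 1 array left out, none with the block). Of the 96 list results, 15 in Coculture vs Ctrl, 21 in YVAD vs Coculture and 14 in YVAD vs Ctrl had a call. Of these called list results 21 lost it, of which 2 with 1 array left out. With fry, 26 list results gained a call. Cyclic loess raised the share of changed probe sets that were higher in Coculture vs Ctrl from 48.8% to 54.4%, so which direction prevails there is open. Background correction and scan date were not run. Signal over background limits the dim probe sets: 7.79% to 12.4% of probe sets per array lay above the 95th percentile of the background probe sets. Without those dimmer than the median, 398 were reversed.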

Differences from the paper's values

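For genes of Supplementary Data 2 that have a probe set naming that gene alone, the table lists all as reversed by YVAD, and fewer had any probe set reversed past both thresholds here. The paper's values here count only the genes with a probe set naming them alone. For chemokine signaling these are 11 of the 14 genes in the paper's table, and 7 were reversed here. For arginine and proline metabolism they are 3 of 4, and 1 was reversed. For metabolic pathways they are 17 of 21, and 7 were reversed. For endocytosis they are all 7, and 4 were reversed. Of the alternatives set before the data were examined, no fold minimum brought all of these within 1.5 times of the paper's values, with 8, 2, 12 and 5 genes. For chemokine signaling so did the replicate block, an unadjusted p, leaving out Coculture replicate 2 or YVAD replicate 3 (8 genes each), and leaving out YVAD replicate 2 (9 genes), and for endocytosis leaving out Coculture replicate 1 or YVAD replicate 2 (5 genes each). The other alternatives did not. The other 9 pathways of that table were within 1.5 times of the paper's values, the rule used here, and so were the 4 lists of Supplementary Data 3 and 4 and the 58 fold changes of 29 named genes that Supplementary Data 1 gives.

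The paper's count of reversed genes is 618, at 1.5-fold and a false discovery rate of 0.05, and 512 probe sets (224 genes, at 1 probe set per gene) were counted here at the same cutoffs; the paper names no test. An unadjusted p gave 543, the fold minimum in Coculture vs Ctrl only 1028, and leaving out 1 array 451 to 516, and none of the alternatives gave the paper's 618. Of the rows of Supplementary Data 1 that were held (266 higher then lower, 88 lower then higher), the paper's own fold change is under 1.5 in at least 1 comparison in 136 and in both in 30, and 209 of them were reversed here.

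The paper's text says that the IDO genes, PTGS2, the MMPs and VEGF rose in coculture and fell with YVAD. Of the 8 such genes named in the text, some of them for other assays, 2 did so past the thresholds, IDO1 and PTGS2. The paper's statement on the arrays names no single MMP, and neither IDO2 nor VEGFC. Its text names MMP2 for protein, and IDO2, VEGFC, MMP7 and MMP9 for RT-qPCR, partly at other times. By RT-qPCR it also reports that YVAD held back the rise of tumorigenic genes. The values of these genes here therefore do not count against the array statement one by one. IDO2 had 0.00 and 0.01 on a probe set below the median of all probe sets (4.64 in Ctrl), at which a change can go undetected (another IDO2 probe set, dimmer still, had 0.67 and -0.38), VEGFA 2.86 and -0.39, VEGFC 1.06 and -0.08, MMP7 4.78 and 0.17, MMP9 1.87 and -0.41, and MMP2 -0.70 and 0.38. Of other MMPs, MMP8, MMP10 and MMP19 rose and fell as stated, with 3.84 and -1.91, 0.83 and -1.29, and 1.54 and -0.75. With no fold minimum VEGFA and MMP9 fall with YVAD as well (adjusted p = 0.019 and 0.016), and 1 of the 10 probe sets of VEGFA was lower with YVAD past both thresholds.

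Supplementary Fig. 8e is a heat map without printed values, and its colors, read by eye, are lower in coculture than in Ctrl for CCL5, IFNAR1, IL12B and, on some of the arrays, CXCL11. Here CXCL11 had 2.96, CCL5 2.04 and IFNAR1 0.70 (0.44 and under the fold minimum with the mean of its probe sets), all higher, and IL12B 0.36, under the fold minimum (1.23 and past it with the mean of its probe sets). CXCL10, CCL3, TNF and IL1B were higher here as in the figure. In Supplementary Fig. 8f, also read by eye, the colors of CHI3L2 and IL10RA are lower in coculture, and here these genes had 0.48 and 0.69 (0.34 for IL10RA with the mean of its probe sets). FN1, CCL2, HLA-DRA, IL1R2, CCL22 and IL1RN were higher and FCER1G, MSR1 and SCARB1 lower here as in the figure.

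The paper states that YVAD has little effect on M1 and M2 marker genes. Of the genes of Supplementary Fig. 8e and 8f that are named here, 4 of 9 and 3 of 15 fell with YVAD past the threshold, and of the lists used here 10 of 25 M1 markers fell, while of 31 M2 markers 4 fell and 2 rose. The paper's text gives 51 genes for Supplementary Fig. 7, whose labels number 51, and the figure's legend gives another number.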

Other observations

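Coculture set off inflammatory, antiviral and low-oxygen gene programs in the macrophages, and YVAD dampened each of them in part. Of 31 NF-kB target genes, 26 rose and none fell in Coculture vs Ctrl (camera adjusted p = 2.2e-32), and with YVAD 8 fell and none rose (adjusted p = 2.28e-19; 1 rose when adjusted over the list alone). Of 37 interferon-stimulated genes, 34 rose and none fell (adjusted p = 4.28e-32), with HERC5, an ISG15 ligase, by 3.41, IFI44L by 2.96 and the oligoadenylate synthetase-like OASL by 2.71. With YVAD 8 of the 37 fell (adjusted p = 4.01e-28), among them ISG20 by 0.90, IFIT2 by 0.88 and RSAD2 by 0.84, and all 37 fold changes were negative. Of 26 genes of the hypoxia response, 23 rose and none fell (adjusted p = 1.01e-23), with the mTOR inhibitor DDIT4 by 4.48 and the carbonic anhydrase CA12 by 3.07. With YVAD 6 fell (adjusted p = 2.86e-17), among them the prolyl hydroxylase EGLN3 by 1.53, BHLHE40 by 1.05 and HILPDA by 0.88. Of 23 immediate early genes, 10 rose and 2 fell in coculture (adjusted p = 1.62e-04) and 9 fell with YVAD (adjusted p = 3.36e-15), besides NR4A3 with EGR1 by 1.46, NR4A2 by 1.34 and DUSP2 by 1.33. These calls hold with an estimated correlation. For the lists given here, the counts adjusted over the list alone were the same except where stated.

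Of 38 genes of the cell cycle and DNA replication, 9 rose and 2 fell in coculture (median 0.113, camera adjusted p = 0.0685; it passed after cyclic loess, with trend and robust eBayes, and without Ctrl replicate 1 at a median of 0.136, Ctrl replicate 2 at 0.117 or Coculture replicate 1 at 0.124), and those that rose most, CCNB1 by 1.42, CCNB2 by 1.12, TOP2A by 1.02 and MKI67 by 0.91 (0.39 and under the fold minimum with the mean of its probe sets), act in mitosis. With YVAD 4 other members rose, which act in the entry into and the course of DNA replication: CCNE2 by 0.84, MCM4 by 0.67, UHRF1 by 0.67 and CDC45 by 0.61. Positive fold changes with YVAD were seen in 37 of the 38. Whether genes of mitosis and genes of DNA replication differ in either comparison was not tested. MCM4 had 0.56 to 0.82 over 13 alternatives (adjusted p 5e-04 to 0.071), and its call was lost when any of 4 arrays was left out: 0.64 without Coculture replicate 1, 0.62 without Coculture replicate 3, 0.56 without YVAD replicate 1 and 0.62 without YVAD replicate 3. CDC45 had 0.54 without Coculture replicate 1 and 0.58 without YVAD replicate 2, under the fold minimum, and with the mean of probe sets CDC45 and UHRF1 had 0.44 and 0.38. Of 12 markers of undifferentiated monocytic cells, 8 fell and none rose in coculture (camera adjusted p = 2.96e-07, which holds with an estimated correlation): the receptor FLT3 by 2.35 and the granule proteases ELANE by 2.26, CTSG by 2.13 and PRTN3 by 1.82. Of 13 genes of macrophage identity, 3 rose and 3 fell in coculture (median 0.288, camera adjusted p = 0.294) and none passed with YVAD (median 0.0122, mean -0.0328, camera adjusted p = 0.523).

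Of 14 inflammasome genes, 5 rose and none fell in coculture (median 0.213, camera adjusted p = 0.00736, adjusted p = 0.0529 with an estimated correlation), and with YVAD AIM2 fell (median -0.0769, camera adjusted p = 0.00358, adjusted p = 0.0569 with an estimated correlation; IL18 rose too when adjusted over the list alone). NLRP3 rose by 0.92 and CASP5 by 1.70 in coculture, PYCARD, which encodes ASC, had -0.38, and IL18 had 0.23 and then 0.62 (adjusted p = 0.067) with YVAD, where it passed with 1 value per gene tested, the mean of probe sets (adjusted p = 0.044). Of 9 caspases, 2 rose and 2 fell (median -0.197, mean 0.160, camera adjusted p = 0.994) and none passed with YVAD (median -0.0393, adjusted p = 0.724), though CASP5 passed with the mean of its probe sets, at -0.60 (adjusted p = 0.033, up to 0.41 over 13 alternatives). In coculture CASP6 fell by 0.88. ACADM, whose protein the paper reports as not reduced in coculture, had 8.83 ± 0.02 (SD, n = 3) in Ctrl, 7.90 ± 0.04 in Coculture and 8.05 ± 0.20 in YVAD. ACADVL and ACADS had 0.25 and 0.19 in coculture.

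Of 23 genes of the integrated stress response, 12 rose and none fell in coculture (camera adjusted p = 7.71e-08, which holds with an estimated correlation), and with YVAD 1 rose and 2 fell (median -0.0366, adjusted p = 0.233). Of 16 genes of the unfolded protein response, 2 rose and 1 fell (median -0.178, adjusted p = 0.231) and none passed with YVAD (median -0.00305, adjusted p = 0.309). Of 14 NRF2 target genes, 3 rose and 3 fell (median -0.107, mean 0.193, adjusted p = 0.994), and with YVAD ME1 and GSR rose and SLC7A11 fell (median 0.257, adjusted p = 2.28e-04, adjusted p = 0.125 with an estimated correlation). GSR had 0.63 with all arrays and 0.58 with the mean of probe sets, and SLC7A11 had -0.63 -0.58 without YVAD replicate 2 and -0.55 with the mean of probe sets, under the fold minimum. Of 68 genes of oxidative phosphorylation, COX5B fell by 0.94 and none rose in coculture (median -0.113, adjusted p = 0.0784; it passed without Ctrl replicate 1 at a median of -0.117, with trend and robust eBayes and with the mean of probe sets), and none passed with YVAD (median 0.0618, adjusted p = 5.44e-04, adjusted p = 0.424 with an estimated correlation). None of 20 genes of the TCA cycle passed in coculture (median -0.162, adjusted p = 0.186) or with YVAD (median 0.109, adjusted p = 0.00322, adjusted p = 0.0585 with an estimated correlation). Of 32 lysosomal genes, 5 rose and 7 fell in coculture (median -0.141, adjusted p = 0.703) and ATP6V0D2 fell by 0.88 with YVAD (median -0.138, adjusted p = 6.15e-05, adjusted p = 0.075 with an estimated correlation). Of 25 phagocytic and scavenger receptors, 6 rose and 9 fell (median 0.0808, mean -0.0874, adjusted p = 0.835), with the Fc receptor FCGR3A up by 3.40, and with YVAD 2 rose and 1 fell (median 0.0286, adjusted p = 0.563).

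With YVAD, the metabolic lists moved little. Of the glycolysis and lactate export genes HK2 fell by 0.61 (median -0.139, camera adjusted p = 4.48e-04, adjusted p = 0.14 with an estimated correlation), or by 0.58 without YVAD replicate 1 and 0.57 without YVAD replicate 3 and 0.30 with the mean of probe sets, where it missed the fold minimum. Of the lipid droplet genes HILPDA and G0S2 fell (median -0.00236, adjusted p = 0.724), G0S2 by 0.66, or 0.35 with the mean of its probe sets. None of the beta-oxidation genes passed (median 0.0465, adjusted p = 0.0577; it passed with the replicate block, trend and robust eBayes and cyclic loess, and without Coculture replicate 2 at a median of 0.0813 or YVAD replicate 2 at 0.0326, with 0.0179 to 0.0471), nor of the cholesterol synthesis genes (median 0.0463, adjusted p = 0.351). Of the fatty acid synthesis genes ME1 rose (median 0.08, adjusted p = 7.38e-04, adjusted p = 0.0637 with an estimated correlation). Among the genes that did not pass the threshold in Coculture vs Ctrl, some of them close to the fold minimum there (EGR1 with 0.51, CCNE2 with -0.55), 41 were lower and 17 were higher with YVAD. The largest changes among them were those of EGR1, MMP12 and SCG2 (-1.27), and of CYP1B1, a cytochrome P450 that oxidizes estrogens, with 0.92, and SNAI2, a transcription factor of mesenchymal cells, with 0.84.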
